# Single-cell transcriptomics and chromatin accessibility profiling elucidate the kidney-protective mechanism of mineralocorticoid receptor antagonists

**DOI:** 10.1172/JCI157165

**Published:** 2024-01-02

**Authors:** Amin Abedini, Andrea Sánchez-Navaro, Junnan Wu, Konstantin A. Klötzer, Ziyuan Ma, Bibek Poudel, Tomohito Doke, Michael S. Balzer, Julia Frederick, Hana Cernecka, Hongbo Liu, Xiujie Liang, Steven Vitale, Peter Kolkhof, Katalin Susztak

**Keywords:** Genetics, Nephrology, Chronic kidney disease, Molecular genetics

## Abstract

Mineralocorticoid excess commonly leads to hypertension (HTN) and kidney disease. In our study, we used single-cell expression and chromatin accessibility tools to characterize the mineralocorticoid target genes and cell types. We demonstrated that mineralocorticoid effects were established through open chromatin and target gene expression, primarily in principal and connecting tubule cells and, to a lesser extent, in segments of the distal convoluted tubule cells. We examined the kidney-protective effects of steroidal and nonsteroidal mineralocorticoid antagonists (MRAs), as well as of amiloride, an epithelial sodium channel inhibitor, in a rat model of deoxycorticosterone acetate, unilateral nephrectomy, and high-salt consumption–induced HTN and cardiorenal damage. All antihypertensive therapies protected against cardiorenal damage. However, finerenone was particularly effective in reducing albuminuria and improving gene expression changes in podocytes and proximal tubule cells, even with an equivalent reduction in blood pressure. We noted a strong correlation between the accumulation of injured/profibrotic tubule cells expressing secreted posphoprotein 1 (*Spp1*), *Il34*, and platelet-derived growth factor subunit b (*Pdgfb*) and the degree of fibrosis in rat kidneys. This gene signature also showed a potential for classifying human kidney samples. Our multiomics approach provides fresh insights into the possible mechanisms underlying HTN-associated kidney disease, the target cell types, the protective effects of steroidal and nonsteroidal MRAs, and amiloride.

## Abstract 2

A multi-omics approach reveals the cell types and gene expression changes that drive hypertension and the development of hypertensive kidney disease.

## Introduction

Chronic kidney disease (CKD) is a serious and growing public health issue, affecting approximately 14% of the population in the United States (1). It is the ninth leading cause of death globally and one of the fastest growing causes of mortality (2, 3). While medications including angiotensin-converting enzyme inhibitors (ACEIs), angiotensin receptor blockers (ARBs), and, more recently, sodium-glucose cotransporter 2 inhibitors have been shown to slow the progression of CKD (4–7), there is still a significant need for treatments and interventions to prevent this disease. There are currently half a million people in the United States with end-stage kidney disease (8).

Mineralocorticoids, such as aldosterone, play a key role in maintaining blood volume, sodium, and potassium balance (9). The primary mechanism by which aldosterone exerts its effects is through binding to the mineralocorticoid receptor (MR, *Nr3c2*). When aldosterone binds to MR in the cytosol, the complex travels to the nucleus, binds to DNA, and regulates gene transcription (10). While both aldosterone and cortisol can bind to the MR, in mineralocorticoid-sensitive tissues, an enzyme called 11β-hydroxysteroid dehydrogenase type 2 (11β-HSD2) degrades glucocorticoids, allowing the MR to be exclusively regulated by mineralocorticoids (11). The kidney is the primary target organ of mineralocorticoids (12).

Excess aldosterone can cause a range of health problems including hypertension (HTN), cardiovascular disease, and kidney disease (13, 14). The exact mechanisms by which aldosterone and HTN cause kidney damage are not fully understood (15). At high blood pressure, the afferent glomerular arteries must constrict to protect the glomerulus from high physical pressure, but glomerular vasoconstriction can lead to interstitial and tubular hypoxia, as the efferent artery plays a critical role in supplying blood to the tubules (16). In addition to the hemodynamic effects of mineralocorticoids, aldosterone may also directly regulate gene expression to induce kidney disease. The MR is expressed by various cell types in the body, including brain, heart, blood vessel, and immune cells (17). Some studies propose a direct role of MRs in regulating collagen accumulation and inflammation through the action of TGF-β and NF-κB (18, 19). There is also evidence that MR may directly affect immune cells, inducing the production of inflammatory cytokines such as IL-1 in macrophages (20).

Mineralocorticoid receptor antagonists (MRAs) are a group of medications that inhibit the effect of aldosterone (21). MRAs can be classified into 2 groups: steroidal MRAs, such as spironolactone, and nonsteroidal MRAs, such as finerenone (22). Spironolactone use is often associated with hyperkalemia and gynecomastia, which are probably in part caused by the nonspecific binding of spironolactone to the sex hormone receptors (23). In several small trials, spironolactone treatment on top of standard of care has resulted in blood pressure and proteinuria reduction in patients with CKD (21, 22). Unfortunately, in these studies the risk of potential life-threatening hyperkalemia was approximately 3-fold higher when compared with the use of ACEIs or ARBs alone.

Finerenone is a novel, highly specific nonsteroidal MRA (24). Finerenone demonstrated kidney and heart protection in animal models, but compared with steroidal MRAs, it had fewer effects on potassium homeostasis (24). Finerenone significantly reduced renal composite outcomes (kidney failure, a sustained decrease of the estimated glomerular filtration rate [eGFR] >40% from baseline or renal death) and cardiovascular outcomes (time to cardiovascular death, nonfatal MI, or stroke, or hospitalization for heart failure) on top of maximized ACEI or ARB treatment compared with placebo in at-risk patients (5). The incidence of hyperkalemia-related discontinuation of the drug was lower than that seen with spironolactone when used on top of ACEIs and ARBs (5). However, the exact molecular mechanism of finerenone action is not fully understood.

The kidney contains more than 30 different cell types, and bulk gene expression analysis can be strongly confounded by changes in cell fractions (25). Single-cell and single-nucleus RNA-Seq (scRNA-Seq and snRNA-Seq) enables the unbiased transcriptomic characterization of kidney cells (26–28) including cell-type–specific changes in disease state (29, 30). Single-nucleus profiling of chromatin accessibility, which is called the single-nucleus assay for transposase-accessible chromatin using sequencing (snATAC-Seq) has recently been developed to identify open chromatin regions in the genome where transcription factors can bind (26, 30). This is particularly important for transcription factors such as the MR, which can directly bind to DNA to regulate gene transcription.

In this study, we performed snRNA-Seq and snATAC-Seq to elucidate mineralocorticoid-induced HTN and the development of hypertensive kidney disease. We define deoxycorticosterone acetate–sensitive (DOCA-sensitive) cells and genes and the mechanism of finerenone-conferred kidney protection and made a direct comparison with changes induced by spironolactone and amiloride.

## Results

### Finerenone ameliorates cardiac and renal injury in the DOCA-salt rat injury model.

We modeled mineralocorticoid-induced HTN and cardio-renal syndrome by performing uninephrectomy followed by DOCA injection and high-salt intake in rats. Groups of rats were treated with 10 mg/kg finerenone, 50 mg/kg spironolactone, or 20 mg/kg amiloride (24, 31–33). Two rats from each group were sacrificed after 3 weeks to evaluate short-term changes (HTN), whereas the majority were sacrificed at 6 weeks to assess hypertensive organ damage (Figure 1A). Rats treated with DOCA and given high amounts of salt in the drinking water (DOCA-salt) developed severe HTN, with 181 mmHg SBP compared with 115 mmHg SBP in sham control rats by the end of the study (Figure 1B). Finerenone, spironolactone, and amiloride resulted in a similar reduction in systolic blood pressure (SBP) and diastolic blood pressure (DPB) (Figure 1B). Serum blood urea nitrogen (BUN) levels were higher in the DOCA-salt group compared with controls, and these levels was lowered by finerenone and spironolactone treatment. Anemia, a common complication of CKD, was ameliorated by treatment with finerenone, spironolactone, and amiloride (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI157165DS1). DOCA-treated rats developed severe proteinuria, which was reduced by all treatments, but the reduction only reached statistical significance in the finerenone-treated group (*P = 0.04*) (Figure 1B). As the urinary albumin creatinine ratio (UACR) variance was high, the study was not powered to detect differences in other groups. Plasma renin levels were lower in the DOCA-treated rats when compared with controls but varied markedly (Supplemental Figure 1A).

We observed cardiac hypertrophy in DOCA-treated rats, which was probably secondary to the HTN. The heart-to-BW ratio was lower in the finerenone-, spironolactone-, and amiloride-treated rats, consistent with the drugs’ effect on blood pressure (Supplemental Figure 1A). The kidney-to-BW ratio was markedly increased in DOCA-treated rats but was reduced by treatment with finerenone, spironolactone, or amiloride (Figure 1B and Supplemental Figure 1A).

Histological analysis revealed severe global and segmental glomerulosclerosis, proteinaceous casts, tubulointerstitial fibrosis, and extensive cardiac fibrosis (Figure 1, C and D, and Supplemental Figure 1A). We performed Picrosirius red staining to measure the extent of fibrosis in kidneys and hearts (Supplemental Figure 1B). Rats treated with MRAs or amiloride showed less fibrosis and damage.

We analyzed several phenotypic outcomes, including blood pressure, biochemical parameters (such as proteinuria, BUN, blood electrolytes), and structural damage (such as glomerulosclerosis and fibrosis) in rats. To evaluate overall phenotypic similarities among the samples, we used unbiased principal component analysis (PCA) and hierarchical clustering of the outcomes (Supplemental Figure 2). The results showed that the DOCA-treated rats were distinct from the control rats, as well as those treated with finerenone, spironolactone, or amiloride. Control rats were distinct from rats in the finerenone-, spironolactone-, and amiloride-treated groups. Outcomes of the finerenone-, spironolactone-, and amiloride-treated groups were similar, indicating that HTN played a key role in the development of the phenotype.

In summary, we observed severe HTN and renal failure in the DOCA-salt rat model. MRA and epithelial sodium channel (ENaC) inhibition lowered blood pressure and similarly improved phenotypes, indicating a key role of HTN in driving cardiorenal damage. Within the same blood pressure range, finerenone was more successful in reducing proteinuria.

### Integrated single-cell multiomics atlas of the of healthy and diseased rat kidneys.

We sought to identify genes, cell types, pathways, and transcription factors affected by DOCA, HTN, hypertensive kidney disease, and the response to MRAs and amiloride. Therefore, we conducted single-cell multiomics analysis, which included snRNA-Seq, snATAC-Seq, and bulk RNA-Seq of kidneys from control and experimental groups at both time points (Supplemental Figure 3).

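Single-nucleus RNA-Seq reads the transcripts of single nuclei, each tagged with a barcode in a droplet. The annotation the authors deposited gives the library, the treatment and the cell type of each nucleus, together with its 2 UMAP coordinates. It lists 22 libraries, 5 each under control, DOCA, finerenone and spironolactone and 2 under amiloride, as many as there are samples in each group. The samples of the control and amiloride groups were all taken at 6 weeks, whereas the DOCA, finerenone and spironolactone groups each have 4 samples from 6 weeks and 1 from 3 weeks. The library names were not matched to individual samples, so the time points are combined within each treatment here. Nuclei per library ranged from 1238 to 18931 (median 6629) in the control group and from 1774 to 15167 (median 8716) in the DOCA group. They ranged from 6564 to 48403 (median 13679) with finerenone and from 759 to 33683 (median 13610) with spironolactone, and the 2 amiloride libraries had 10172 and 11144. The 2 largest libraries held 71.9% of the control nuclei, 60.2% of the DOCA nuclei, 75.0% of the finerenone nuclei and 72.9% of the spironolactone nuclei. The authors counted reads including introns, removed ambient RNA and doublets, filtered nuclei by the number of genes and the mitochondrial percentage, and corrected for batch with Harmony. From there, nuclei of each annotated type were counted per treatment and divided by all nuclei of that treatment. A pooled share of this kind follows the largest libraries, so it is given with the range over libraries and with the mean that weights each library equally. The libraries were not matched to samples and are not used as replicates here, so no test between treatments is reported, and the exact 95% binomial confidence intervals cover counting error only and not the difference between rats. The names of 11 libraries carry an Old or New tag and those of the other 11 do not. In each treatment these numbers equal those of 2 sets of samples in the labels. Only the second set has 3-week samples or lists the Multiome kit. All libraries named as Multiome carry a tag, as do both amiloride libraries, whose samples are all in the second set. The tagged libraries may thus be the second set, but the match of numbers alone assigns no library to a set.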

We conducted snRNA-Seq on 22 whole rat kidney samples from the 5 different groups. Quality control (QC) metrics, including gene counts, reads, and mitochondrial gene percentages, are shown in Supplemental Figure 4. DOCA administration, in combination with high-salt intake, has been reported to increase proximal tubular cell size (34). Therefore, we compared the mean RNA counts per cell and samples between the groups. We observed a trend toward higher count numbers in the DOCA-treated animals than in the controls, but this did not reach statistical significance (Supplemental Figure 4D). 

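The deposited annotation holds 310282 nuclei after filtering. Of these, 46857 came from control rats, 47264 from DOCA-treated rats, 118238 from finerenone-treated rats, 76607 from spironolactone-treated rats and 21316 from amiloride-treated rats. The names of 5 libraries mark them as made with the Multiome kit, 1 in each treatment.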

After filtering low-quality cells, a total of 310,218 cells were used in the final analysis. 

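How far the libraries mix on the deposited UMAP, which was computed after Harmony, was described from the 30 nearest neighbors of 20000 nuclei drawn at random. On average 20.0% of the neighbors came from the nucleus's own library, where 7.84% would be expected from the numbers of nuclei alone, a ratio of 2.55. When neighbors were taken only within the nucleus's own cell type, the observed share was 20.1% and the expected share 12.5%, a ratio of 1.61. Both values describe the embedding, and no test was made.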

We identified 41 clusters after batch effect correction using Harmony (35) (Supplemental Figure 5). We next performed cell-type–specific differential expression analysis and identified all previously described kidney cell types (28, 36, 37) (Figure 2A and Supplemental Table 1). 

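The annotation names 16 cell types. PCT cells were the most numerous with 95279 nuclei, or 30.7% of all nuclei, followed by PST cells with 60833 (19.6%), LOH cells with 38543 (12.4%) and endothelial cells with 22227 (7.16%). The smallest types were monocytes with 1626 nuclei (0.524%), proliferating tubule cells with 2403 (0.774%), myofibroblasts with 2879 (0.928%) and lymphocytes with 2999 (0.967%). Some shares varied widely between libraries. The PST share ranged from 7.81% to 63.8%, the LOH share from 3.26% to 32.7% and the podocyte share from 0.132% to 7.68%. The cell types are those the authors assigned, and the marker genes behind them were not analysed here.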

The key marker genes used to identify different cell clusters in the snRNA-Seq are shown in Figure 2D. As this is one of the first rat kidney snRNA-Seq data sets (38), we analyzed cell-type consistency (39) and specific gene markers in rat, mouse (28), and human (36, 37) kidneys. We observed that most cell-type–specific markers were conserved between the different species (Supplemental Figures 6 and 7)

To understand gene regulatory changes induced by DOCA and those influenced by MRAs, we performed snATAC-Seq on 9 samples. Supplemental Figures 8 and 9 show the QC parameters of the snATAC-Seq libraries. After filtering low-quality cells, clustering was performed on 53,298 nuclei. After batch-effect correction by Harmony (35), we identified 20 clusters (Supplemental Figure 10). We next examined chromatin accessibility around the transcription start site and gene body regions of the known cell-type–specific marker genes using Signac (40) (Figure 2B). Key marker genes showed cell-type–specific accessibility, and we were able to identify all major kidney cell types (Figure 2E). Chromatin accessibility–based marker gene activity is shown in Supplemental Figure 10E. Supplemental Tables 2 and 3 provide the full list of cluster-specific differentially accessible peaks and a list of gene activity calculated on the basis of differentially expressed genes (DEGs), respectively.

We performed label transfer to understand the relationship between cell-type–specific gene expression and open chromatin in the snRNA-Seq and snATAC-Seq data sets (41). We found strong consistency (0.78 mean of maximum prediction score) between these 2 data sets (Supplemental Figure 11, A–C, and Figure 2B). To further quantify the consistency between cluster assignment in the ATAC-Seq and RNA-Seq data, we extracted gene activities of the top 3,000 highly variable genes from snATAC-Seq and snRNA-Seq and ran a Pearson’s correlation test between gene expression (snRNA-Seq) and gene activity (snATAC-Seq) (Supplemental Figure 11D). Integration of the snRNA-Seq and snATAC-Seq data also yielded highly consistent results (Figure 2C and Supplemental Figure 12). The list of marker genes for the integrated data set can be found in Supplemental Figure 12B and Supplemental Table 4.

Overall, our snRNA-Seq, snATAC-Seq, and integrated data sets captured all kidney cell types, including endothelial cells, fibroblasts, myofibroblasts, podocytes, different types of proximal tubule (PT) cells, loop of Henle (LOH) cells, distal convoluted tubule (DCT) cells, principal cells of collecting ducts (PCs), intercalated cells (ICs), and diverse immune cells. Cell-type–specific markers were consistent with findings in prior publications for mouse (28) and human (27, 36, 37) kidneys such as *Emcn* for endothelial cells, *Col1a1* for fibroblasts, *Synpo2* for myofibroblasts, *Nphs1* for podocytes, *Mki67* for proliferating tubules, *Slc12a1* for LOH cells, *Slc12a3* for DCT cells, *Aqp2* for PCs, *Slc4a1* for type A ICs (IC_A), *Slc26a4* for type B ICs (IC_B), *Cd96* for lymphocytes, *Lyz2* for monocytes, and *Csf1r* and *C1qa* for macrophages. 

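In the snRNA-Seq annotation, 172525 nuclei, or 55.6% of the total, were PCT, PST or iPT cells. The pooled PCT share was 34.1% (95% CI 33.7% to 34.6%) in the control group and 33.1% (32.6% to 33.5%) in the DOCA group. With each library given equal weight, these shares were 30.8% and 35.4%, so the order of the groups depended on the weighting. The libraries ranged from 21.4% to 38.4% in control and from 24.0% to 42.5% in DOCA. The pooled PST share was 11.2% (95% CI 10.9% to 11.5%) in the control group and 9.28% (9.02% to 9.55%) in the DOCA group. The control libraries ranged from 8.92% to 16.7% and the DOCA libraries from 7.81% to 11.3%, so the PST shares overlapped, and the equal-weight means were 12.3% and 9.82%. Under finerenone the pooled PST share was 32.3%, but the libraries ranged from 8.30% to 63.8% with a median of 12.8% and an equal-weight mean of 23.3%.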

We captured different types of PT cells including proximal convoluted tubules (PCTs) and proximal straight tubules (PSTs) expressing *Cubn* and *Slc7a13*, respectively (Supplemental Figure 13). We also captured PT cells positive for *Havcr1, Vcam1*, and platelet-derived growth factor subunit b (*Pdgfb*), which are well-known markers of tubular injury. We labeled this cluster as an injured or profibrotic PT (iPT) cell cluster (Supplemental Figures 12 and 13).

To further understand key cell-type transcription factors in determining cellular gene expression, we used chromVAR to analyze motif activity and predicted key gene expression–driving transcription factors (42) in individual cell clusters (Figure 2F). This was based on the presence of binding motifs in the open chromatin area of each cell type. The complete list of differentially activated chromVAR motifs is shown in Supplemental Table 5. Our predicted gene expression–driving transcription factors in each cluster were consistent with prior reports, including *Hnf1a* and *Hnf4g* (26, 27) in PT cells and *Wt1* (26, 43) in podocytes, among others.

In summary, to our knowledge, we have generated one of the first comprehensive single-cell expression and gene-regulatory atlases for healthy and diseased rat kidneys, which is now available to the public on the Susztak laboratory website at: www.susztaklab.com (https://susztaklab.com/genemap_rat).

### MR target cell types and gene-regulatory network in the rat kidney.

Our primary objective was to understand mineralocorticoid and glucocorticoid action; target genes and cell types. This has traditionally been a challenging task, as cells cultured in vitro demonstrate marked differences in their gene expression. First, we examined open chromatin regions at the MR (*Nr3c2*) and glucocorticoid receptor (GR, *Nr3c1*) loci in the entire data set. We observed accessible chromatin for the MR in several cell types, the highest being in PC cells, but also in DCT and IC cells. In contrast, GR open chromatin exhibited almost an inverse pattern, with a lack of open regions in the distal nephron, but accessibility in most other cell types (Figure 3A). These results suggest that the cell-type–specific expression of the GR and MR plays a key role in their target actions (44). MR expression, as measured in the snRNA-Seq data, was the highest in PC cells (Figure 3B) (45). GR expression was much lower than MR expression in the kidney and was expressed by multiple cell types with the exception of PC cells.

Next, we examined the activity of the MR (*Nr3c2*) motif in open chromatin areas within our rat kidney atlas. We found open chromatin for MR motifs in almost all cell types (Figure 3A). As the binding motif for *Nr3c2* and *Nr3c1* is the same, we observed no difference in open motif activity between the MR and the GR. We then investigated the open chromatin and gene expression of previously published MR and GR target genes (46–54) (Supplemental Table 6). The results showed a consistent pattern with MR and GR expression, respectively (Figure 3, B and C, and Supplemental Figure 14).

Further subclustering of DCT and PC cells, led us to identify the connecting tubule (CNT) and 2 subtypes of DCT cells (DCT1 and DCT2). DCT2 cells expressed *Slc12a3* (classic DCT marker) as well as the classic PC markers (ENaC) (55) (Figure 3C and Supplemental Figure 15). MR sensitivity was established by MR expression and by the expression of 11β-hydroxysteroid dehydrogenase type 2 (*Hsd11b2*), an enzyme that degrades glucocorticoids. In cells that do not express 11-β-HSD2, MR is effectively a glucocorticoid receptor. As expected, *Hsd11b2* expression was the highest in PC cells, however subclustering indicated expression in DCT2 and CNT cells. Expression of the classic MR target genes ENaC (*Scnn1a*, *Scnn1b*, *Scnn1g*) and *Sgk1* was the highest in PC cells, but CNT cells also expressed ENaC, while its expression in DCT2 cells was lower. In summary, the effect of the MR appeared to be controlled by multiple sequential mechanisms, including MR chromatin accessibility and cell-type expression of the MR, *HSD11B2* and MR target genes.

Next, we focused on genes upregulated by DOCA but downregulated by MRAs. We identified a number of MRA-sensitive genes in snRNA-Seq and bulk RNA-Seq (Supplemental Figures 16 and 17) (6-week data). In bulk RNA-Seq data, the expression of key MR target genes, including Na/K ATPase (*Atp1a1*) and PI3K (*Pik3r3*), was higher in DOCA-treated rats and returned to baseline levels after MRA treatment (Figure 3D and Supplemental Figure 17B). MRA-sensitive expression changes in PC cells were consistent with the bulk data and showed that, among other genes, the expression of *Atp1a1* was lower in finerenone-treated animals. A full list of MRA-sensitive genes in PC, CNT, and DCT2 cells is provided in Supplemental Table 7. Genes encoding the corticosteroid hormone–induced factor (CHIF), a negative regulator of Na/K ATPase (*Fxyd2* and *Fxyd4*), were expressed at lower levels in DOCA-treated rats. *Hsd11b2* expression was also lower in DOCA-treated rats and returned to baseline after treatment with finerenone (Supplemental Figures 16 and 17). *Aqp2* expression was also lower in DOCA-treated rats but was normalized by MRA treatment (Figure 3D and Supplemental Figures 16 and 17). The snATAC-Seq results were consistent with the snRNA-Seq results (Supplemental Figure 15D), and changes in Na/K/ATPase, ENaC, and PI3K levels were observable in the bulk RNA-Seq data as well.

In summary, unbiased snRNA-and ATAC-Seq analysis highlighted the fact that PC cells were the primary mineralocorticoid-sensitive cell type, with a minor role of DCT2 and CNT cells. Mineralocorticoid sensitivity was achieved by cell-type–selective gene expression and open chromatin.

### MRA and amiloride target genes, cell types and pathways.

To investigate the specific cell types affected by MRAs and ENaC inhibitors and to differentiate between the effects of HTN and mineralocorticoids, we conducted cell-type–specific gene expression analysis of samples from control, DOCA-, and drug-treated groups, both at the time of HTN (3 weeks) and at the time of hypertensive kidney disease (6 weeks). Cells obtained from kidneys at the onset of HTN (3 weeks) showed comparable changes in gene expression levels across various cell types, suggesting that HTN led to significant functional changes in these cells. By contrast, PT cells from kidneys collected at the time of hypertensive kidney damage (6 weeks) showed much greater changes in gene expression (approximately 2,700 DEGs compared with ~200 DEGs in the other cell types) (Figure 4, A and B, and Supplemental Tables 7 and 9). This is congruent with previous research emphasizing the critical role of PT cell plasticity in the development of fibrosis (56, 57). These differences in gene expression were likely due to the presence in the kidneys of iPT cells that had hypertensive nephrosclerosis. These tubules formed a distinct cluster that expressed higher levels of *Havcr1*, secreted phosphoprotein 1 (*Spp1*), and *Il34* and lower levels of classic PT genes *Slc7a13* and *Kap* (Figure 4D). The proportion of iPT cells in the kidney correlated with the degree of fibrosis across samples, suggesting a robust link between iPT cells and fibrosis (Figure 4D). 

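In the control group, 4.58% of the pooled nuclei were iPT cells (95% CI 4.39% to 4.77%), with libraries between 2.79% and 5.95%. In the DOCA group the pooled share was 8.34% (8.09% to 8.59%), with libraries between 4.64% and 11.4%. The libraries of the 2 groups overlapped, and the equal-weight means were 4.57% and 8.00%. The difference in pooled shares was 3.75 percentage points. Without the DOCA library that had the highest iPT share, 11.4% of its 15167 nuclei, it was 2.29 percentage points. That library is the DOCA Multiome library. Finerenone gave a pooled share of 4.52% (4.40% to 4.64%), but its libraries ranged from 1.48% to 10.9% and their equal-weight mean was 6.35%. Spironolactone gave 5.44% (5.28% to 5.60%), with libraries between 2.92% and 11.5% and an equal-weight mean of 7.22%. In both groups the largest library had the lowest iPT share. Without the largest library, the difference from DOCA went from -3.82 to -1.71 percentage points for finerenone and from -2.90 to -0.925 for spironolactone. In libraries whose names carry no Old or New tag, a split that was noticed in the data, the finerenone share was 0.60 and the spironolactone share 0.261 percentage points above that of DOCA, and in the tagged libraries they differed from it by -4.44 and -4.04 percentage points. The 2 amiloride libraries had iPT shares of 3.30% and 4.43%. Both carry the New tag, and the only DOCA library with that tag had 4.64%. From the paper's supporting values, median renal fibrosis was computed as 1.5% in 8 control rats (range 0.985% to 2.1%). It was 5.12% in 9 DOCA rats (2.43% to 8.98%) and 2.24% in 9 finerenone rats (0.224% to 5.03%). Spironolactone gave 2.39% in 9 rats (0.694% to 5.7%) and amiloride 1.15% in 5 rats (0.49% to 2.88%). Each drug group thus overlapped the DOCA group. Those values were not linked to the libraries here, so no correlation across samples was computed. From the correlation it reports between the iPT fraction and fibrosis in Figure 4D, the paper proposes a link between iPT cells and fibrosis.

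**Figure D1:**
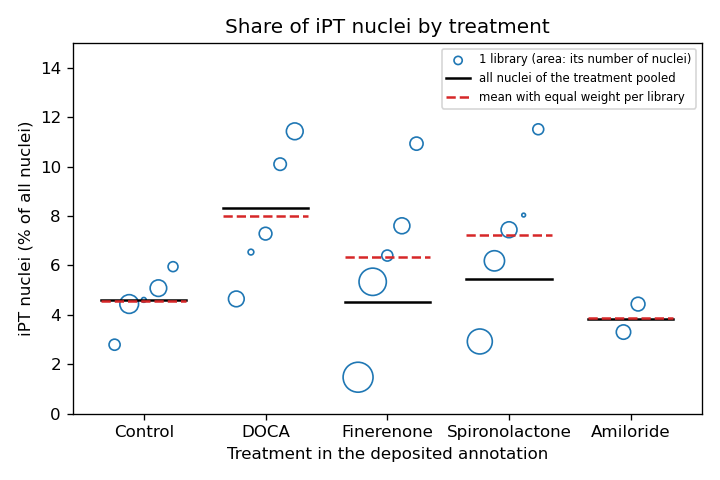
Share of iPT nuclei among all nuclei, in percent, for each treatment in the deposited annotation. Each circle is 1 library with an area proportional to its number of nuclei, the solid line is the share over all pooled nuclei and the dashed line is the mean with equal weight per library. The pooled finerenone share of 4.52% lies below the equal-weight mean of 6.35%, and the 2 largest libraries, with 48403 and 40267 nuclei, have the lowest iPT shares of that group, 1.48% and 5.34%.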

The same pattern was observed in the snATAC-Seq data (Supplemental Figure 18 and Supplemental Table 8).

To understand the specific changes in kidney cells that were brought about by different medications, we conducted gene expression analysis on each treatment group and cell type (at 6 weeks of treatment) (Figure 4, B–D). As shown in Figure 4C, the expression levels of most genes that were altered in the DOCA-treated rats reverted to baseline following treatment with MRAs or amiloride. This was likely due to the blood pressure–lowering effects of these medications (Figure 4C and Supplemental Figures 19 and 20). Amiloride exerted a marginally greater effect on immune cells and fibroblasts, although the absolute number of DEGs affected in these groups was minimal. Finerenone was found to be more effective in podocytes and PT cells, as more genes in these cell types returned to healthy expression levels following treatment. This was consistent with the observed clinical change in proteinuria (Figure 4C). In PT cells, the genes normalized by finerenone, including *Wfdc2*, *Ass1*, and *Assc3*, were mainly involved in metabolic processes. In podocytes, finerenone reduced the expression levels of *Tgfb2*, *Nfkbiz*, and *Fn1* that had been induced by DOCA, as well as the expression levels of genes associated with cell adhesion (Figure 4E). The complete list of genes affected by each drug is provided in Supplemental Table 10.

To summarize, we observed a robust correlation between PT and iPT genes and the development of HTN-induced fibrosis. All of the drugs tested were able to normalize the gene expression changes induced by DOCA, with finerenone being particularly effective in podocytes and PT cells.

### Unbiased tensor decomposition of a key phenotype driving cell types and pathways.

To identify cell types that drive phenotypic changes, we first generated bulk RNA-Seq data from whole-kidney tissue samples (Supplemental Figure 21) (6-week treatment data). DEG analysis revealed changes in the expression levels of 3,219 genes in kidneys between control and DOCA-treated rats (Figure 5A and Supplemental Table 11). Gene ontology (GO) pathway analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (58) indicated enrichment for inflammation and metabolic processes in the DOCA-treated group (Supplemental Figure 21, B and C). Clustering analysis of the gene expression matrix of the bulk RNA-Seq indicated coclustering in the control and finerenone treatment groups (Supplemental Figure 21D). We subsequently examined expression levels of the DEGs identified by bulk RNA-Seq analysis in different cell types in the entire snRNA-Seq and snATAC-Seq data sets. We found that genes expressed at lower levels in DOCA samples were enriched in the proximal straight tubule (PST) segment (Figure 5, B–D), whereas genes with higher expression in DOCA samples were enriched in the iPT cluster (Figure 5, C–E). Overall, DEGs from bulk RNA-Seq were enriched in PT cells, which was consistent in the results from the snRNA-Seq and snATAC-Seq (Supplemental Figure 22). Weighted coexpression network analysis (WGCNA) (59) of the bulk RNA-Seq data identified various modules that correlated with different phenotypic outcomes, such as SBP, DBP, and fibrosis (Supplemental Figure 22). The primary module driving the phenotype in the DOCA models was enriched in PST cells. Genes whose expression returned to baseline in the finerenone-treated group were also enriched in PST and iPT cells, potentially indicating the key role of these cell types (Supplemental Figure 23).

Given the complex experimental design, with multiple treatment groups, cell types, and phenotypic outcomes, we used tensor decomposition to identify the key cell types, genes, and pathways that were driving these phenotypes (on the entire snRNA-Seq data set) (60) (Figure 6A). In this analysis, we identified 5 factors (Figure 6B). The first factor was found to be associated with multiple important phenotypic outcomes, including blood pressure, serum sodium, BUN, and creatinine. Changes in expression of MR target genes, including *Scnn1a*, *Scnn1b*, *Scnn1g*, and *Atp1a1* and DCT and PC, as well as genes expressed in DCT and PC cells, were found to be driving this factor (Figure 6C). Interestingly, PST and iPT cells also exhibited enrichment in this factor (Figure 6C). Factor 4 was correlated with DBP and included the genes such as *Ren*, *Cox1*, *Plce1*, and *Cxcl12*. Most variations in this factor were observed in the DOCA treatment group, and it was enriched in PC cells, although we again noted an effect in PST cells (Figure 6C). The genes identified in factors 1 and 4 by this analysis are presented in Supplemental Table 12. In summary, tensor decomposition indicated PST, iPT, and PC cells as key phenotype-driving cell types.

After identifying key phenotype-associated cell types, we performed unbiased machine-learning gene expression analysis using WGCNA on PC, PST, and iPT cells (in the entire data set) (59, 61, 62) (Figure 6D). We found a specific gene module in PC cells containing the MR and its target genes. This module had the highest score in the DOCA group and amiloride group, and the lowest in the finerenone group. We identified a specific gene module in PST cells. This module expressed typical PST cell markers such as *Hnf4a* and *Slc5a12* as well as *Zeb1*, a marker for epithelial-mesenchymal transition. This module had the highest score in DOCA and was normalized best by finerenone. Furthermore, we identified an iPT-specific module, which showed enrichment for inflammatory markers such as *Il34*, *Spp1*, and *Nfkbiz*. This module had the highest score in DOCA and was normalized by finerenone. The complete list of the genes in these 3 identified modules is presented in Supplemental Table 13.

Overall, the bulk RNA-Seq, snRNA-Seq, and snATAC-Seq data suggested a critical association between PC and PT cells as the primary cell types driving phenotypes. WGCNA identified a core MR target network in PC cells and a proinflammatory profibrotic gene module in iPT cells.

### Finerenone protects against maladaptive differentiation of iPT cells.

Our bulk RNA-Seq and scRNA-Seq analyses revealed a key association between PT cells and hypertensive organ damage. To identify factors that might be responsible for the maldifferentiation of iPT cells, we used Monocle3 to conduct a cell trajectory analysis (63, 64) (Figure 7). This analysis identified a path of differentiation of iPT cells from PST cells (Figure 7A). iPT cells were enriched in the diseased state (27) (Supplemental Figure 24). 

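Among the PST and iPT nuclei of the whole annotation, before any subsampling for the trajectory, iPT cells made up 29.0% (95% CI 28.0% to 30.0%) in the control group and 47.3% (46.2% to 48.4%) in the DOCA group. The control libraries ranged from 17.5% to 36.3% and the DOCA libraries from 33.1% to 59.4%, so the lowest DOCA library lay within the control range. With equal weight per library the values were 27.5% in control and 44.1% in DOCA. For finerenone the pooled value was 12.3% and the equal-weight mean 30.5%, and its libraries ranged from 2.26% to 46.0% with a median of 39.1%, beside a median of 39.3% in the DOCA libraries. For spironolactone the pooled value was 29.2%, the equal-weight mean 34.7% and the median 39.1%, with libraries between 20.7% and 44.1%. For amiloride the pooled value was 22.3% and the equal-weight mean 23.8%. Its 2 libraries, at 16.5% and 31.1%, both lay below the lowest DOCA library. That DOCA library, at 33.1%, is the only one of its group with the New tag, which both amiloride libraries carry.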

GO analysis revealed an enrichment of genes associated with metabolism and development along the trajectory (Supplemental Figure 24 and Supplemental Table 14). We identified *Spp1*, *Il34*, and *Pdgfb* as top DEGs, showing higher levels in the iPT pseudotime trajectory (Figure 7A and Supplemental Figure 24B) and *Hnf4a*, which showed higher expression at the start of the trajectory (PST cells) and lower expression in iPT cells (at the end) (Supplemental Figure 24). Our snATAC-Seq data recapitulated changes observed with snRNA-Seq (Figure 7B) including changes in metabolic and developmental genes along the trajectory (Supplemental Figure 24 and Supplemental Table 15). Similar to the snRNA-Seq, chromatin accessibility at *Spp1* and *Il34* increased at the end of the trajectory (iPT cells), indicating that chromatin remodeling might be responsible for the gene expression changes (Supplemental Figure 24D). To identify transcription factors that drive expression of *Spp1*, *Il34*, and *Pdgfb*, we performed single-cell regulatory network inference and clustering (SCENIC) (65) analysis and identified *Bcl3*, *Runx1*, *Fosl2*, and *Cebpz* as likely driver transcription factors (Supplemental Figure 25).

Bulk gene expression data showed consistent changes in *Spp1* and *Il34* (Supplemental Figure 24E). ISH further confirmed *Spp1* and *Il34* expression in PT cells in the DOCA group and lower expression levels in the control group (Supplemental Figure 26). Additionally, in spatial transcriptomics data obtained from patients with CKD, we were able to validate the coexpression of *HAVCR1*, *VCAM1*, *SPP1*, and *IL34* as the markers for iPT cells in regions with a high extracellular matrix (ECM) production score (fibrosis) (37) (Supplemental Figure 27).

Both *Spp1* and *Il34* are secreted molecules. To understand their effects on other cell types, we used CellChat to conduct ligand-receptor interaction analysis (66, 67) (Figure 7C and Supplemental Figure 28). The receptors for *Spp1,* *Itgav*, and *Cd44* were expressed by immune cells (Figure 7C). The predicted interaction between *Spp1* and its receptors was weak in the control and finerenone-treated groups but much stronger in the DOCA- and spironolactone-treated groups (Figure 7C and Supplemental Figure 28). We observed a similar pattern for *Il34* and its receptor *Csf1r* (Figure 7C and Supplemental Figure 28). This cell-cell communication analysis revealed intense interactions emanating from iPT cells, which were markedly lower in the finerenone group (Supplemental Figure 29). *Pdgfb*, a profibrotic factor, was highly expressed by iPT cells in DOCA samples and was found to interact with its receptor in fibroblasts (Figure 7C). Genes involved in ECM production and fibrosis, such as *Col1a1*, *Col3a1*, and *Acta2*, were expressed at the highest level in the DOCA-treated group and at lower levels in the finerenone-treated group (Supplemental Figure 30).

In summary we identified maladaptive differentiation of PT cells in a rat model of hypertensive kidney disease as well as changes in the expression of proinflammatory molecules that occurred during maldifferentiation.

### Conserved changes in human kidney disease samples.

Finally, we sought to determine the relevance of gene expression changes observed in iPT cells in the DOCA rat model to human kidney disease. To do this, we analyzed 991 microdissected human kidney tubule samples from healthy individuals and patients with varying degrees of diabetic and hypertensive kidney disease. The demographics and clinical and histological characteristics of the human kidney samples are shown in Supplemental Table 16.

The expressions levels of *SPP1*, *IL34*, and *PDGFB* were found to positively correlate with fibrosis (Figure 8A). We then used the iPT gene signature to perform hierarchical clustering of the human kidney samples (Figure 8, B and C). This signature clustered the 991 human kidney samples into 3 subgroups. Although the clinical information was not used for the clustering, the samples in these groups showed differences in their clinical characteristics. For instance, samples in cluster 2 had the lowest eGFR and the highest degree of interstitial fibrosis. In this cluster, the expression levels of *SPP1*, *IL34*, and *PDGFB* were the highest compared with levels in the 2 other clusters, which exhibited better kidney function (Supplemental Figure 31).

Overall, the large human kidney data set from patients with hypertensive and diabetic kidney disease demonstrated changes consistent with those observed in the rat kidney data set. Additionally, the iPT signature, which includes *SPP1*, *IL34*, and *PDGFB*, was capable of identifying diseased human kidney samples.

## Discussion

Mineralocorticoids are hormones that play important roles in the conservation of sodium in land animals, which is a vital process for maintaining blood volume in environments where salt is scarce (68). Mineralocorticoid excess can cause HTN as well as kidney and heart disease (69). MRAs have been shown to protect against kidney and heart disease, however, the exact mechanism of action is poorly understood. In this study we used single-nucleus transcriptomics and open chromatin atlasing to examine the effects of mineralocorticoids in the kidneys of rats and analyzed the effects of 2 different MRAs and a direct blocker of ENaC side by side. Our omics data, alongside various bioinformatics analyses, enabled us to identify the primary cell types targeted by mineralocorticoids, as well as the cell types indirectly affected by these hormones and the target genes and networks involved. Our results demonstrate the central role of changes in PC cells in HTN and mineralocorticoid action and the importance of PST and iPT cells in driving hypertensive kidney fibrosis in the DOCA/uninephrectomy/high-salt intake rat model. Moreover, the iPT gene signature allowed us to classify kidneys from patients with hypertensive and diabetic kidney disease.

HTN is the most common chronic disease (70), affecting nearly half of the population in the United States (70). Hypertensive kidney disease is responsible for close to 25% of all cases of CKD and end-stage renal disease (ESRD) (8), but the underlying disease mechanisms are not fully understood. Recent clinical reports indicate the important role of mineralocorticoid excess in the development of HTN and CKD (12, 71). In this study, we performed detailed phenotypic and gene expression and gene regulation analyses at the bulk and single-cell levels in a rat model of mineralocorticoid-induced HTN and hypertensive end-organ damage (72). We also compared our results with those obtained from patients’ kidney samples.

We present what we believe to be one of the first kidney single-nucleus transcriptomics and chromatin accessibility data sets for rat kidneys. Our results demonstrate that cell types and cell-type–specific gene expression changes were mostly conserved between mouse (28), human (37), and rat kidneys, although further studies are needed to explore species-specific differences. Using gene expression and chromatin accessibility information, we confirmed the mineralocorticoid-sensitive segment of the distal nephron, which includes PC cells as well as CNT and DCT2 cells (73). We also identified the MR target gene network, which will be important for understanding the actions of mineralocorticoid in the future (74, 75). Our findings show that mineralocorticoid sensitivity in the kidney was established through multiple sequential mechanisms, including changes in chromatin openness and the expression of the MR, *Hsd11b2*, and MR target genes. We also observed that expression of the GR in the kidney was lower and followed an almost inverse pattern compared with that of MR expression.

Our work demonstrates the utility of single-cell expression analysis for the understanding of disease-driving pathways, the identification of drug targets, and the assessment of molecular outcomes for drug effectiveness. As clinical interventional studies are often costly, these intermediate molecular analyses could pave the way for novel clinical trial designs (76). We compared the effectiveness of spironolactone, finerenone, and a direct ENaC inhibitor in this study. All of these drugs effectively lowered blood pressure and protected against kidney damage. When we analyzed gene expression changes at the single-cell level, we found that these drugs effectively normalized DOCA-induced gene expression changes. Our data highlight the importance of blood pressure–driven changes in kidney-specific genes and the usefulness of single-cell gene expression in detecting such molecular outcomes. We also observed that finerenone was more effective in reducing proteinuria for the same blood pressure change and had consistent effectiveness on podocytes and PT cells.

In this study, we used various orthogonal bioinformatics approaches to identify the cell types and gene expression changes driving disease development. Our results showed that HTN was associated with changes in gene expression in multiple cell types. At the time of hypertensive nephrosclerosis, we observed that changes in PT cells were particularly important in driving the development of the disease phenotype. This was evident at both the bulk gene expression and single-cell levels. Unbiased tensor decomposition analysis revealed the crucial role of PC cells, as well as PT cells, especially iPT cells, in driving the development of the disease phenotype. The presence of iPT cells strongly correlated with fibrosis in all analyzed samples. Our analysis also identified *Spp1*, *Il34*, and *Pdgfb* as some of the top genes that showed differences in both the bulk and single-cell data sets. Their expression levels correlated with disease severity and improved following treatment with finerenone.

SPP1 is a phosphoprotein produced by the kidney that plays a role in cell adhesion and migration (77). Prior studies have shown the causal role of SPP1 in kidney disease in the unilateral ureteral obstruction (UUO), diabetic, and LPS-induced kidney disease models (77, 78). Recently, *SPP1* was proposed to be a hub gene for diabetic kidney disease progression by microarray analysis (79). Here, we show that *Spp1* was one of the key genes along the PST-to-iPT differentiation trajectory. *Spp1* is influenced by finerenone. The receptors of *Spp1*, such as *Cd44* and *Itgav*, were expressed by stromal and immune cells, and finerenone altered this interaction.

*IL34* is another gene we found to be correlated with PST-to-iPT differentiation and influenced by finerenone. IL-34 is a key cytokine that stimulates the influx of macrophages and monocytes via binding to its receptor colony-stimulating factor receptor 1 (CSF1R) (80). Prior studies have established the key role of PT-derived IL-34 and macrophage influx in the acute kidney injury and UUO models of kidney disease (80, 81). We demonstrated that *Il34* was highly expressed in DOCA-treated rats, especially in iPT cells, and that its expression was lower in finerenone-treated animals. PDGFB is a well-known secreted molecule involved in the activation of fibroblasts and has been shown to play a role in kidney fibrosis in mice (57, 82). We observed high expression of *PDGFB* in our iPT and profibrotic PT cells as well as high expression of its receptor *PDGFRB* in stromal cells, which could contribute to kidney fibrosis in hypertensive kidney disease. We also observed high production of ECM in the DOCA-treated group.

In this study, we found that changes in a rat model of hypertensive kidney disease, including the expression of iPT cells, *SPP1*, *IL34*, and *PDGFB*, strongly correlated with renal fibrosis in human kidney samples obtained from patients with hypertensive and diabetic kidney disease.

There are several limitations to our study. Although we incorporated earlier DOCA time points in our analysis to investigate a stage less affected by long-term HTN effects, it can be challenging to distinguish between gene expression changes related to direct DOCA-MR effects and secondary effects due to HTN. Additionally, our rat model incorporated 3 interventions: DOCA, unilateral nephrectomy, and salt intake, which collectively induce HTN. Therefore, the data not only reflect DOCA-induced changes but also changes in the response to uninephrectomy and high-salt intake. Most important, the observed changes were more consistent with the long-term HTN and DOCA effect rather than the acute and short-term activation of the MR in the kidney. Although we used a multiomics approach to evaluate the mechanisms of action of MRAs, computational analysis can be challenging, and some findings necessitate further experimental validation. Some cell types are difficult to capture in snRNA-Seq or snATAC-Seq, which limited our ability to identify MR targets. We used a rat model and supraphysiological doses of DOCA (an aldosterone precursor), which were likely higher than aldosterone concentrations in patients with CKD. Additional validation using samples from patients will be an important next step.

In summary, we have provided expression and chromatin accessibility maps for the rat kidney, defined MR target genes, cell networks, and the effects of steroidal and nonsteroidal MRAs as well as ENaC inhibition, and validated these findings in patient samples. Our study has delineated the mechanisms of MRA-mediated kidney protection at a cellular and molecular level.

## Methods

### Animals.

Male Sprague-Dawley rats weighing 250–300 g were obtained from Charles River Laboratories. Animals were housed in an environment with controlled temperature and humidity, a light/dark cycle at 22°C–24°C, and access to water and food ad libitum.

### DOCA-salt HTN model.

Rats were randomly divided into 5 groups. Group 1 underwent sham operation, whereas rats in groups 2–4 were uninephrectomized. Rats were anesthetized under isoflurane and buprenorphine (0.03 mg/kg) and subjected to left nephrectomy. One week after the operation, the rats in groups 2–5 received weekly s.c. injections of DOCA (50 mg/kg; MilliporeSigma) suspended in sesame oil and were supplied 1% NaCl in the drinking water. Daily gavage was performed, with group 2 receiving vehicle (10% ethanol, 40% solutol, 50% water); group 3 receiving finerenone (10 mg/kg/d); group 4 receiving spironolactone (50 mg/kg/d, MilliporeSigma); and group 5 receiving amiloride (20 mg/kg/d). To evaluate the early effects of DOCA and HTN, 2 rats from each group were sacrificed 3 weeks after the start of the intervention, with the remaining rats sacrificed at the conclusion of the 6-week period following the initiation of DOCA injections. Sham-treated animals were subjected to the same surgical procedure, in which the kidney was exposed but not removed, and received sesame oil injections and tap water.

### Blood pressure measurement.

SBP and DBP were measured in conscious animals using the standard tail-cuff method (Blood Pressure Analysis System, BP2000 Series, Visitech). All measurements were performed between 9:00 am and 1:00 pm, after 3–5 days of training.

### Plasma and urine sample analyses.

Blood samples were analyzed using the Abbott i-STAT portable clinical analyzer (Abbott Point-of-Care) and iSTAT 8+ cartridges (Abbott Laboratories) to determine sodium (Na), potassium (K), chloride (Cl), TCO_2_, anion gap, ionized calcium (iCa), BUN, creatinine, glucose (Glu), hematocrit (Hct), and hemoglobin (Hb).

Urine albumin was determined using a rat albumin–specific ELISA (Bethyl Laboratories), and creatinine was determined by reagent set (Diazyme, DZ072b-KY1), per the manufacturers’ protocols. The plasma renin sample was measured using ELISA (MilliporeSigma, RAB1162-1KT) according to the manufacturer’s protocol.

### Histological analysis.

For histological analysis, kidneys and hearts were fixed in 4% paraformaldehyde overnight, and then dehydrated, embedded into paraffin blocks, and sectioned onto glass slides. Sections were stained with H&E or Picrosirius red.

### ISH.

ISH was performed using formalin-fixed, paraffin-embedded kidney tissue samples and the RNAscope 2.5 HD Duplex Detection Kit (Bio-Techne, 322430) following the manufacturer’s original protocol. The following probes were used for the RNAscope assay: Rn-Il34-C2 (catalog 1056011-C2), Rn-Spp1-C2 (catalog 405441-C2), and Rn-Havcr1 (catalog 519081).

### snRNA-Seq and ATAC-Seq.

A detailed description of the snRNA and snATAC protocols can be found in the Supplemental Methods (83).

### Rat kidney bulk RNA-Seq.

Total RNA from 10 mg of each frozen rat kidney tissue sample was isolated using the Qiagen RNeasy kit (catalog 74106) according to the manufacturer’s instructions. To check RNA quality, the Agilent Bioanalyzer RNA 6000 Pico kit (Agilent Technologies, 5067-1513) was used. All samples with an RNA integrity number (RIN) of at least 6 were used for cDNA preparation. Strand-specific RNA-Seq libraries were generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (catalog E7530L) following the manufacturer’s protocol, and the RNA-Seq libraries were sequenced to a depth of 20 million 2 × 150 paired-end reads.

### Human sample procurement.

Part of the collected tissues was formalin fixed and paraffin embedded and then sectioned and stained with periodic acid–Schiff, followed by scoring by a local renal pathologist. Human kidney tissues were microdissected under a dissecting microscope. RNA isolation, quality control, and the cDNA library for human microdissected tubules were performed as described (Supplemental Methods) for rat bulk RNA-Seq.

### Bioinformatics analysis.

A detailed summary of the bioinformatics analysis and applied computational tools can be found in the Supplemental Methods (83–89).

### Statistics.

Data are expressed as the mean ± SEM. One-way ANOVA was used to compare the continuous parameters between more than 2 groups. The 2-tailed Student’s *t* test was used to compare each group with the DOCA treatment group. The DOCA treatment group was the reference in by-comparison analyses. UACR values were log transformed before comparisons between groups. The χ^2^ test was used to compare the fractions and frequencies between groups. The correlation analysis between gene expressions and clinical characteristics in human samples was done using Spearman’s test. A *P* value of less than 0.05 was considered significant. Data are presented as the mean ± SEM.

### Study approval.

For the rat study, the protocol was approved by the IACUC of the University of Pennsylvania. The collection of human kidney tissue was approved by the IRB of the University of Pennsylvania. The study was IRB exempt because the samples were considered discarded medical materials, and all samples were permanently deidentified, thus no personal identifiers were collected.

### Data availability.

Raw data, processed data, and metadata from the snRNA-Seq, snATAC-Seq, and bulk RNA-Seq of different experimental groups of rats have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE183842). The human kidney RNA-Seq data are available in the GEO database (GEO GSE115098 and GSE173343). All the data supporting the graphs and tables are provided in the Supplemental Supporting Data Values file. The snRNA-Seq and snATAC-Seq data are available in the Susztaklab Kidney Biobank at susztaklab.com (https://susztaklab.com/genemap_rat) (see above GSE).

### Code availability.

All the codes used for the analysis were deposited inn GitHub (https://github.com/amin1990ab/DOCA_Rat_Kidney.git).

## Author contributions

ASN, JW, ZM, AA, and JF performed experiments and analyzed data. BP, TD, and XL performed experiments. AA, ZM, MSB, HL, SV, HC, KAK, and PK performed computational analysis. HC and PK offered suggestions for experiments. KS was responsible for the overall design and supervision of the experiments. AA and KS wrote the original draft of the manuscript. All authors contributed to and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supplemental table 10

Supplemental table 11

Supplemental table 12

Supplemental table 13

Supplemental table 14

Supplemental table 15

Supplemental table 16

Supporting data values

## Figures and Tables

**Figure 1:**
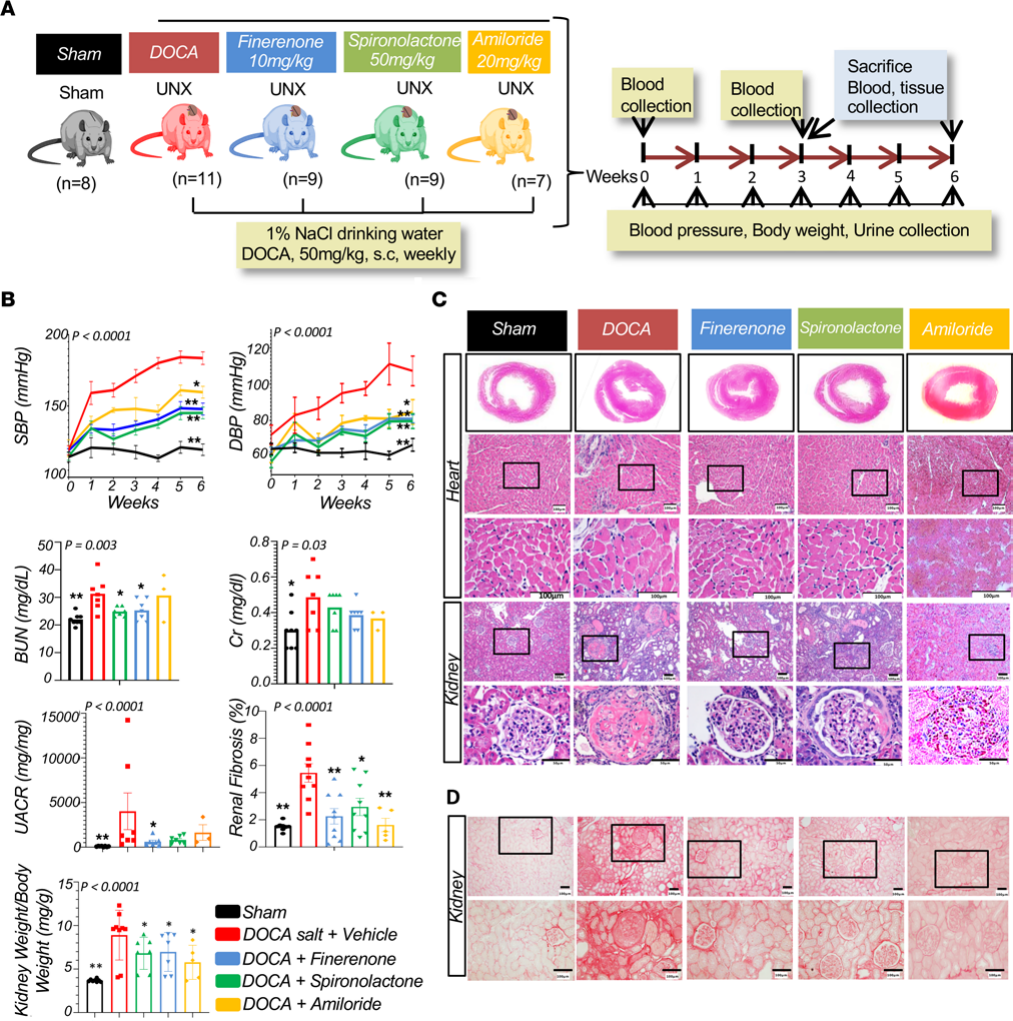
MRAs protect against DOCA-salt–induced cardiorenal damage. (**A**) Study overview. Rats were divided into 5 treatment groups: sham; DOCA plus vehicle; DOCA plus finerenone; DOCA plus spironolactone; and DOCA plus amiloride. UNX, uninephrectomized. (**B**) Clinical and biochemical parameters in the experimental rat groups, including SBP and DBP, BUN, creatinine (Cr), urinary albumin creatinine ratio (UACR), kidney-to-heart weight ratio, and renal fibrosis. The *x* axis shows the weeks following the surgery, and the *y* axis shows the measurement values. One-way ANOVA was used to compare all groups, and the 2-tailed Student’s *t* test was used to compare each group with the DOCA-salt group. For statistical comparison, log-transformed data were used to determine the UACR. *P < 0.05 and **P < 0.01, for differences in the parameters measured between sham-, finerenone-, spironolactone-, and amiloride-treated rats compared with DOCA-treated rats as follows: Error bars indicate the SEM. (**C**) Representative H&E-stained kidney and heart sections from animals in the experimental groups. Scale bars: 100 μm (heart); 100 μm (kidney) and 50 μm (kidney, enlarged insets). Original magnification, ×20. (**D**) Representative Picrosirius red staining of kidney sections from animals in the experimental groups. Scale bars: 100 μm. Original magnification, ×20.

**Figure 2:**
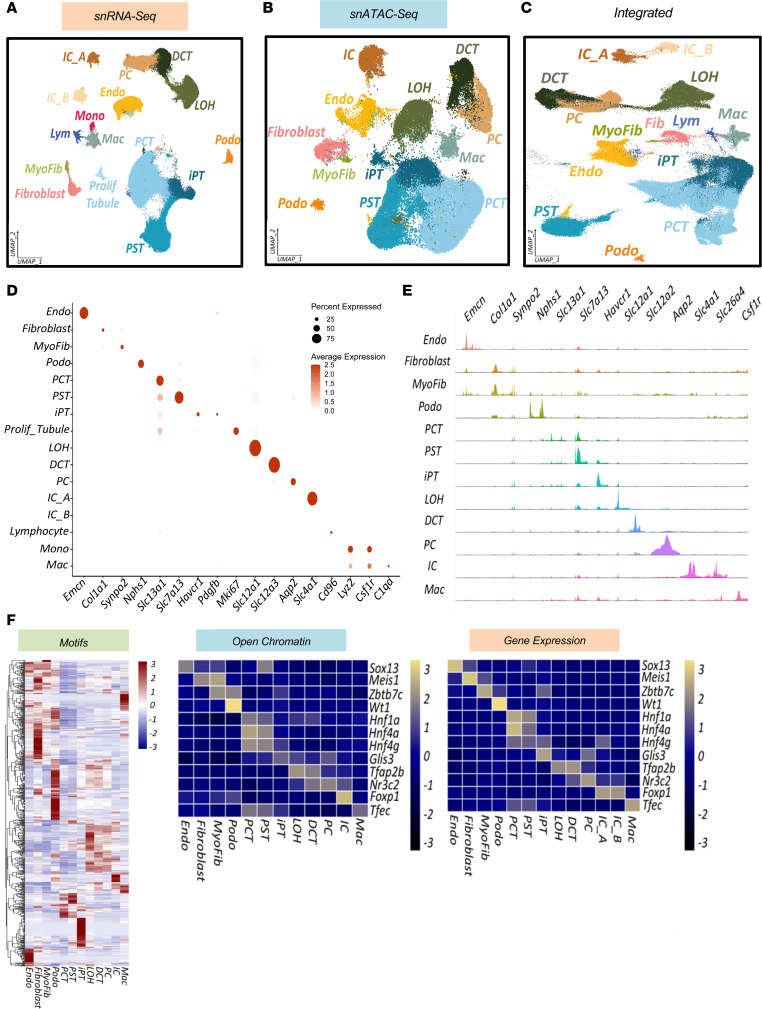
The single-cell multiomics landscape of healthy and diseased rat kidneys. (**A**) UMAP of 310,218 rat kidney snRNA-Seq data. (**B**) UMAP of 53,298 rat kidney snATAC-Seq data. (**C**) UMAP of integrated snRNA-Seq and snATAC-Seq of rat kidneys. (**D**) Bubble dot plots of marker genes used for cell-type annotation in the snRNA-Seq. The size of the dot indicates the percentage of positive cells, and the darkness of the color indicates the average expression. (**E**) Fragment coverage (frequency of Tn5 insertion) in each snATAC-Seq cluster at the cell-type marker gene promoter site. (**F**) Heatmap of average chromVAR motif activity for each cell type (far left panel). The color scale shows the *z* score scaled by row. Chromatin accessibility and gene expression of representative motifs of each cluster are shown in the middle and right panels, respectively. The color scheme of the heatmap is based on *z* score distribution. Each row represents a gene, and each column represents a cell type. Endo, endothelial cells; MyoFib, myofibroblasts; Podo, podocytes; Prolif_Tubule, proliferative tubule cells; Mono, monocytes; Mac, macrophages.

**Figure 3:**
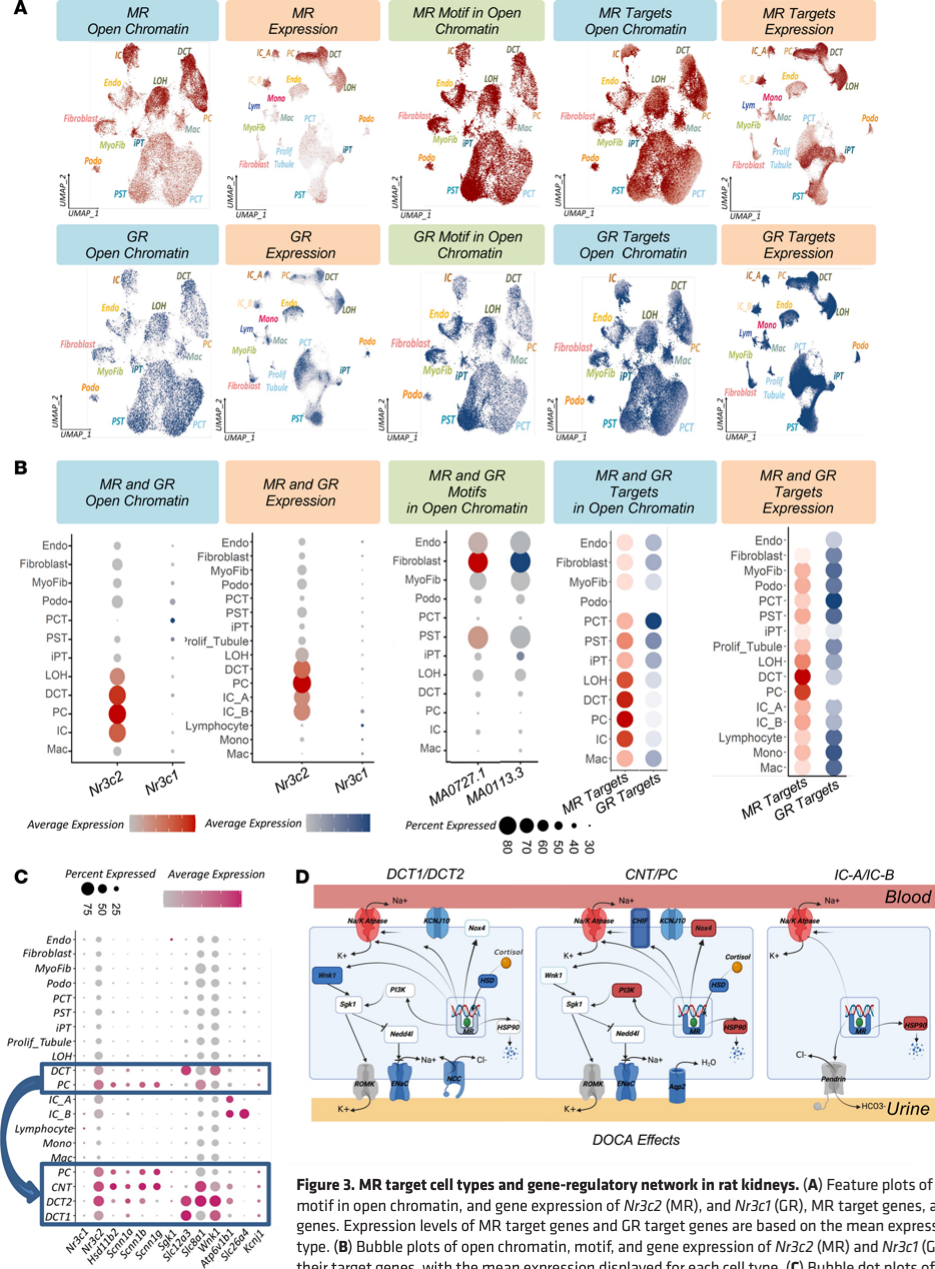
MR target cell types and gene-regulatory network in rat kidneys. (**A**) Feature plots of open chromatin, motif in open chromatin, and gene expression of *Nr3c2* (MR), and *Nr3c1* (GR), MR target genes, and GR target genes. Expression levels of MR target genes and GR target genes are based on the mean expression in each cell type. (**B**) Bubble plots of open chromatin, motif, and gene expression of *Nr3c2* (MR) and *Nr3c1* (GR), including their target genes, with the mean expression displayed for each cell type. (**C**) Bubble dot plots of mineralocorticoid target genes and the GR (Nr3c1) in the snRNA-Seq data set before and after subclustering of DCT and PC cells. The size of the dots indicates the percentage of positive cells, and the darkness of the color indicates average expression. (**D**) Schematic of MR target genes affected by DOCA in the DOCA-salt rat nephropathy model. Genes are colored blue (lower expression), red (higher expression), or white (unchanged expression). Notably, *Atp1a1* and *Atp1b1* showed increased expression, whereas *Hsd11b2* expression was lower in all cells. *Pik3r3* expression was higher in PC cells. ENaC genes (*Scnn1a*, *Scnn1b*, *Scnn1g*), *Wnk1*, and *Aqp2* showed decreased expression. ROMK, renal outer medullary potassium channel; Nox4, NADPH oxidase 4.

**Figure 4:**
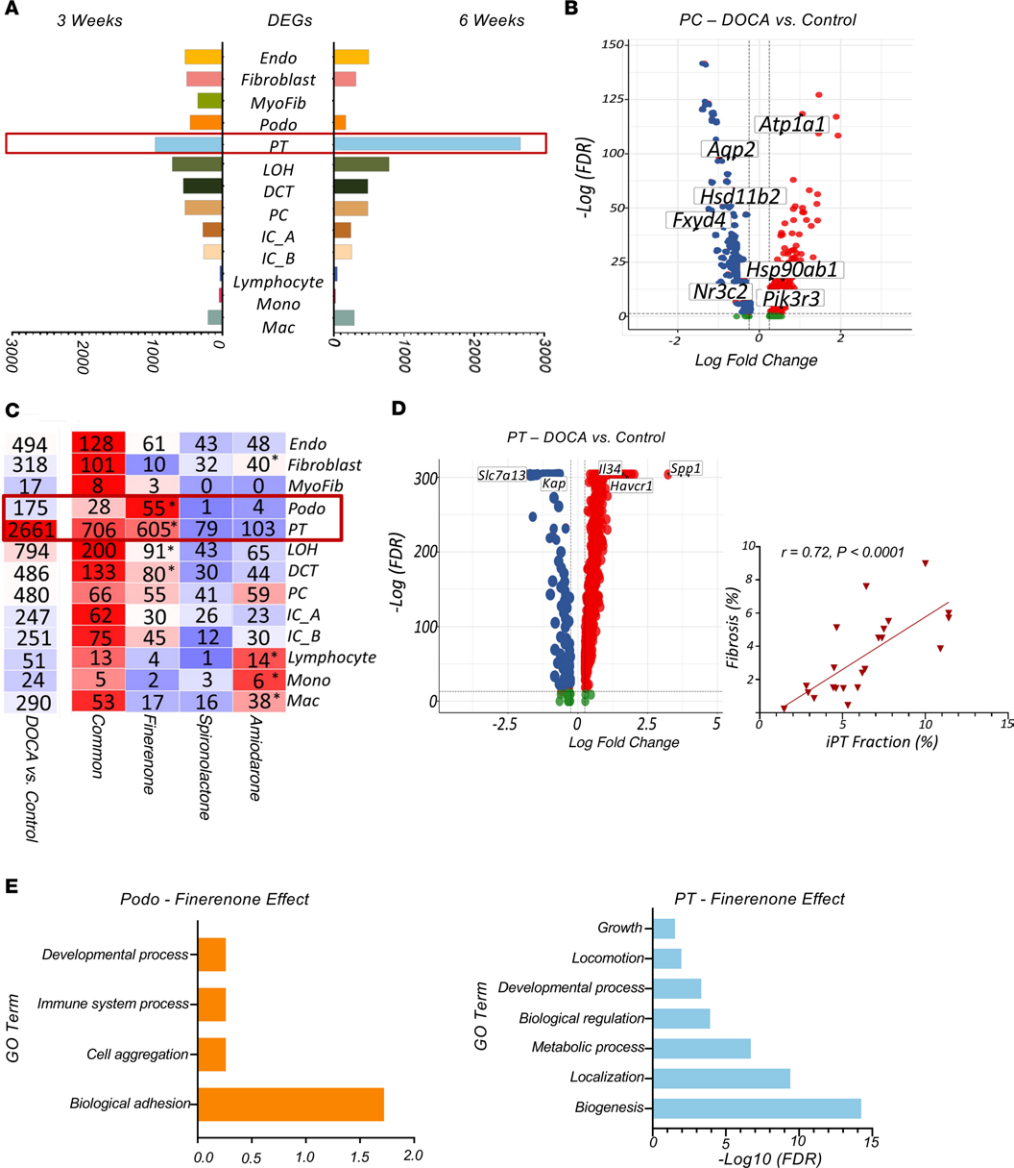
MRA and amiloride target genes, cell types, and pathways. (**A**) Number of DEGs between DOCA-treated and control groups in all kidney cell types 6 weeks and 3 weeks after DOCA administration. (**B**) Volcano plot of DEGs between the DOCA and control groups in PC cells at 6 weeks on DOCA. (**C**) Number of DEGs between control and DOCA groups in each cell type. The number of genes was normalized by all drugs or by the specific drugs finerenone, spironolactone, or amiloride. The color indicates a heatmap, more DEGs are in red, fewer in blue. Asterisks indicate significant DEG differences (normalized genes), calculated using the χ^2^ test (*P* < 0.05). (**D**) Upper panel shows a volcano plot of DEGs between the DOCA and control groups in PT cells at 6 weeks on DOCA. Lower panel shows the correlation between iPT fractions and renal fibrosis in all samples using Pearson’s correlation. (**E**) GO analysis of the genes affected by finerenone in podocytes and PT cells using DAVID. The enriched pathway is shown by the –log (FDR) of each pathway.

**Figure 5:**
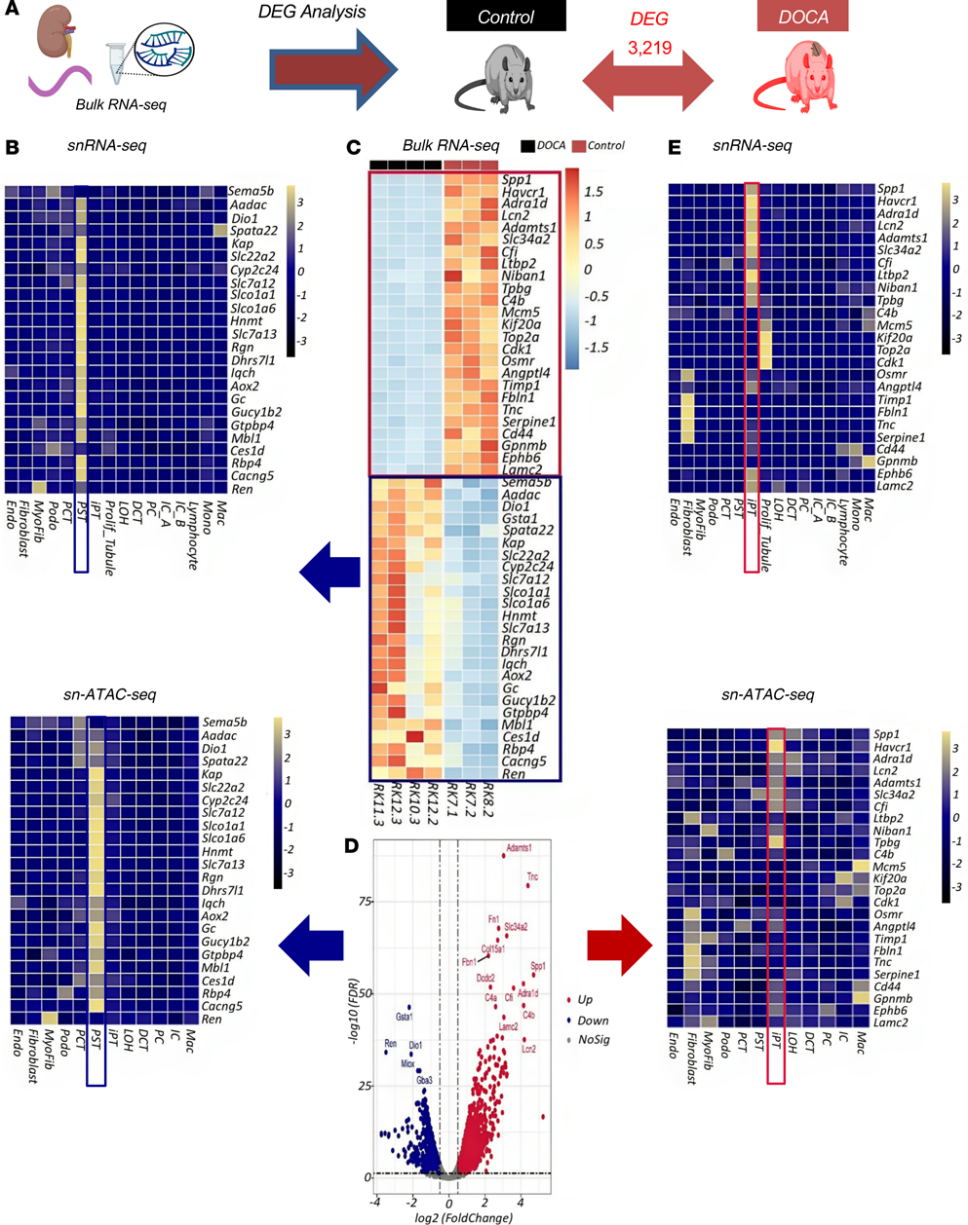
Genome-wide gene expression changes in whole-kidney samples from DOCA-treated rats given MRAs. (**A**) Number of DEGs between DOCA-treated and control groups by bulk RNA-Seq analysis. (**B**) Enrichment of genes showing lower expression with DOCA in PST cells in the snRNA-Seq and snATAC-Seq data sets. The color scheme of the heatmap is based on *z* score distribution. Each row represents a gene, and each column represents a cell type. Yellow indicates cell-type–enriched genes. (**C**) Expression of 25 genes showing higher or lower expression levels in DOCA versus control groups in the bulk RNA-Seq data set. The color scheme of the heatmap is based on *z* score distribution. Each row represents a gene, and each column represents a rat sample. Black and red colors indicate control and DOCA-treated rats, respectively. (**D**) Volcano plot of DEGs between DOCA and control groups in the bulk RNA-Seq data. (**E**) Cell-type expression (snRNA-Seq and snATAC-Seq) of the top upregulated DEGs in DOCA versus control groups identified in the bulk analysis. The color scheme of the heatmap is based on *z* score distribution; yellow indicates higher expression, while blue indicates lower expression. Each row represents a gene, and each column represents a cell type.

**Figure 6:**
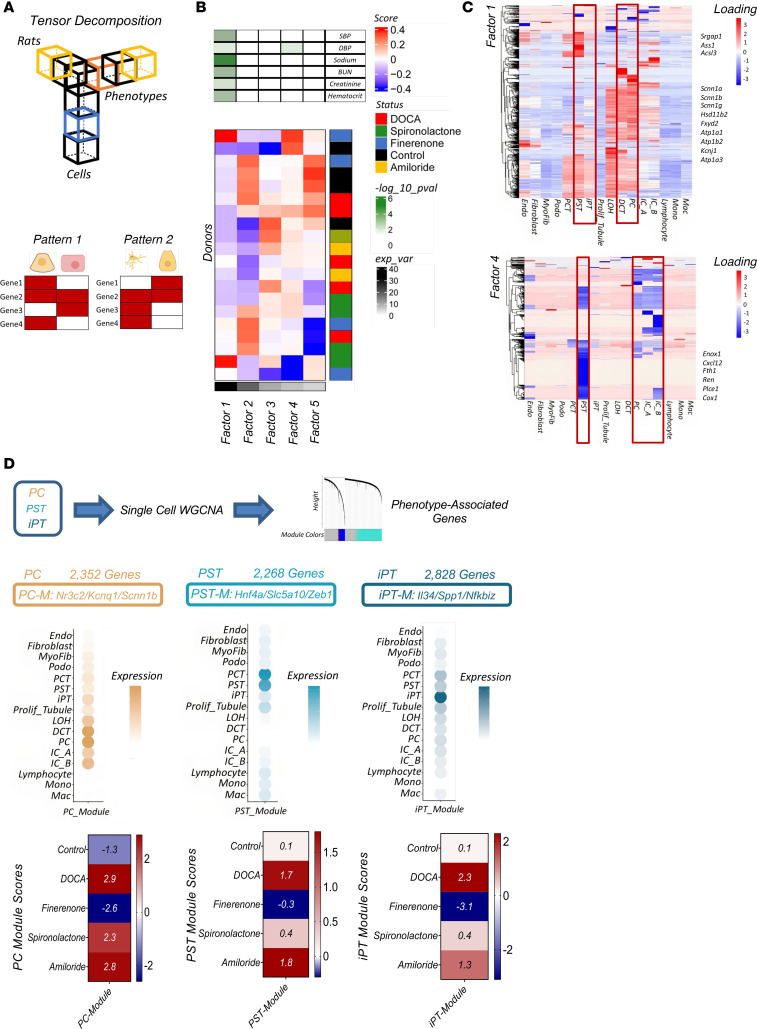
Principal cells and PT cells are the main target of mineralocorticoids and MRAs. (**A**) Overview of the tensor decomposition analysis. All rat samples were included in the analysis. (**B**) Sample score heatmap for decomposition of the snRNA-Seq data showing each sample and its loading score for each factor (lower panel). Colors on the right indicate sample groups. Colors in the bottom of the heatmap indicate each identified factor and its association with phenotypes. Each row represents a phenotype, and the color indicates the *P* value for the factor and phenotype association using univariate linear model *F* tests (upper panel). Two samples were filtered by the analysis. (**C**) Heatmaps showing the cell type gene loading scores of genes in factors 1 and 4. Some of the genes are highlighted. (**D**) Single-nucleus WGCNA of PC, PST, and iPT cells identified gene expression modules in cell types (top panel). The top representative genes in each cell-type–specific module are highlighted. Bubble plots indicate gene expression levels of the genes in each module in each cell type (middle panel) calculated by the average expression of all genes in a module in a specific cell type. The lower panel shows the module scores per condition for each cell type.

**Figure 7:**
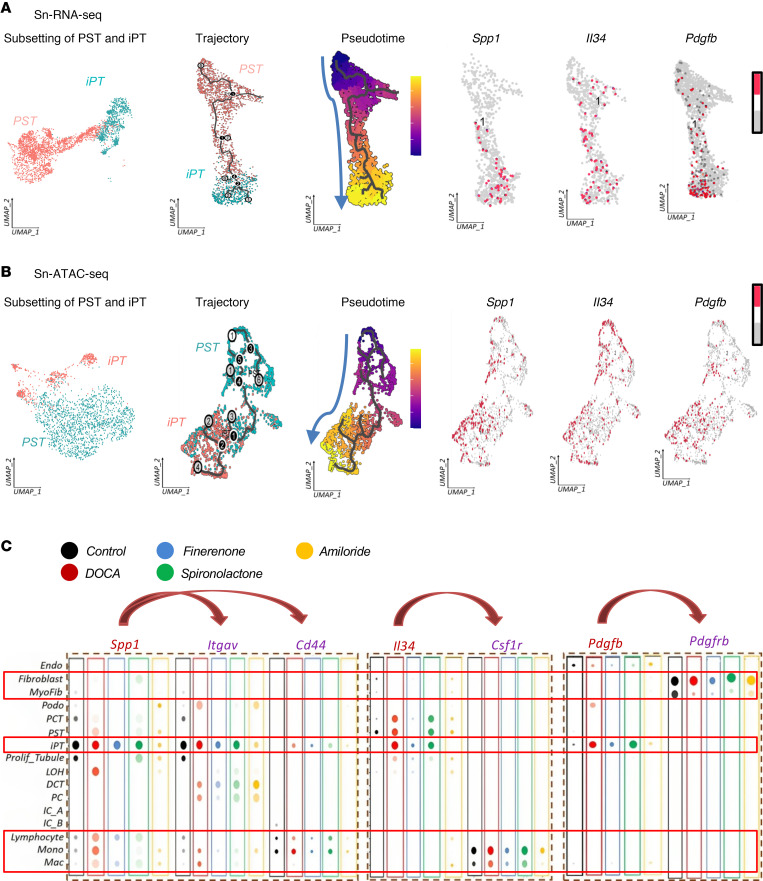
Cellular trajectory of PST and iPT cells highlights *Spp1,* *Il34*, and *Pdgfb*. (**A**) (Left panel) UMAP representations of PT cell subclustering and iPT cell differentiation trajectory from PST cells in snRNA-Seq. Cells are colored according to pseudotime, and the arrow indicates the direction of the pseudotime. (Right panel) UMAP representations of gene expression of *Spp1*, *Il34*, and *Pdgfb* during trajectory (red dots indicate the expression of each gene in the cells). (**B**) (Left panel) UMAP representations of PT cell subclustering and iPT cell differentiation trajectory from PST cells in snATAC-Seq. Cells are colored according to pseudotime, and the arrow indicates the direction of the pseudotime. (Right panel) UMAP representations of gene activity of *Spp1*, *Il34*, and *Pdgfb* during trajectory (red dots indicate the gene activity calculated on the basis of chromatin accessibility). (**C**) Bubble dot plot of the expression of *Spp1*, *Il34*, and *Pdgfb* genes and their receptors *Itgav*, *Cd44*, *Csf1*, and *Pdgfrb* in different cell types and groups. The size of the dot indicates the percentage of positive cells, and the darkness of the color indicates average expression.

**Figure 8:**
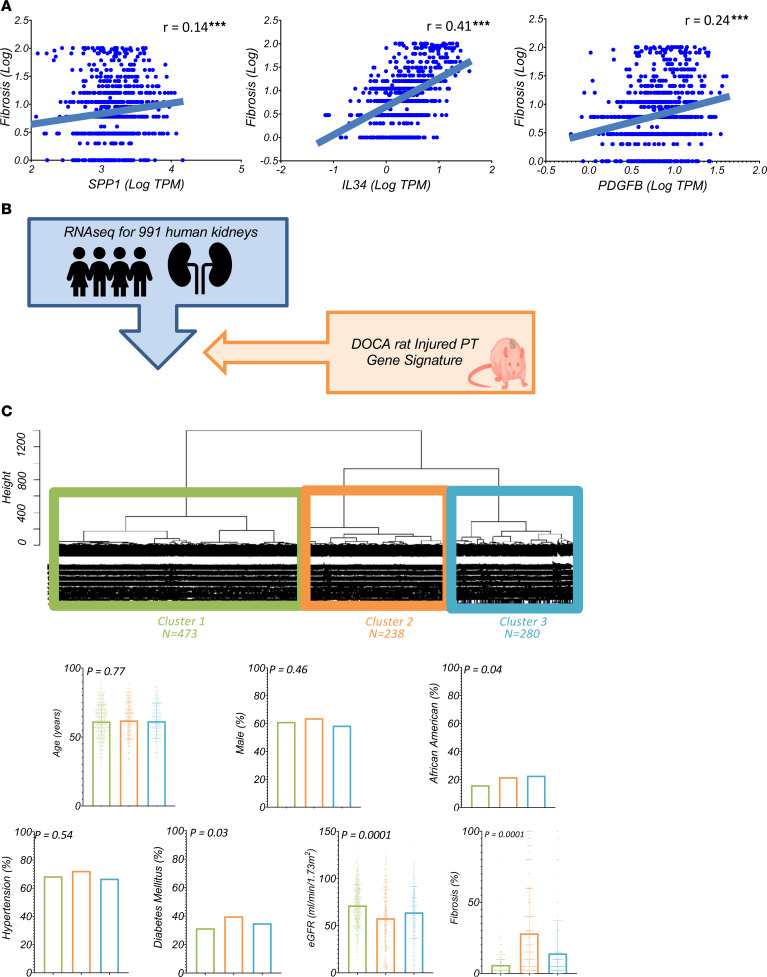
iPT cell signature can classify disease severity in human diabetic and hypertensive kidney tissue samples. (**A**) Correlations with fibrosis between *SPP1*, *IL34*, and *PDGFB* in microdissected human kidney tubule samples. The *x* axis represents normalized (log transcripts per million [TPM]) gene expression, and the *y* axis represents the fibrosis score (log-transformed). Each dot indicates 1 sample. Spearman’s test and correlation coefficient (*r*) as well as the regression line are shown in each plot. *P < 0.05, **P < 0.01, and ***P < 0.0001 (**B**) Schematic overview of the experiments. The homologous genes for the iPT gene signature in rats were used to cluster 991 human kidney microdissected tubules. (**C**) The 3 distinct human kidney clusters were identified on the basis of the iPT signature using hierarchical clustering. The 3 main clusters in the dendrogram are shown in different colors. Graphs represent the clinical information on samples from the 3 clusters. The χ^2^ test for nonparametric and 1-way ANOVA for parametric data were used for statistical comparisons. Error bars indicate the SD.

# Supplementary material for: Single-cell transcriptomics and chromatin accessibility profiling elucidate the kidney-protective mechanism of mineralocorticoid receptor antagonists
**Source:** J Clin Invest. 2024 Jan 2;134(1):e157165. doi: 10.1172/JCI157165
**Supplement:** Supplemental data

## Supplementary Information

**Title:** Single-cell transcriptomics and chromatin accessibility profiling elucidate the kidney protective mechanism of mineralocorticoid receptor antagonists

**Name of Authors:**

Amin Abedini<sup>1,2,3</sup>, Andrea Sanchez Navaro<sup>1,2,3</sup>, Junnan Wu<sup>1,2,3</sup>, Konstantin A. Klötzer<sup>1,2,3</sup>, Ziyuan Ma<sup>1,2,3</sup>, Bibek Poudel<sup>1,2,3</sup>, Tomohito Doke<sup>1,2,3</sup>, Michael S. Balzer<sup>1,2,3</sup>, Julia Frederick<sup>1,2,3</sup>, Hana Cernecka<sup>4</sup>, Hongbo Liu<sup>1,2,3</sup>, Xiujie Liang<sup>1,2,3</sup>, Steven Vitale<sup>1,2,3</sup>, Peter Kolkhof<sup>4</sup>, Katalin Susztak<sup>1,2,3</sup>

<sup>4</sup>BAYER AG, Pharmaceuticals, Research & Development, Cardiovascular Research, Wuppertal, Germany

Professor of Medicine

University of Pennsylvania, Perelman School of Medicine

Smilow Translational building 12-123,

Philadelphia, PA 19104

**Key words:** Finerenone, Rat, Single nuclei RNA-seq, Single nuclei ATAC-seq

## **Supplementary Tables:**

**Supplementary Table 1. Cell type marker genes in snRNA-seq dataset.**

**Supplementary Table 2. Cell type specific open chromatin regions in snATAC-seq dataset.**

**Supplementary Table 3. Cell type specific genes calculated by gene activity snATAC-seq dataset.**

**Supplementary Table 4. Cell type specific genes in integrated snRNA-seq and snATAC-seq datasets.**

**Supplementary Table 5. Differentially activated ChromVAR motif.**

**Supplementary Table 6. List of MR and GR target genes.**

**Supplementary Table 7. List of differentially expressed genes between DOCA, control and MRAs including subclustered cell types and MRA-sensitive genes.**

**Supplementary Table 8. List of differentially accessible regions between DOCA, control and MRA-treated groups.**

**Supplementary Table 9. Mean expression values of DEGs in different cell types between DOCA, control, and MRAs groups.**

**Supplementary Table 10. Common and specific genes affected by different medications in the DOCA treated rats.**

**Supplementary Table 11. TPM of differentially expressed genes in bulk RNA-seq between DOCA and control groups.**

**Supplementary Table 12. The gene lists of factors 1 and 4 correlated with main phenotypes using tensor decomposition analysis.**

**Supplementary Table 13. The gene lists of specific modules of principal cells, proximal straight tubule cells, and injured PT cells correlated with main phenotypes using tensor WGCNA analysis.**

**Supplementary Table 14. Differentially expressed genes along the pseudotime trajectory in snRNA-seq.**

**Supplementary Table 15. Differentially accessible regions along the pseudotime trajectory in snATAC-seq.**

**Supplementary Table 16. Clinical characteristics of 991 human kidney tubule samples.**

## **Supplemental Methods:**

### **Single nuclei RNA sequencing**

Nuclei were isolated using lysis buffer (83). In 1 ml of lysis buffer, 10-30 mg of frozen kidney tissues were minced with a razor blade into 1-2 mm pieces. Tissue was transferred into a dounce homogenizer and homogenized in 1 ml of lysis buffer using pestle A and B. The homogenized tissue was filtered through a 40  $\mu$ m strainer (08-771-1, Fisher Scientific) and the strainer was washed with 2 ml of wash buffer. Nuclei were centrifuged at 500xg for 5 minutes at 4°C. The pellet was resuspended in wash buffer, filtered through a 40  $\mu$ m Flowmi cell strainer (BAH136800040-50EA, Sigma Aldrich). Nuclei were reviewed and counted under a microscope. Next, 30,000 cells were loaded into the Chromium Controller (10X Genomics, PN-120223) on a Chromium Next GEM chip G Single Cell Kit (10X Genomics, PN-1000120) to generate single cell gel beads in the emulsion (GEM) according to the manufacturer's protocol (10X Genomics, PN-1000121). The cDNA and library were made using the Chromium Next GEM Single Cell 3' GEM Kit v3.1 (10X Genomics, PN-1000121) and Single Index Kit T Set A (10X Genomics, PN-120262) according to the manufacturer's protocol. In addition, five samples were processed using Chromium Next GEM Single Cell Multiome ATAC Library + Gene Expression Kit (10X Genomics, PN-1000283) and loading the nuclei on Chip J and making the cDNA and libraries by using the library construction kit (10X Genomics, PN-1000282). Quality control for the libraries were performed using Agilent Bioanalyzer High Sensitivity DNA kit (Agilent Technologies, 5067-4626). Libraries were sequenced on Illumina Novaseq 6000 system with 2  $\times$  150 paired-end kits using the following demultiplexing: 28 bp Read1 for cell barcode and UMI, 8 bp I7 index for sample index and 91 bp Read2 for transcript. For five samples which were made using Chromium Next GEM Single Cell Multiome ATAC Library + Gene Expression Kit, the following demultiplexing protocol was used: 28 bp Read1 for cell barcode and UMI, 10 bp I7 and 10 bp I5 index for sample index and 90 bp Read2 for transcript.

## Single nuclei ATAC sequencing

Kidneys were minced and lysed in 5 mL lysis buffer for 15 minutes. The lysis reaction was blocked by adding 10 mL 1× PBS into each sample, and solution was passed through a 40 µm cell strainer. Next, the solution was centrifuged at  $30,000 \times g$  for 45 min in 4°C. To remove the cell debris and cytoplasmic materials, Nuclei PURE Prep Nuclei Isolation Kit (Sigma, NUC-201) was used. Nuclei quality and concentration were measured with Countess AutoCounter (Invitrogen, C10227). The diluted nuclei were loaded and incubated in transposition mix from Chromium Single Cell ATAC Library & Gel Bead Kit (10X Genomics, PN-1000110). For capturing the GEMs, Chromium Chip E (10X Genomics, PN-1000082) in the Chromium Controller was used. Next, snATAC libraries were generated using the Chromium Single Cell ATAC Library & Gel Bead Kit and Chromium i7 Multiplex Kit N Set A (10X Genomics, PN-1000084) according to the manufacturer's instruction. In addition, five samples were made using Chromium Next GEM Single Cell Multiome ATAC Library + Gene Expression Kit (10X Genomics, PN-1000283) and loaded on Chip J and for snATAC-seq libraries using Chromium Single Cell ATAC Library & Gel Bead Kit and Chromium i7 Multiplex Kit N Set A (10X Genomics, PN-1000212). Agilent Bioanalyzer High Sensitivity DNA kit was used to check the quality of the libraries. Libraries were sequenced on Illumina Novaseq 6000 system with  $2 \times 50$  paired-end kits followed by demultiplexing as follows: 50 bp Read1 for DNA fragments, 8 bp i7 index for sample index, 16 bp i5 index for cell barcodes and 50 bp Read2 for DNA fragments. For five samples which were made using Chromium Next GEM Single Cell Multiome ATAC Library + Gene Expression Kit, the following demultiplexing protocol was used: : 50 bp Read1 for DNA fragments, 8 bp i7 index for sample index, 24 bp i5 index for cell barcodes and 49 bp Read2 for DNA fragments.

## **Bioinformatic analysis**

### ***Primary single nuclei RNA-seq data processing***

FASTQ files from each 10X single nuclei run were processed by Cell Ranger v6.0.1 (10X Genomics). A *Rattus norvegicus* genome reference (rn6) was used to generate gene expression matrix for each cell. For alignment the “--include-introns” option was used. For the libraries were made using Chromium Next GEM Single Cell Multiome ATAC Library + Gene Expression Kit, “--chemistry=ARC-v1” function was used.

### ***Data Processing and Computational Analyses***

Seurat objects from the aligned outputs (from multiple samples) were created after ambient RNA removal using SoupX (89) where genes expressed in more than 3 cells and cells with at least 300 genes were retained. Then, doublets of each sample were removed using “DoubletFinder” (88). Then, a merged Seurat object was obtained using “merge” function of Seurat v (4.0.3)(84). The following QC filtering were used on the merged object: (a) cells having n\_feature counts of more than 3000 and less than 200 as well as (b) more than 15% mitochondrial counts were filtered.

### ***Data Normalization and Cell Population Identification***

First, using the "vst" method, highly variable genes were identified. The data was scaled, and natural log transformed. Principal component analysis (PCA) was used to reduce the linear dimension of the scaled values. We used the “harmony”(35) package by “RunHarmony” function for batch effect correction. Based on Euclidean distances between cells in a multidimensional PC space (the first 30 PC were used) and a fixed number of neighbors per cell, a shared nearest

neighbor network was created, which was then used to generate a 2-dimensional Uniform Manifold Approximation and Projection (UMAP) for visualization.

We used Seurat's "FindAllMarkers" function of "Seurat" to find cell-type markers. This method computes log fold changes, percentages of expression within and outside a group, and Wilcoxon-Rank Sum test p-values comparing a group to all cells outside that specific group, including multiple testing adjustment. FDR < 0.05 and a log-fold-change threshold of 0.25 were considered significant.

### ***DEGs between groups***

We used the "FindMarkers" function for each cell type, for each condition and a log-fold-change threshold of 0.25, pct\_1 of 0.1, and FDR<0.05 to identify the DEGs between experimental groups were used.

### ***Tensor Decomposition***

We used scITD 1.0.2 (60) to perform tensor decomposition analysis. All samples, DOCA and treated groups were included in the analysis. We used the pseudobulk tensor using the function form tensor with the default parameters. The number of extracted factors was determined by using the function determine ranks tucker with the parameters num iter=10 and var scale power=2. We validated the factor number further by evaluating the stability of the factors using the function run stability analysis with parameters sub prop=0.95 and n iterations=50, which revealed that all three factors had mean donor scores correlations close to one. The Tucker tensor decomposition was then performed using the function run tucker ica. Finally, we used the function get lm pvals to identify genes that were significantly associated with each factor. Significant genes in each factor per cell types are shown on the heatmap.

### ***Single nuclei WGCNA***

We used the R packages *hdWGCNA* (61, 62) and *WGCNA* (59) to perform WGCNA on PC, PST, and iPT cells. We used the *hdWGCNA* function to construct metacells to aggregate transcriptionally neighboring single cells from the rats into pseudo-bulk metacells. Then, the metacells were processed by regular Seurat function including “*NormalizeMetacells*”, “*ScaleMetacells*”, “*RunPCAMetacells*”, “*RunHarmonyMetacells*”, and “*RunUMAPMetacells*” were performed. Then, the expression matrix was set for PC, PST, and iPT, separately. Next, after selecting the appropriate softpower by running “*TestSoftPowers*”, co-expression network was created. In the next step harmonized module eigengenes was calculated to summarize the gene expression profile for each gene and in each sample, module connectivity was calculated, and genes assigned to each module was extracted and the results were shown as the average gene expression in all clusters. Also, the module eigengenes for each group was calculated and was visualized on a heatmap.

### ***Single nuclei RNA-seq trajectory analysis***

For the trajectory analysis, PST and iPT cells were subclustered. Following sub-clustering, equal numbers (n=200) of PST and iPT sub-clusters were randomly subsampled, and a cell dataset object (CDS) was created using *Monocle3* (63, 64). The dataset was embedded for dimension reduction and pseudotemporal ordering after preprocessing and batch effects correction. We used the “*order cell*” function with the PST as the starting point for the “*pseudotime*” analysis. The “*track genes*” function was used to determine the DEGs along the trajectory of injured PT, and genes with *q* values 0.05 were considered significant.

### ***Ligand–receptor interactions***

From snRNA-seq data, the CellChat (67) repository was used to assess cellular interactions between different cell types and infer cell-cell communication networks. The CellChat v1.4.0 package was used to forecast cell type-specific ligand-receptor interactions (mouse dataset). Only receptors and ligands found in more than ten cells per cluster were considered. The probability and P value for each interaction were computed. Each experimental group was analyzed separately and then combined.

### ***Single nuclei ATAC-seq analysis***

FASTQ raw files were aligned to the m6 reference genome and quantified with Cell Ranger ATAC (v. 1.1.0). For the libraries were made using Chromium Next GEM Single Cell Multiome ATAC Library + Gene Expression Kit, “--chemistry=ARC-v1” function was used. Signac was used to embed the cell ranger outputs of eleven snATAC-seq datasets (v.1.3.0) (40) to generate Signac object. Then, the Signac objects of eleven samples were merged together using “merge” function. The following criteria were used to remove low-quality cells from each snATAC object: peak region fragments < 3000 & peak region fragments > 20000 & pct reads in peaks < 15 & nucleosome signal > 4 & TSS.enrichment < 2). The filtered cells in eleven objects were used for the downstream analysis. To reduce dimensions, the TFIDF matrix and UMAP were decomposed using singular value decomposition (SVD). The Louvain algorithm was used to generate a KNN graph. Harmony was used to correct the batch effect (35) via the “RunHarmony” function in Seurat.

### ***Cluster annotation***

Differential accessible chromatin regions (DARs) between cell types were assessed by the Signac “FindMarkers” function for peaks detected in at least 25% of cells using a likelihood ratio test and a log-fold-change threshold of 0.25 and FDR<0.05. ChIPSeeker (v1.24.0)(85) was used to annotate the Genomic regions containing snATAC-seq peaks.

### ***Annotation based on snRNA-seq and Integration snATAC-seq and snRNA-seq***

After clustering of the four integrated sn\_ATAC-seq datasets, a gene activity matrix was generated using “GeneActivity” function in Signac. This analysis counts the ATAC peaks within the gene body and 2 kb upstream of the transcriptional start site for the Ensembl annotated protein-coding genes. The gene activity matrix was then log normalized. Next, the snRNA-seq dataset was used as a reference and by using “FindTransferAnchors” function, shared correlation patterns in the gene activity matrix and snRNA-seq dataset were generated. Using the “TransferData” function, the predicted labels within two datasets were determined.

For integration the snRNA-seq and snATAC-seq, after normalization, the variable genes in each dataset were calculated. Then, by using the “FindIntegrationAnchors” function, the anchors between two datasets were identified. After finding anchors, the two datasets were integrated using “IntegrateData” function. After scaling and dimensionality reduction, integrated datasets were projected to the UMAP and clustering were performed.

### ***Motif Enrichment Analysis and Motif Activities***

Motif enrichment analysis was performed using “AddMotifs” function of Signac after generating a matrix of positional weight matrices of motif candidates from JASPAR2020. To calculate the

transcription factor activity, chromVAR (v.1.6.0)(42) and the related function of “RunChromVAR” were used. Differential motif activities between clusters were computed using the “FindMarkers” function and FDR<0.05 was considered as significant.

### ***DARs between groups***

We used the “FindMarkers” function after selecting “DefaultAssay” as “peaks” to identify DARs in each cell type, with a log-fold-change threshold of 0.25 and FDR<0.05. Peaks translated to related genes using ChIPSeeker (v1.21.1)(85). The up-regulated DARs between DOCA and control groups were considered as MR targets found in the present study and the list was provided.

### ***Trajectory analysis on snATAC-seq and integrated datasets***

To run trajectory analysis on PT cells; the PST and iPT cell types on sATAC-seq dataset were sub-clustered. Equal number of PST and injured PT sub-clusters (n=200) were randomly subsampled and a CDS object was generated. The CDS was preprocessed and batch effect was removed using monocle3(64). The results were reduced into UMAP and cells were clustered. Next, cell ordering was performed using “order\_cell” function and pseudotime trajectory analysis was performed by selecting PST as a “start point” and “learn\_graph” function. To determine the DARs along the trajectory of injured PT cells “track\_genes” function was used and peaks with q\_values<0.05 were considered significant. Peaks were translated to related genes using ChIPSeeker (v1.21.1). The data were visualized with “plot\_accessibility\_in\_pseudotime” or “plot\_cells” functions.

### ***Gene regulatory network inference***

To identify TFs and their target genes in PST and iPT cell types, the cis-regulatory analysis using the R package SCENIC (65) v1.1.2.2 was performed. In this analysis the gene regulatory network based on co-expression and DNA motif analysis were used to identify the TFs and the

target genes. In brief, the “GENIE3” is used to identify TFs, modules created and then by using “RcisTarget” subjected to *cis*-regulatory motif analysis with gene-motif rankings of 10 kb around the TSS or 500 bp upstream.

### **Rat and Human Bulk RNA-seq Analysis**

FASTQC was used to validate the sequencing results. TrimGalore was then used to trim the adapters and low-quality bases (v0.4.5). STAR was used to align the trimmed fastq files to the rat genome (rn6/Rnor 6.0) (v2.7.3a) (86, 87) or to the human genome (hg19/GRCh37) applying STAR (v2.7.3a) based on GENCODE v19 annotations(86, 87). RSEM was used to quantify gene expression by calculating uniquely mapped reads as transcripts per million (TPM).

Principal component analysis (PCA) plot was performed to identify outliers. To determine DEGs between experimental rat groups, edgeR package was used. First, cpm matrix was generated, then genes with raw count greater than 4 (number of groups) were kept. The “DEGList” function was used to determine the DEG between different groups. Log2 fold change of 0.5 and FDR<0.05 were considered as significant.

The WGCNA (59) on rat bulk RNA-seq was performed using “WGCNA” package. First, after filtering the genes with zero expression in all samples, the appropriate “soft\_power” by running “pickSoftThreshold” function was determined. After setting the power, network construction and module detection were done using “blockwiseModules” function. After determining the modules, colors, and eigengenes of each module, correlation with each phenotype was calculated.

## **Clustering analysis**

### ***PCA analysis and Clustering based on rat's lab and histological data***

To identify clusters based on clinical, laboratory, and histological findings in rats, PCA analysis and hierarchical clustering were performed. For PCA analysis all the blood pressure, lab and histological data were included in the analysis and after scaling, the results were shown by PCA plot. Hierarchical clustering was performed on the scaled data using the Ward's method with Euclidean distances. The optimal number of clusters was determined by average silhouette method. After clustering, data was displayed as a cluster dendrogram.

### ***Clustering of microdissected human kidney tubule samples based on injured PT gene signature***

Based on the rat injured PT gene signature using the top genes along the trajectory, hierarchical clustering was performed on the scaled TPM matrix of microdissected human tubules dataset. The datasets were clustered using Ward's method with Euclidean distances. The average silhouette method was used to determine the optimal number of clusters. Data after clustering was displayed as a cluster dendrogram.

# Supplementary Figures

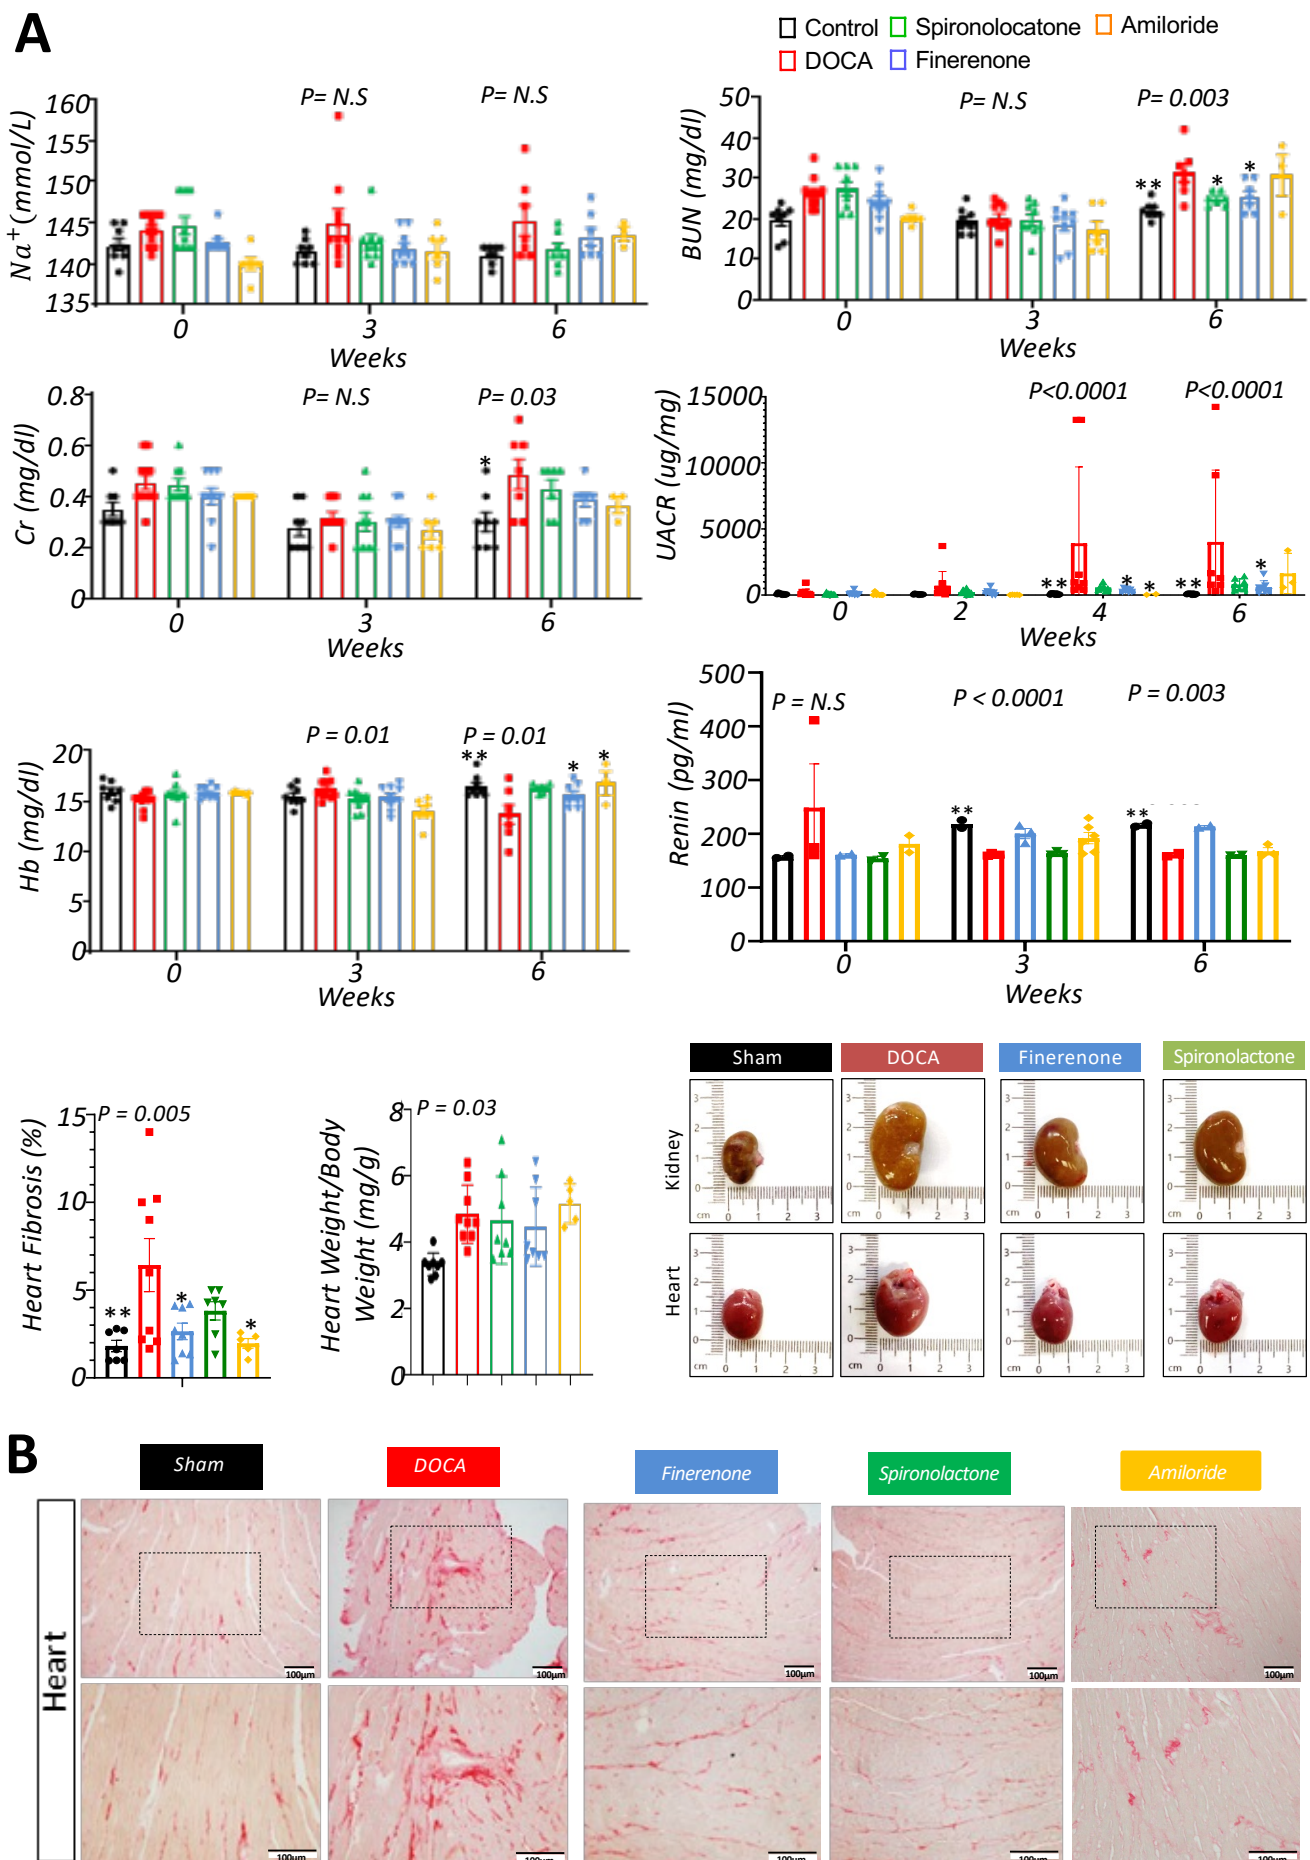

**Supplementary Fig. 1. Laboratory and heart histology findings of the experimental groups at different time points. (A)** Comparing different laboratory parameters at different time points and representative macroscopic changes in kidneys and hearts in experimental groups. The comparison was done using a One-way ANOVA test. A student's t-test was used to compare each group to the DOCA-treated group. Bars indicate SEM. **(B)** Sirius red staining of the hearts of different experimental groups (magnification is 20X). DOCA; deoxycorticosterone acetate, Hb; hemoglobin, Cr; creatinine, Na<sup>+</sup>; sodium, UACR; urine albumin to creatinine ratio, BUN; blood urea nitrogen \* $P < 0.05$ , \*\* $P < 0.01$ .

**A**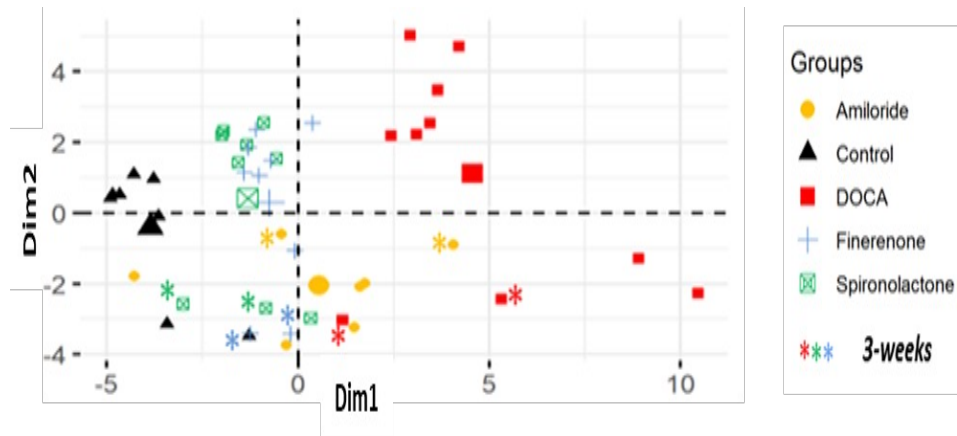**B**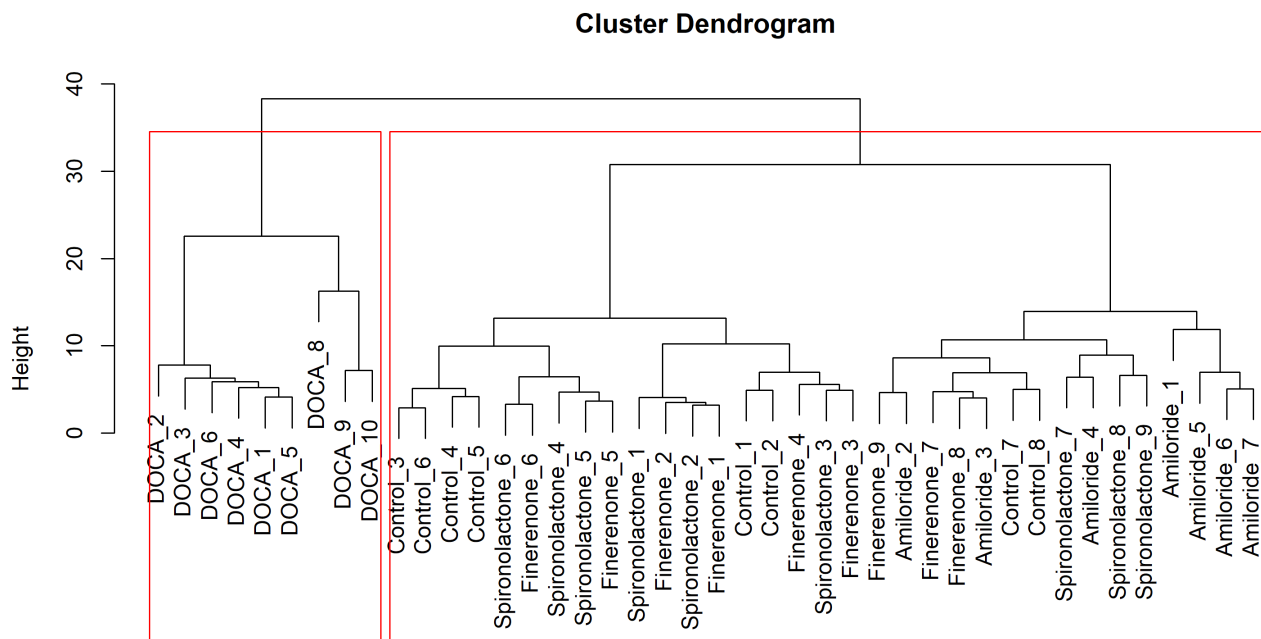

**Supplementary Fig. 2. Clustering of the samples based on blood pressure, lab data, and histological scores. (A)** PCA plots of the samples in different experimental groups. Each group is represented by a color (Control: black; DOCA: red; Finerenone: blue; Spironolactone: green; Amiloride: yellow). Asterisk (\*) shows the 3-week collection. **(B)** Hierarchical clustering of the samples based on phenotype similarity. The DOCA group was completely separated from the remaining groups. Two DOCA+vehicle treated rats sacrificed after three weeks of DOCA administration were excluded from this analysis due to missing phenotype information.

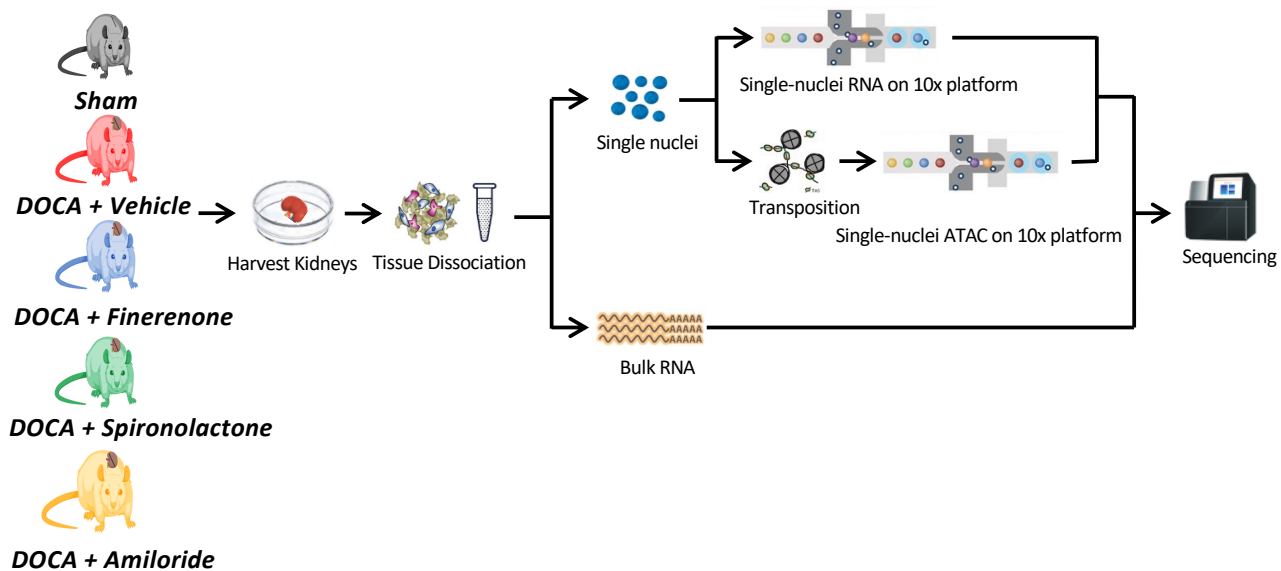

**Supplementary Fig. 3. The study overview.** DOCA; deoxycorticosterone acetate.

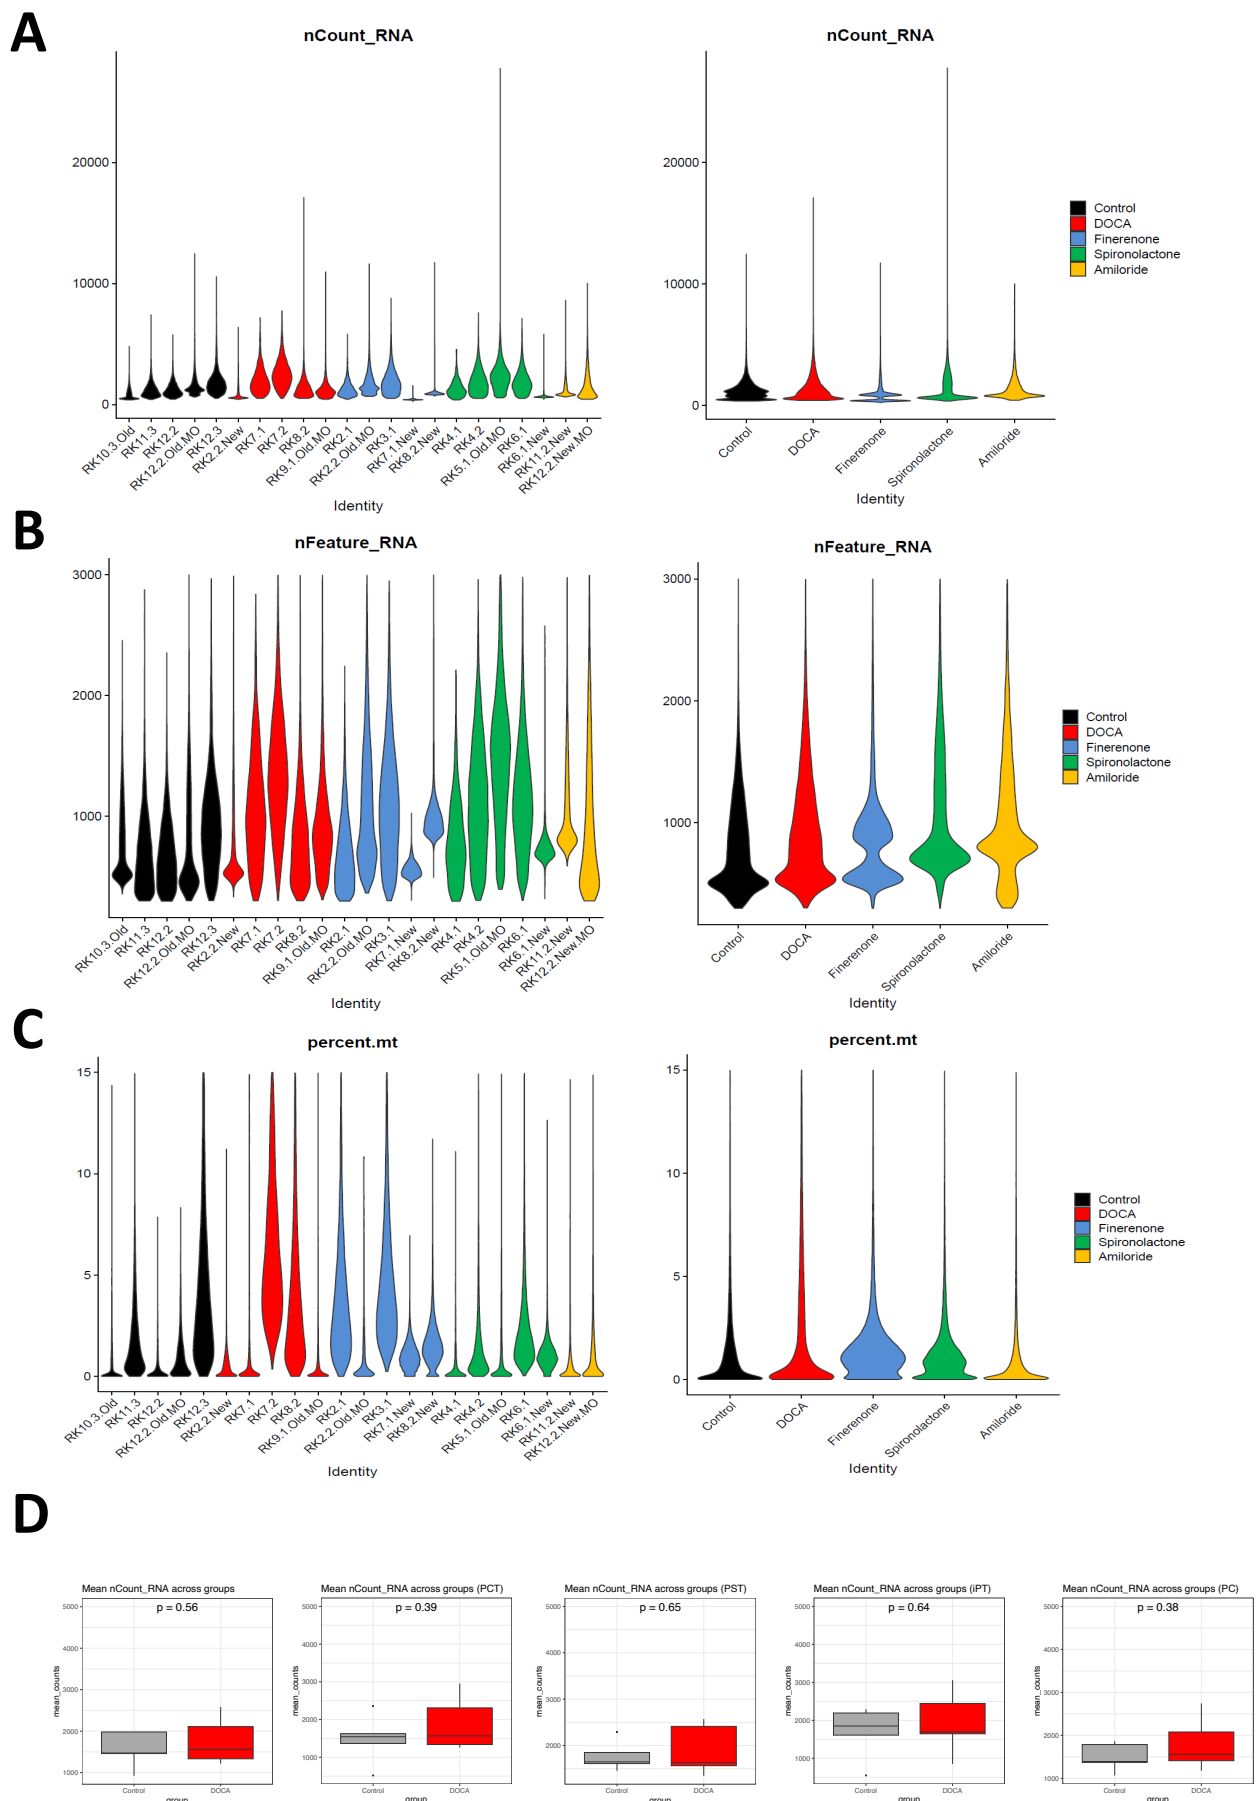

**Supplementary Fig. 4. Quality control parameters of the snRNA-seq dataset. (A)** n\_Count\_RNA in different samples and different experimental groups. **(B)** n-feature RNA in different samples and different experimental groups. **(C)** Percent.mt in different samples and different experimental groups. **(D)** Mean n\_Counts per sample across groups (Control vs DOCA) after quality control across all cells and four cell types (PCT, PST, iPT, PC). Boxplots representing the distribution of mean RNA counts. The median RNA count for each group is depicted by the bold horizontal line in each box, while the interquartile range is represented by the box itself. P-values based on Welch Two Sample t-test. PCT; proximal convoluted tubule, PST; proximal straight tubule, iPT; injured proximal tubule, PC; principal cells of collecting ducts.

**A**

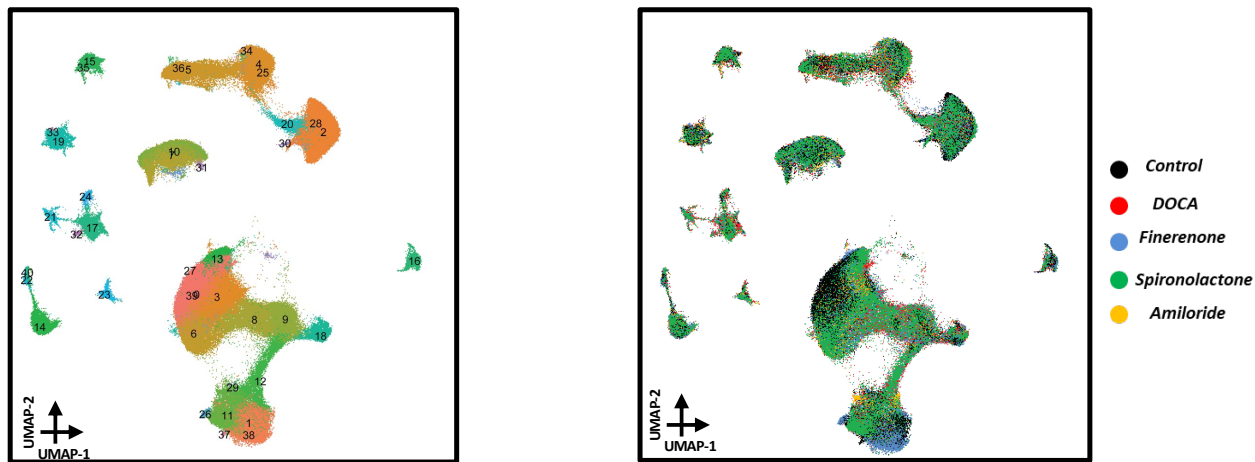

**B**

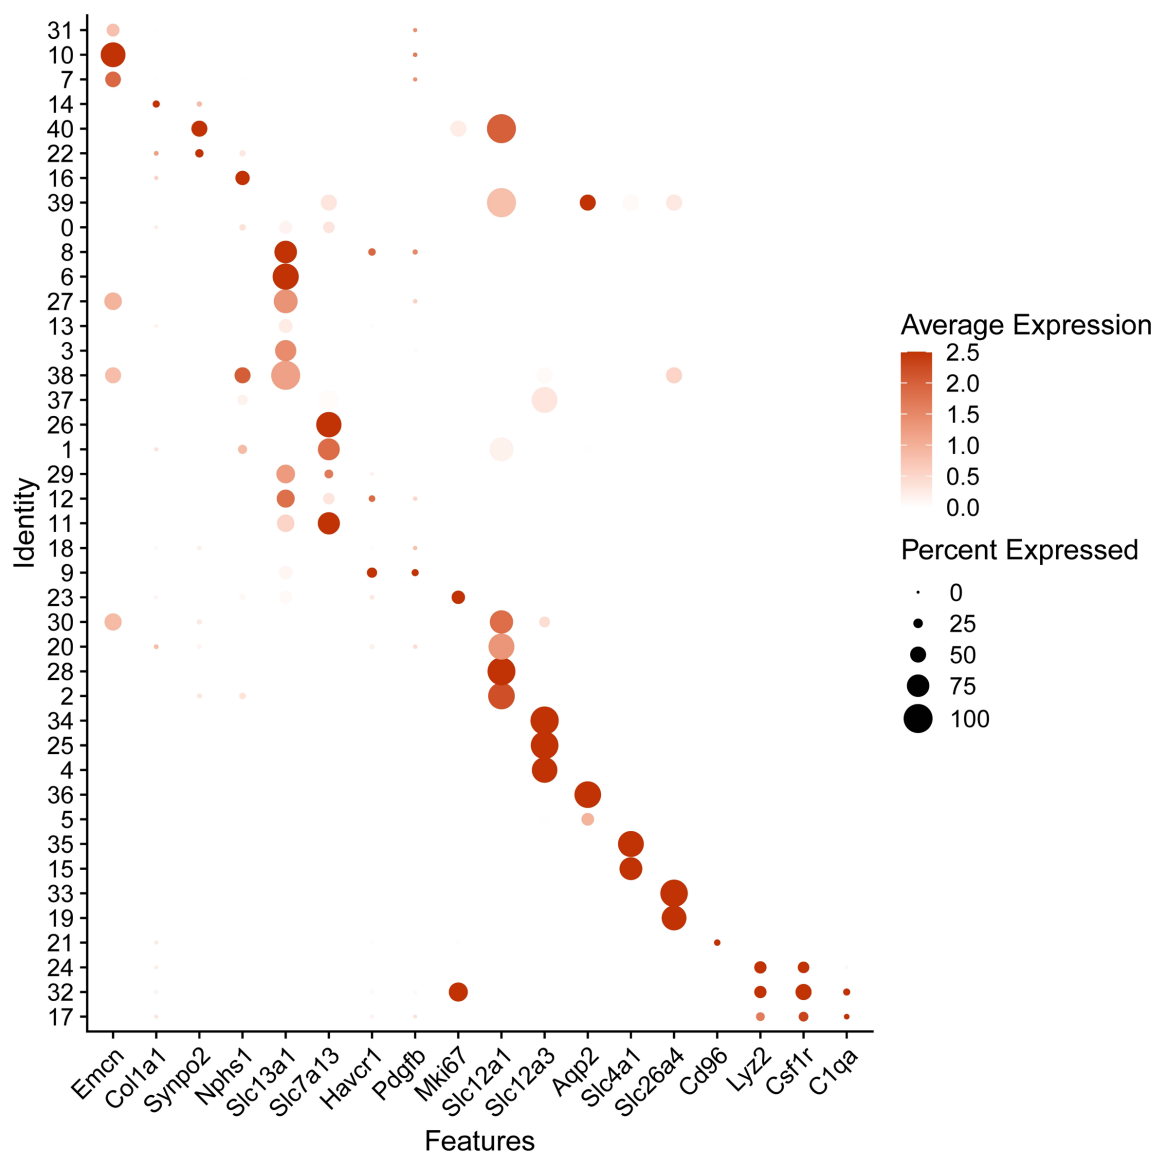

**Supplementary Fig. 5. Unbiased clustering of the snRNA-seq dataset. (A)** UMAP representation of all samples using Harmony integration (left panel) and integration of all samples (right panel). Unbiased clustering identifies 41 clusters. **(B)** Bubble dot plot of cluster specific marker genes used for cell type annotation in the snRNA-seq data. The size of the dot indicates percent of cells expressing the marker, the darkness of the color indicates average expression.

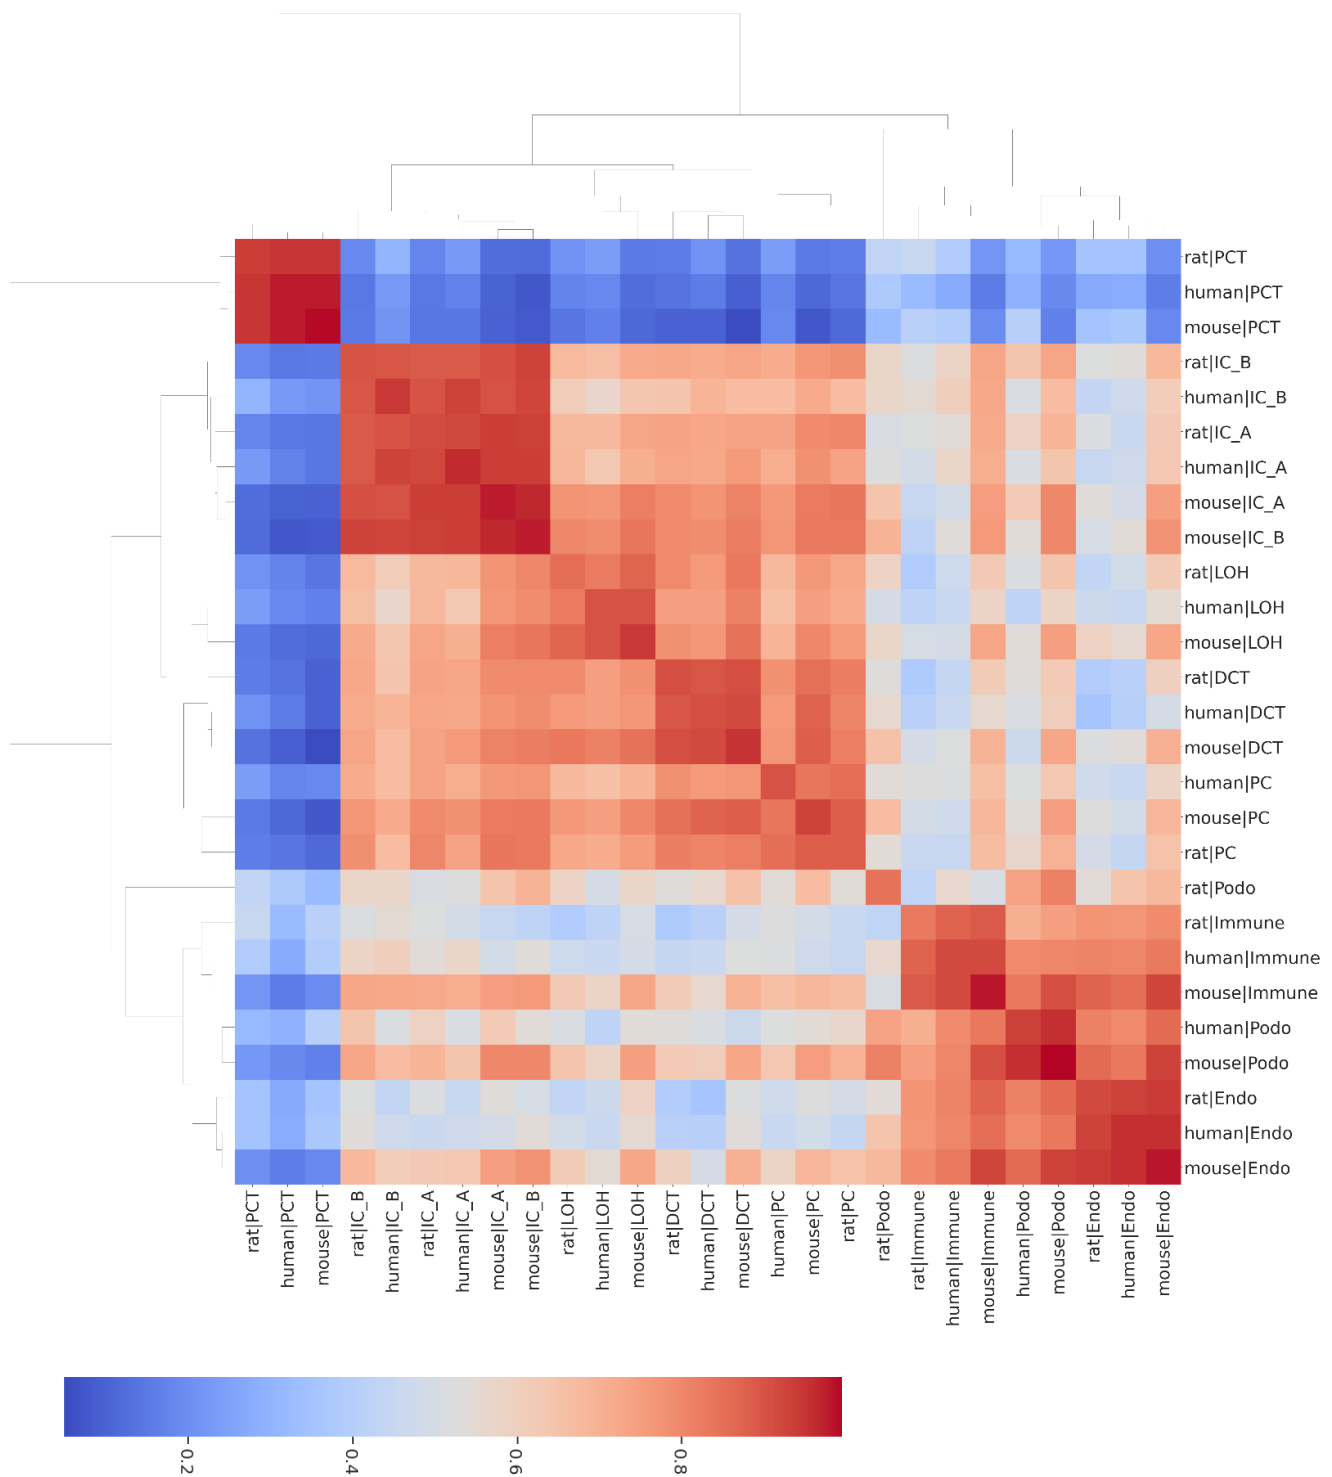

**Supplementary Fig. 6. Comparison of kidney clusters and replicability across different species.** MetaNeighbor analysis quantifying cell type consistency between mouse, human and rat data considering one-to-one orthologous genes. The heatmap visualizes the mean area under the receiver operator characteristic curve (AUROC) measuring cell type similarity across datasets. For this analysis, the lymphocyte, monocyte, and macrophage clusters were merged and called "Immune." Endo; endothelial cells, Podo; podocyte, PCT; proximal convoluted tubule, LOH; loop of Henle, DCT; distal convoluted tubule, PC; principal cells of collecting ducts, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells.

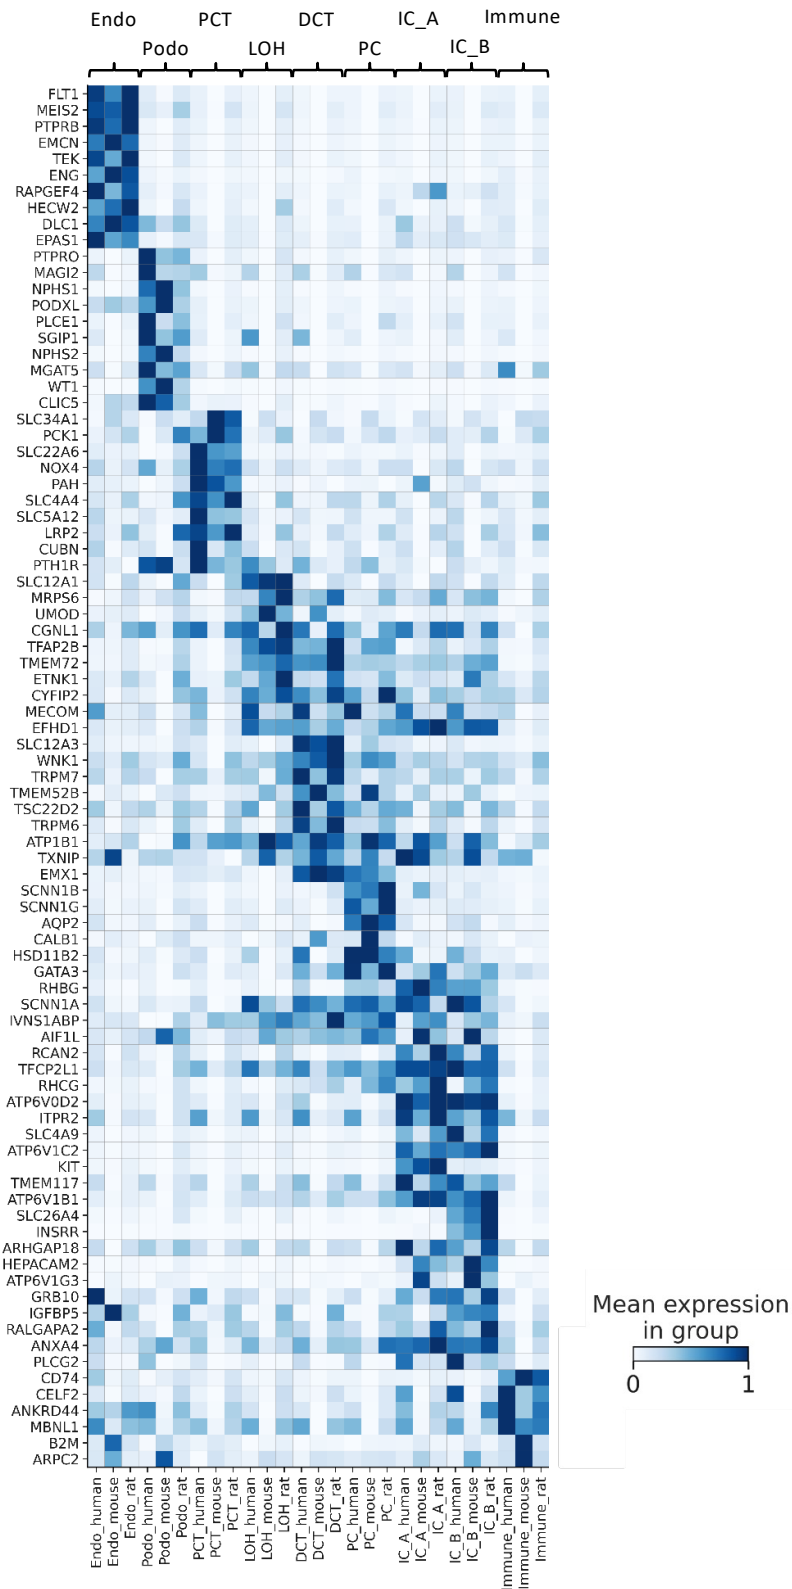

**Supplementary Fig. 7. Comparison of marker genes across different species.** The top common and one-to-one ortholog marker genes from the rat snRNA-seq dataset, mice and human datasets were compared. Datasets were merged after gene symbol harmonization and normalization. Scaled expression of each gene in each cluster of every species is shown in rows. Columns are cell type clusters from a single species. For this analysis, the lymphocyte, monocyte, and macrophage clusters were merged and called "Immune." Endo; endothelial cells, Podo; podocyte, PCT; proximal convoluted tubule, LOH; loop of Henle, DCT; distal convoluted tubule, PC; principal cells of collecting ducts, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells.

## Control

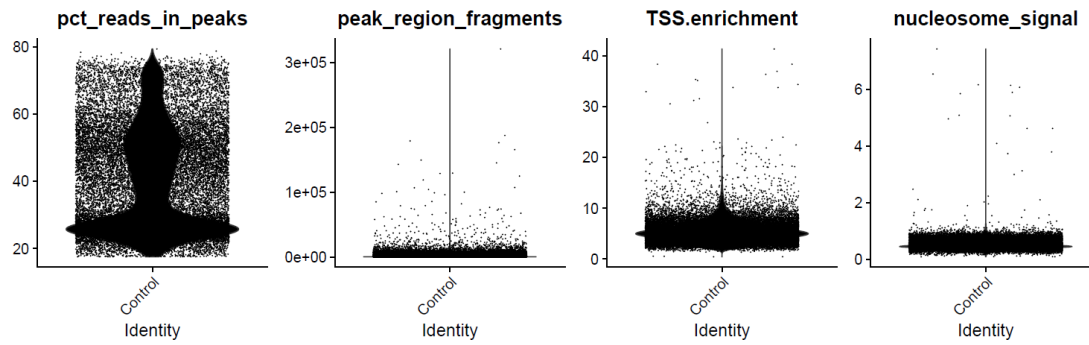

## DOCA

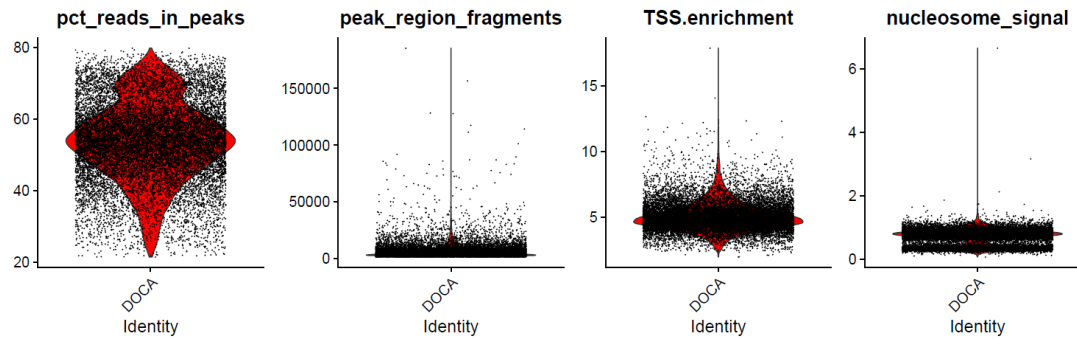

## Finerenone

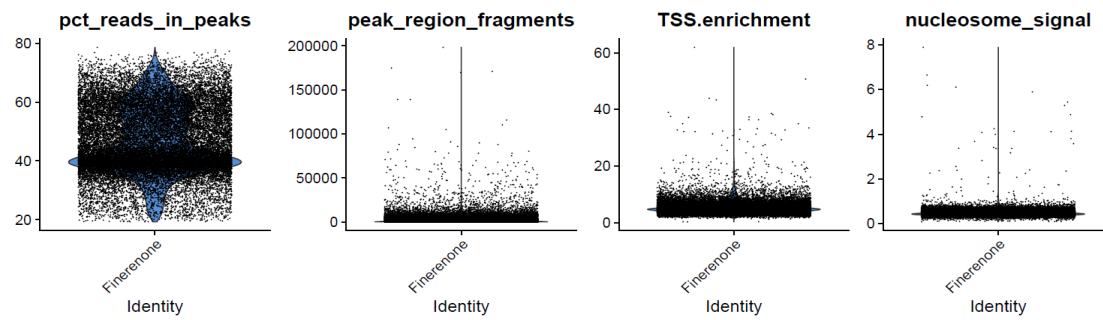

## Spirolactone

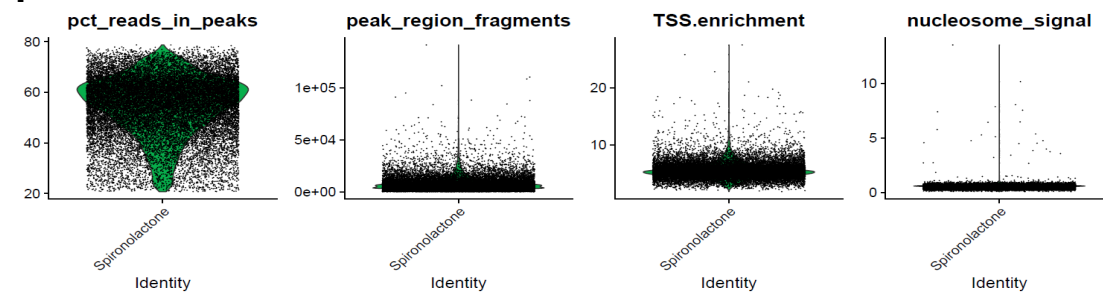

## Amiloride

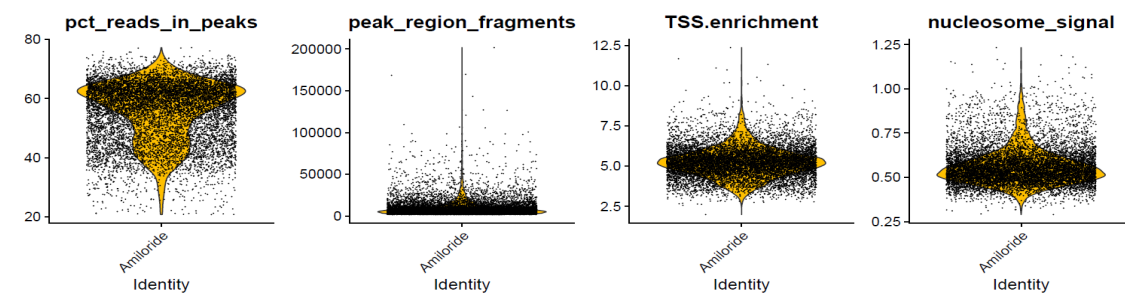

**Supplementary Fig. 8. Quality control parameters of the single-nuclei ATAC-seq dataset.** The figure represents the pct reads in peaks, peak region fragments, TTS enrichment, and nucleosome signal in 5 different studied groups. Each group contains two samples, while amiloride group contains only one sample.

**Supplementary Fig. 9. TSS enrichments and fragment length periodicity of different samples in the snATAC-seq dataset.**  
**(A)** The mean TSS enrichment score in each group. **(B)** The fragment length for all cells in each group.

# A Sn-ATAC-seq; After Harmony

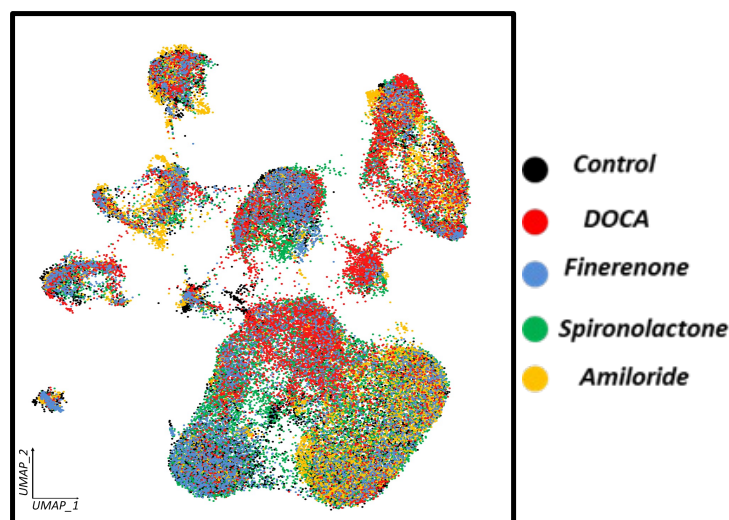

# B

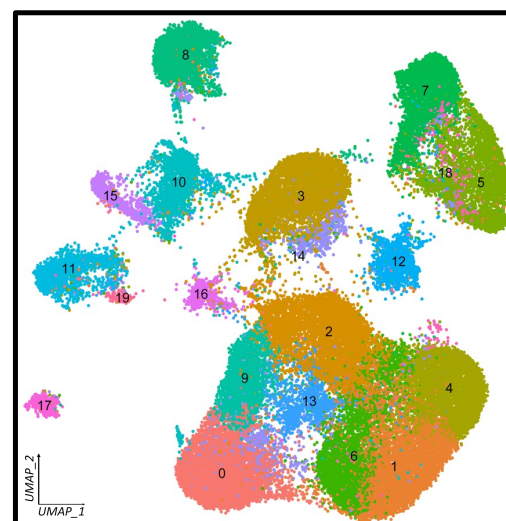

# C

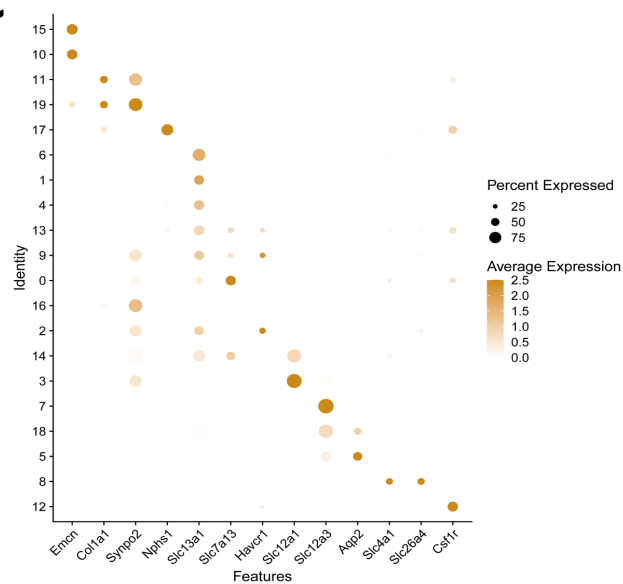

# D

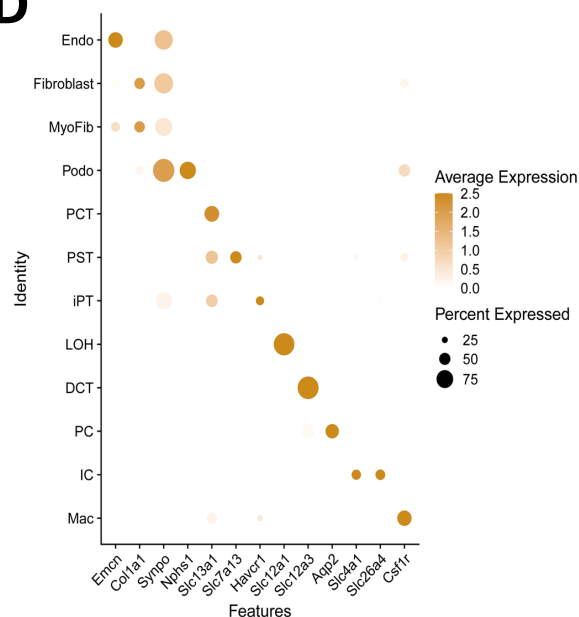

# E

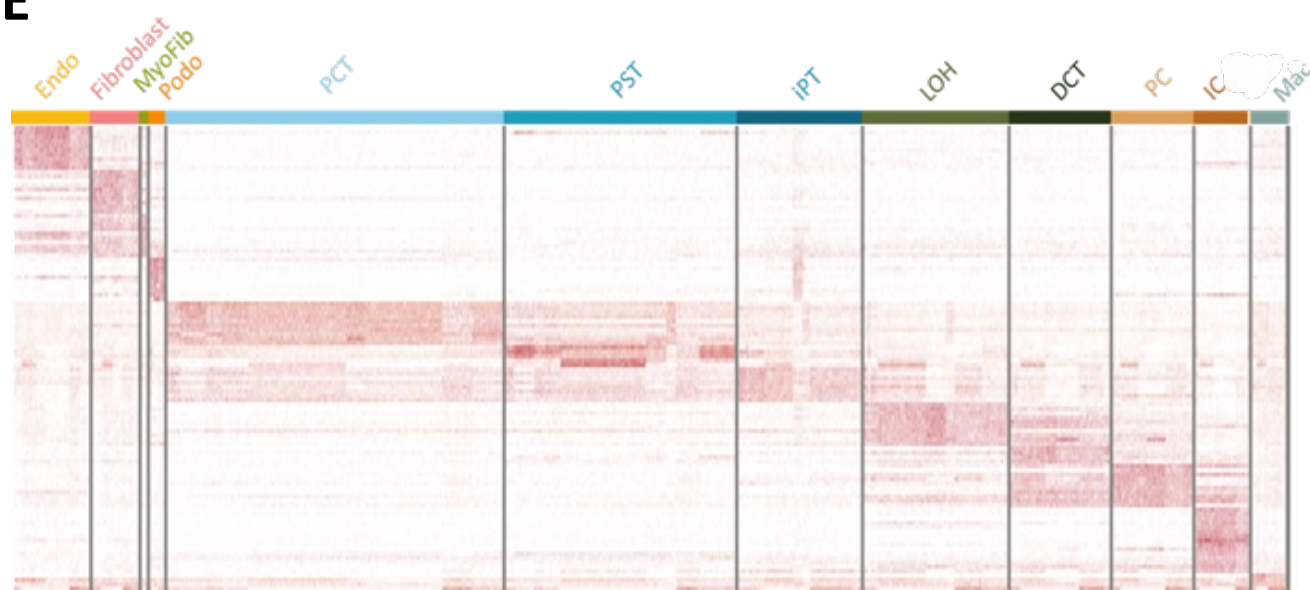

**Supplementary Fig. 10. Rat kidney snATAC-seq data.** (A) UMAP of snATAC-seq after using Harmony for batch effect correction, showing original sample identity. (B) UMAP of cell clusters (20 clusters identified). (C) Bubble dot plot of gene activity of marker genes in the original snATAC-seq data. (D) Bubble dot plot of gene activity of gene markers used for clustering the snATAC-seq dataset. The size of the dot indicates the expression percentage, and the darkness of the color indicates average expression. (E) Heatmap of top 10 accessible regions in each cluster of snATAC-seq. Endo; endothelial cells, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, Injured\_PT; Injured proximal tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC; intercalated cells.

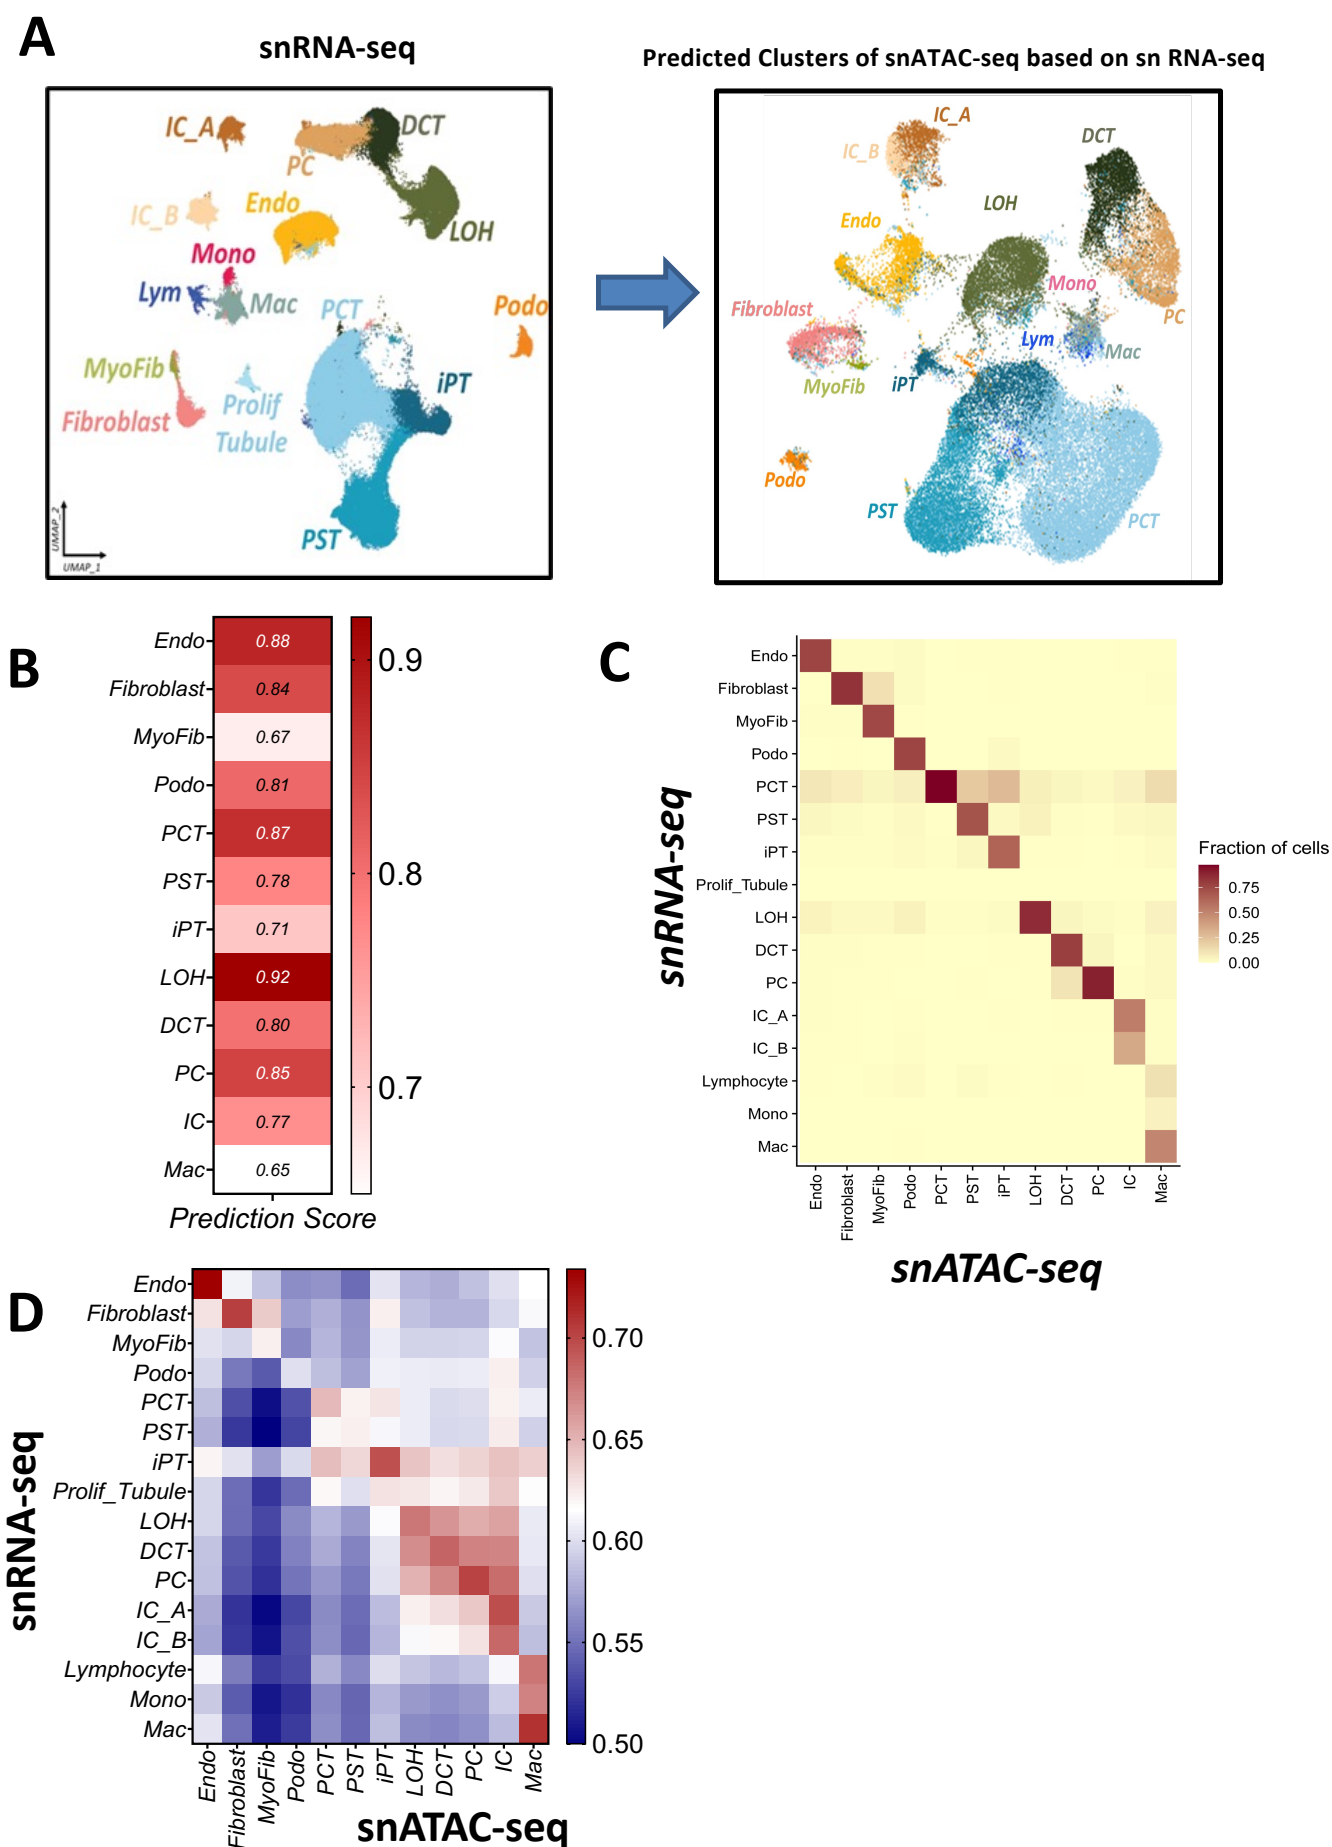

**Supplementary Fig. 11. Integration of the snATAC-seq and snRNA-seq datasets. (A)** UMAP of snRNA-seq dataset (left panel) and its use for the annotation of snATAC-seq dataset after label transfer. **(B)** Prediction score of clusters in snATAC-seq dataset based on snRNA-seq dataset using Signac. The score is calculated between 0 to 1 for each cell in snATAC-seq data and the mean of the score in each cluster is shown in the heatmap. **(C)** Heatmap of the prediction score in each cluster based on label transfer analysis from snRNA-seq to snATAC-seq. **(D)** Correlation between variable genes in each snRNA-seq and snATAC-seq datasets clusters. Endo; endothelial cells, MyoFib; myofibroblast, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, iPT; injured proximal tubule cells, Prolif\_Tubule; proliferative tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC; intercalated cells, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells, Mono; monocyte, Macro; macrophage.

**A****Integrated snRNA-seq and snATAC-seq**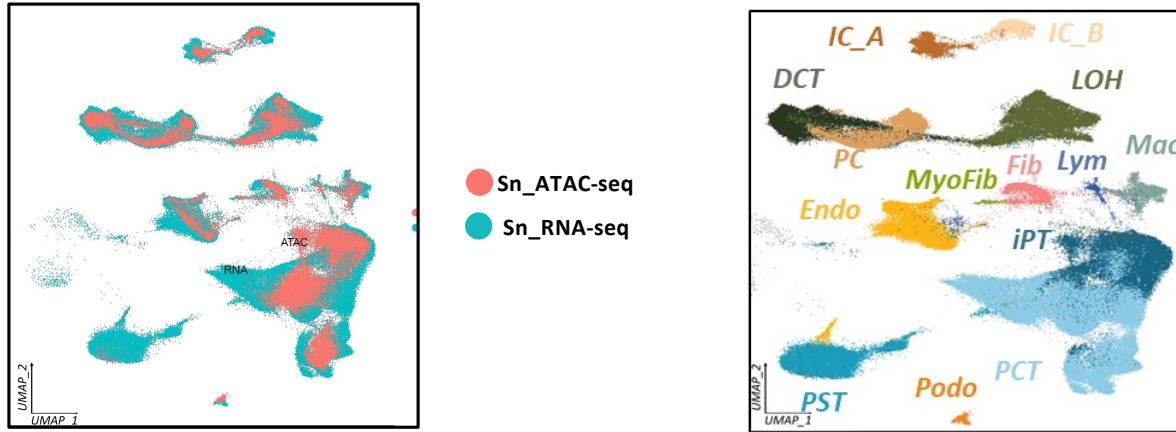**B****Integrated Sn-RNA-seq and Sn-ATAC-seq**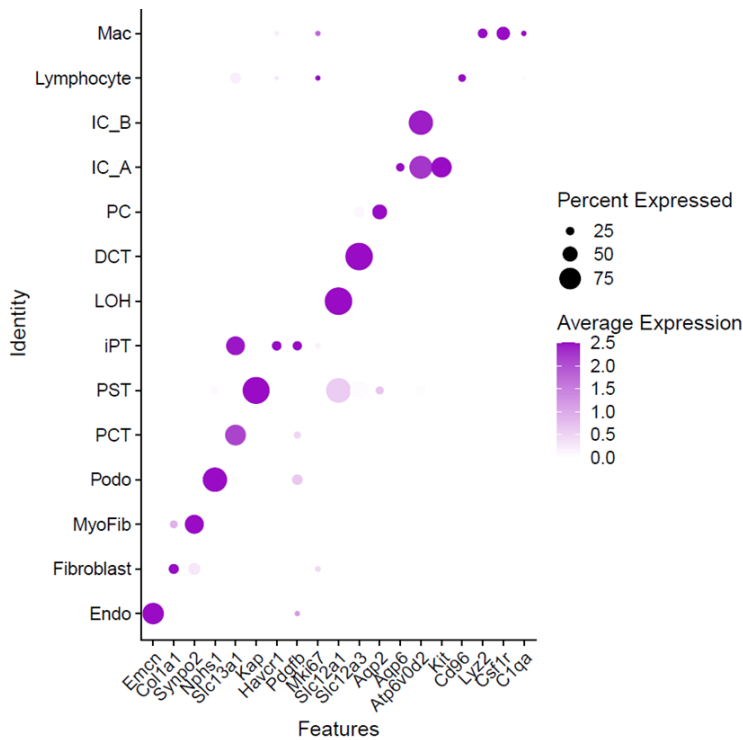

**Supplementary Fig. 12. Integration of snRNA-seq and snATAC-seq datasets. (A)** UMAP of integrated snRNA-seq and snATAC-seq based on data origin (left panel). The right panel shows the cell type annotation in the integrated dataset. **(B)** Bubble dot plot showing gene markers used for the annotation of the integrated snRNA-seq and snATAC-seq datasets. The size of the dots indicate expression percentages, and the darkness of the color indicates the average expression.

Endo; endothelial cells, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, Injured\_PT; injured proximal tubule cells, Prolif\_PT; proliferative proximal tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC; intercalated cells, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells.

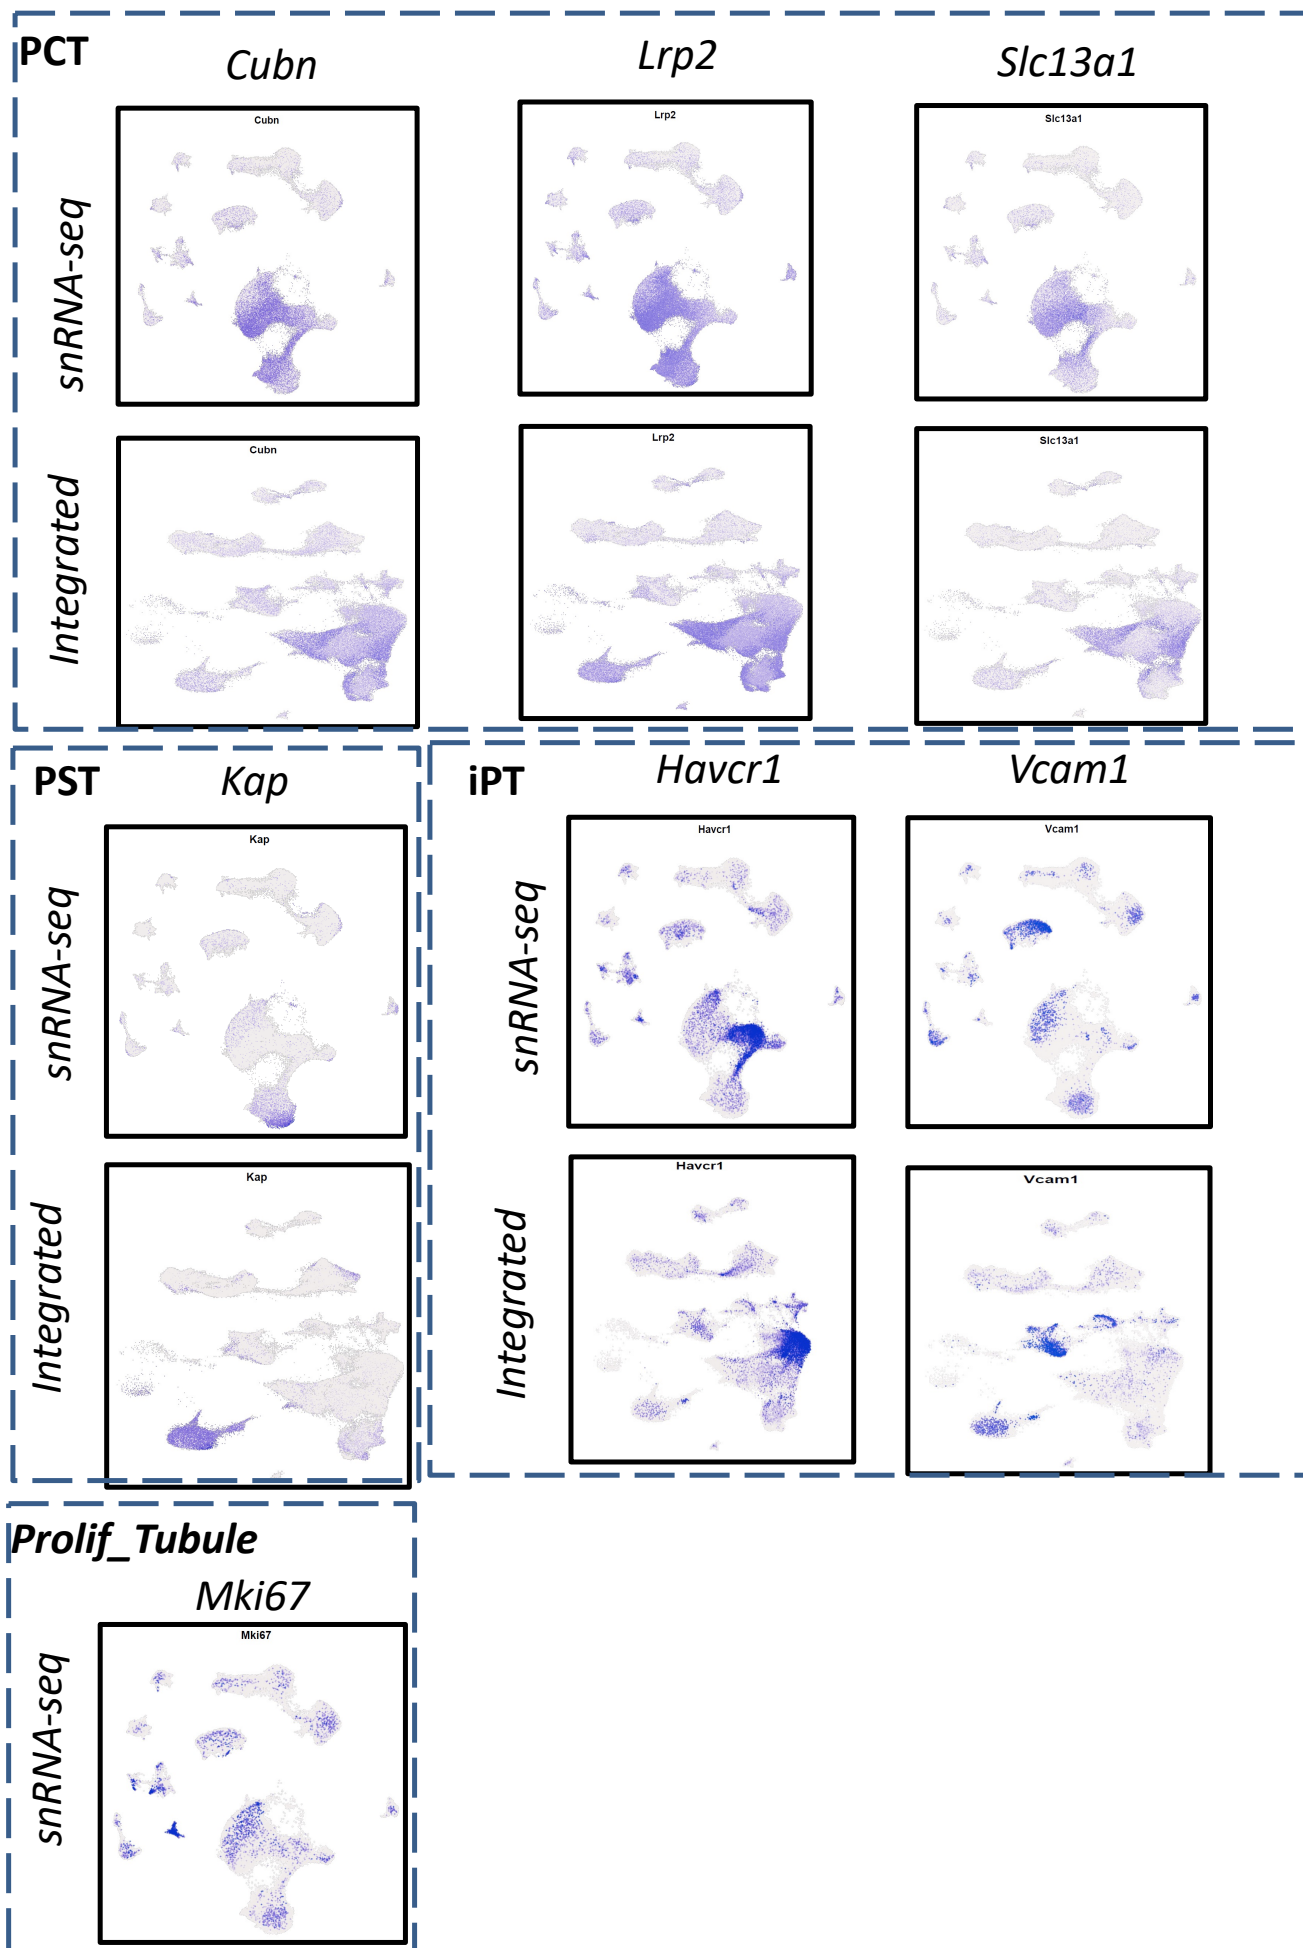

Supplementary Fig. 13. Feature plots of gene markers used to annotate different types of proximal tubules and proliferating tubules in the snRNA-seq and integrated snRNA-seq and snATAC-seq datasets.

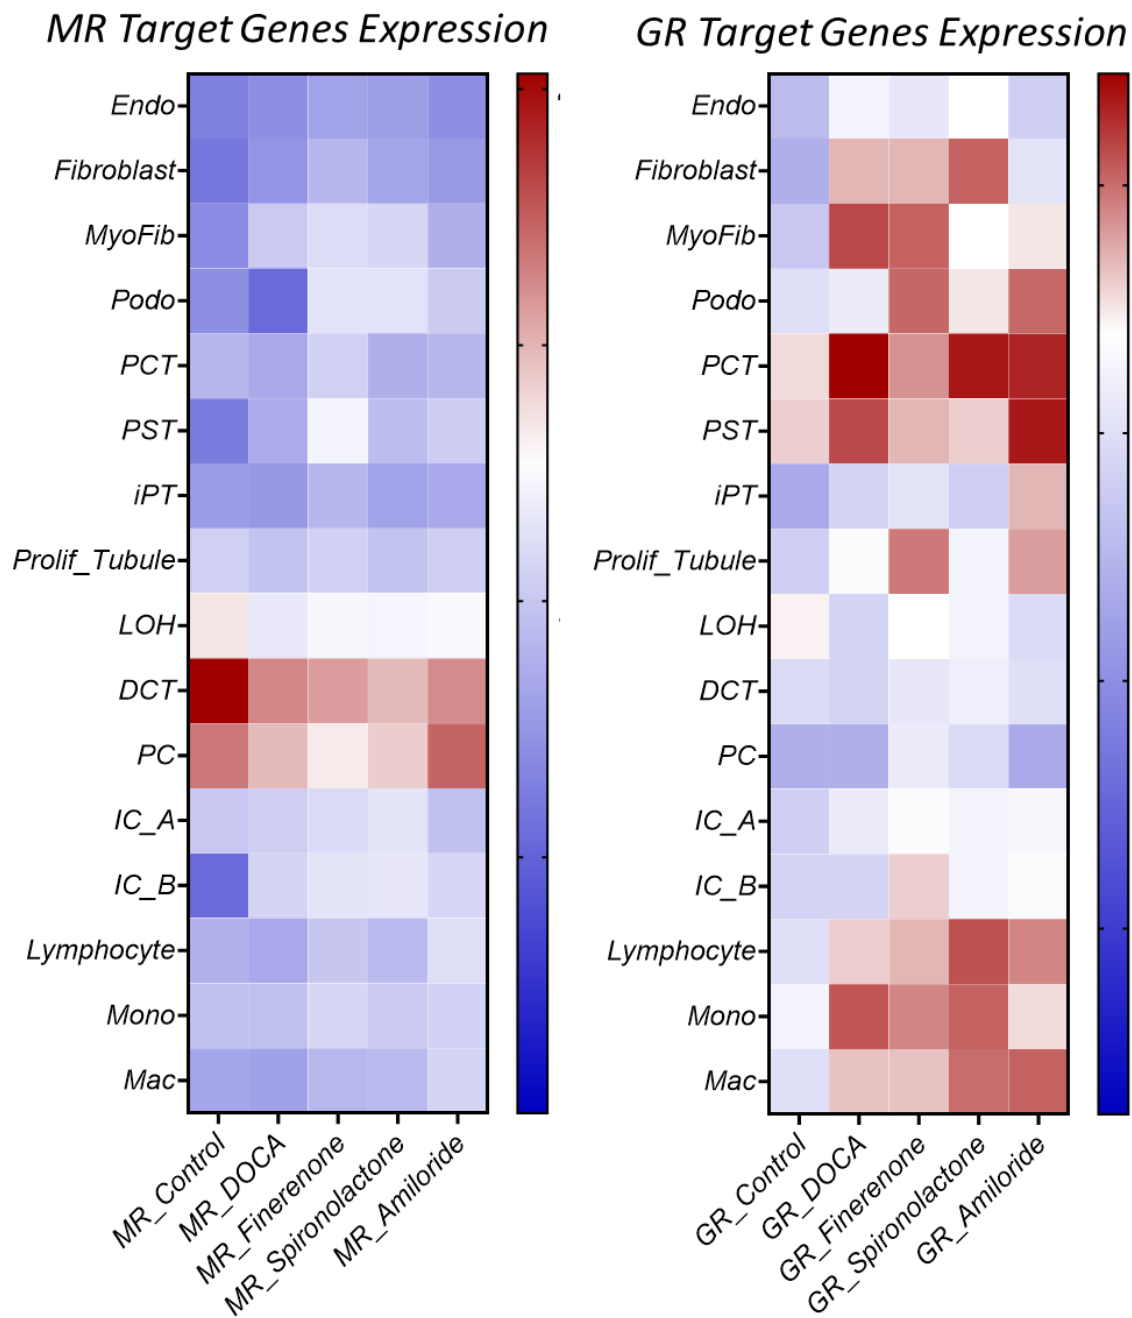

**Supplementary Fig. 14. Heatmaps of the average expression of MR and GR target genes in different cell types and groups.** The heatmaps show normalized z-score expression of MR and GR target genes. Endo; endothelial cells, MyoFib; myofibroblast, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, iPT; injured proximal tubule cells, Prolif\_Tubule; proliferative tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC; intercalated cells, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells, Mono; monocyte, Macro; macrophage.

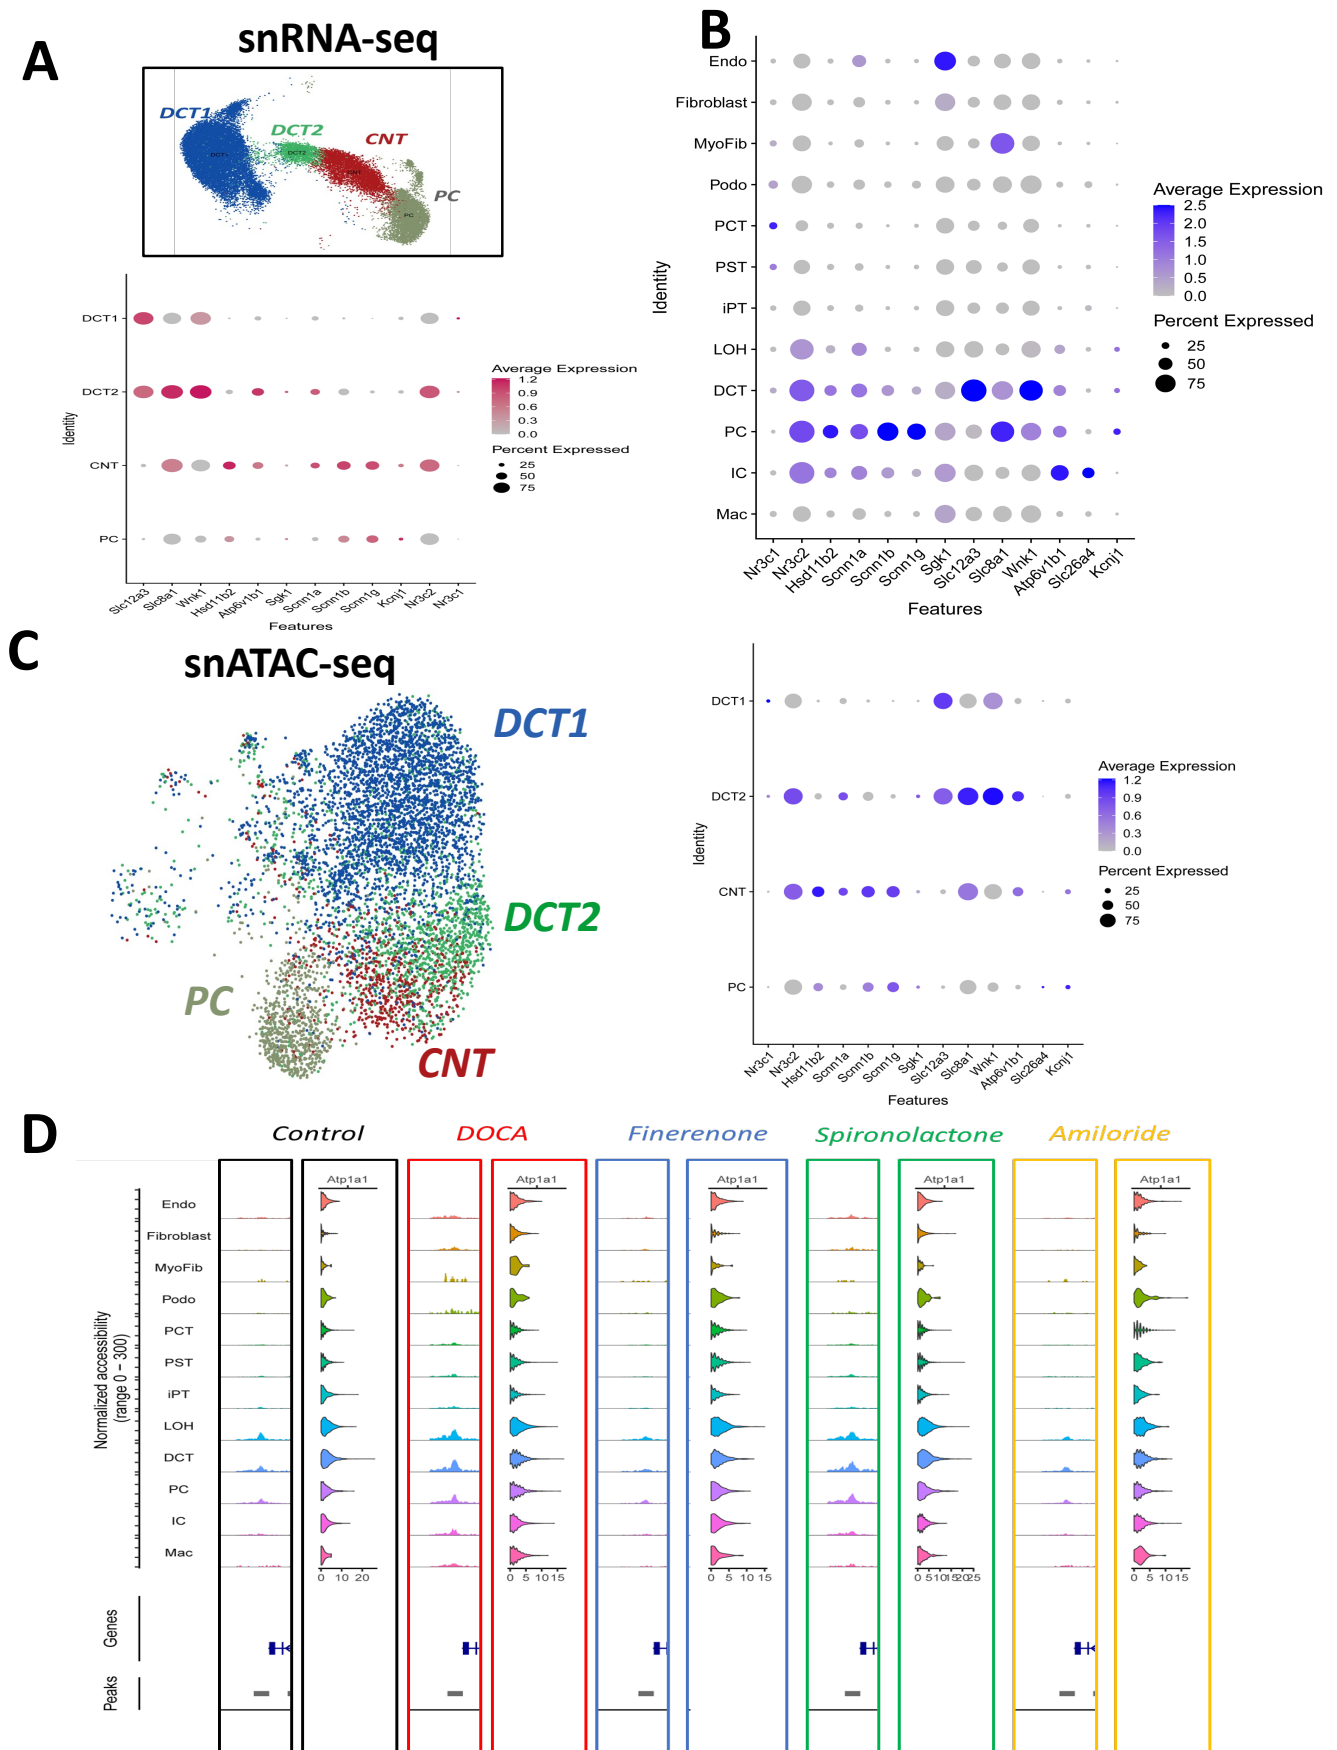

**Supplementary Fig. 15. Mineralocorticoid target gene expression in snRNA-seq and snATAC-seq datasets. (A)** UMAP of DCT and PC cells after sub-clustering in the snRNA-seq dataset (upper panel). Bubble dot plot of marker genes used in the sub-clustering of DCT and PC cells (lower Panel). The size of the dot indicates the percentage of positive cells, and the darkness of the color indicates average expression. **(B)** Bubble dot plot of mineralocorticoid target genes as well as glucocorticoid receptor (Nr3c1) in the snATAC-seq dataset. The size of the dot indicates expression percentage, and the darkness of the color indicates average expression. **(C)** UMAP of DCT and PC cells after sub-clustering in snATAC-seq dataset (left panel). Bubble dot plot of marker genes used in the sub-clustering of DCT and PC cells (right panel). The size of the dot indicates the percent of positive cells, and the darkness of the color indicates average expression. **(D)** Fragments coverage of the *Atp1a1* gene at the promoter region in different cell types and groups and its calculated gene activity. Endo; endothelial cells, MyoFib; myofibroblast, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, IPT; injured proximal tubule cells, Prolif\_Tubule; proliferative tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC; intercalated cells, Mac; macrophage.

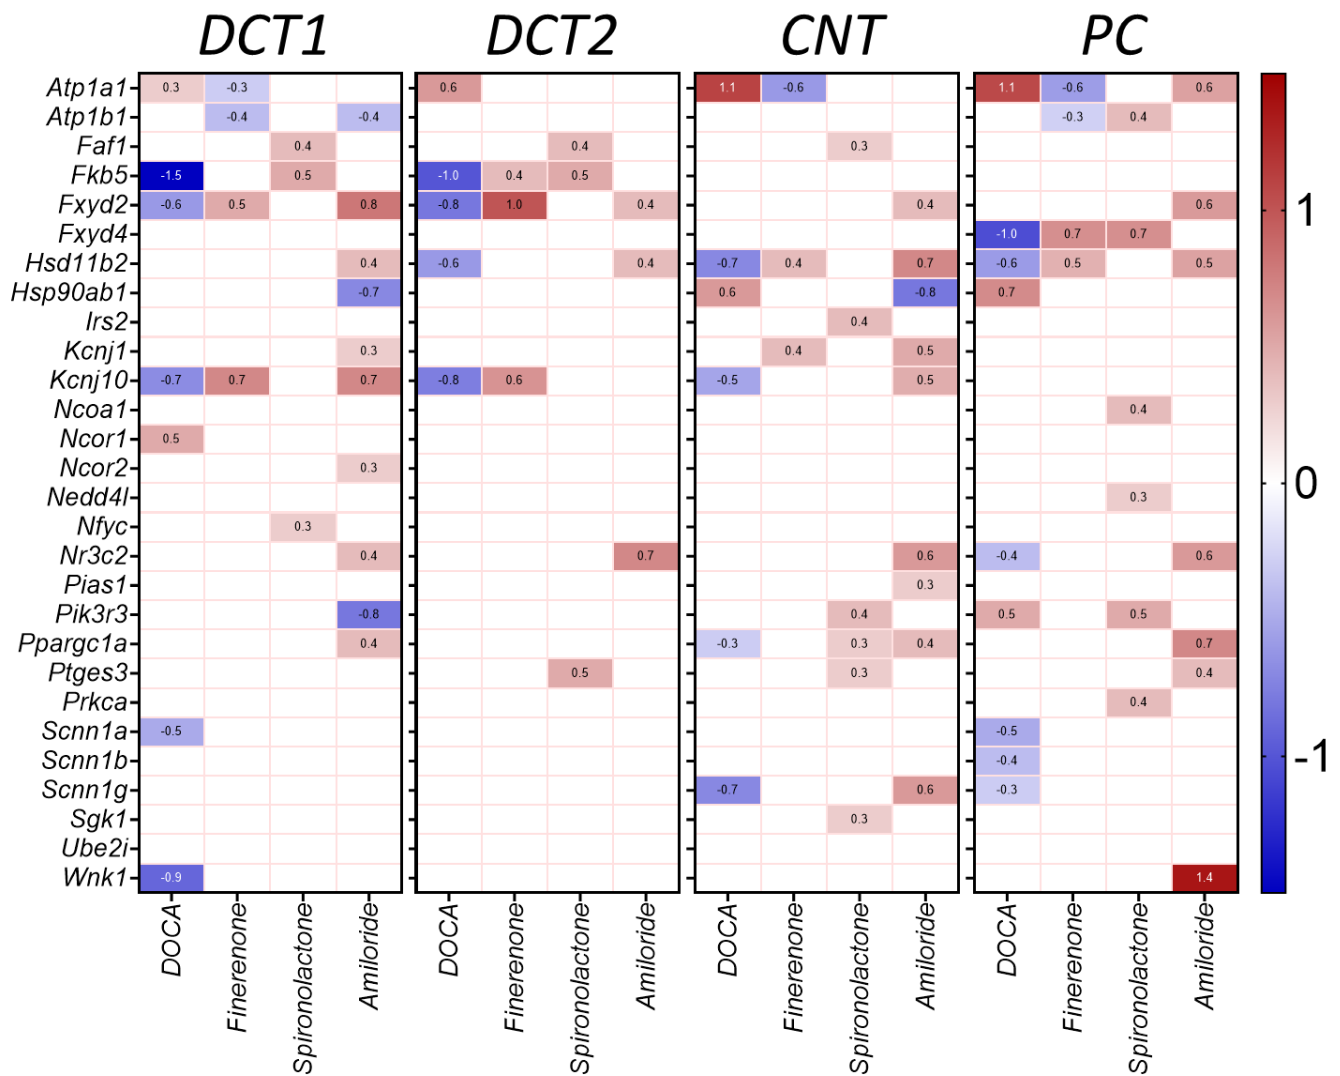

**Supplementary Fig. 16. Gene expression changes following DOCA and drug treatments.** Data shows log fold change gene expression between control and DOCA and DOCA vs treatment groups. Only genes showing significant changes are displayed. CNT; connecting tubule cells, DCT1; Type 1 distal convoluted tubule, DCT2; Type 2 distal convoluted tubule.

## A PC - Finerenone vs. DOCA

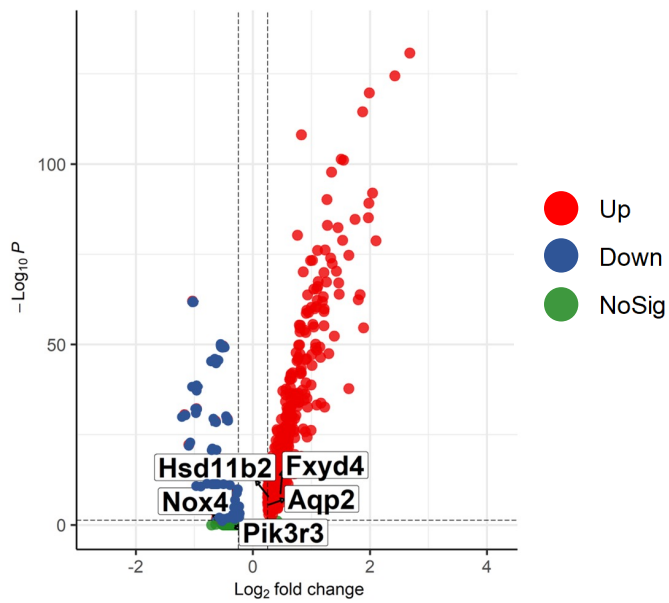

## PC - Spironolactone vs. DOCA

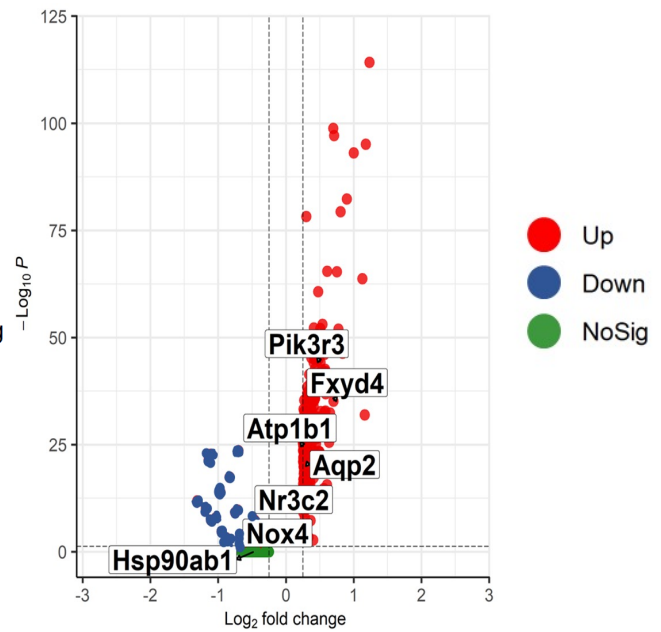

## PC - Amiloride vs. DOCA

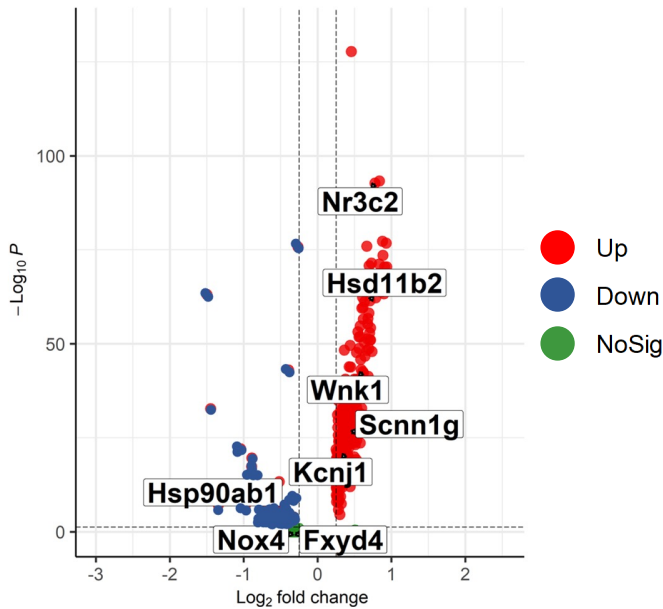

## B

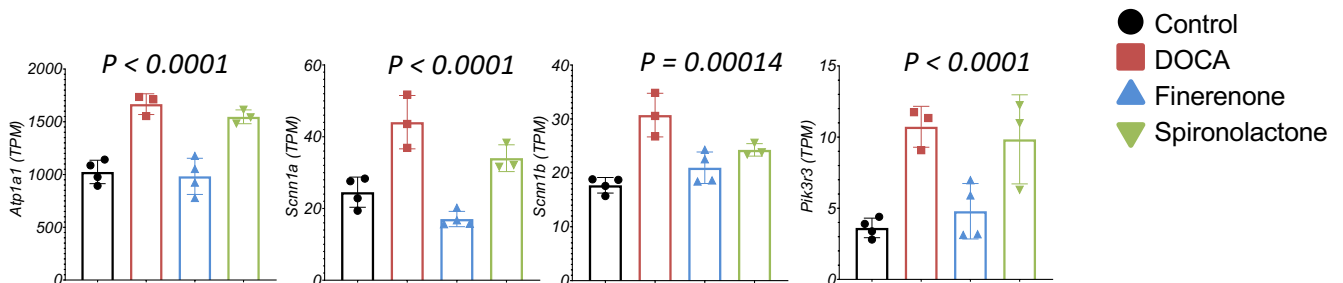

**Supplementary Fig. 17. Targets of mineralocorticoid receptor antagonists. (A)** Volcano plot of differentially expressed genes in principal cells of collecting ducts in finerenone treated vs. DOCA, spironolactone treated vs. DOCA, and amiloride treated vs. DOCA. **(B)** Expression of Atp1a1, Scnn1a, Scnn1b, and Pik3r3 in bulk RNA-seq datasets in different groups. The bar represents SEM. The comparison between groups were done using One-Way ANOVA test.

**A**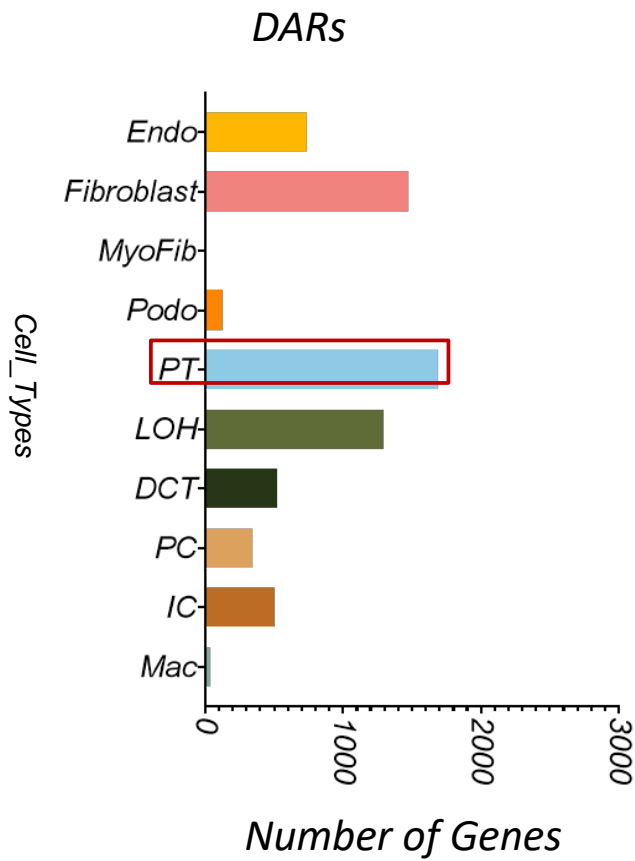**B**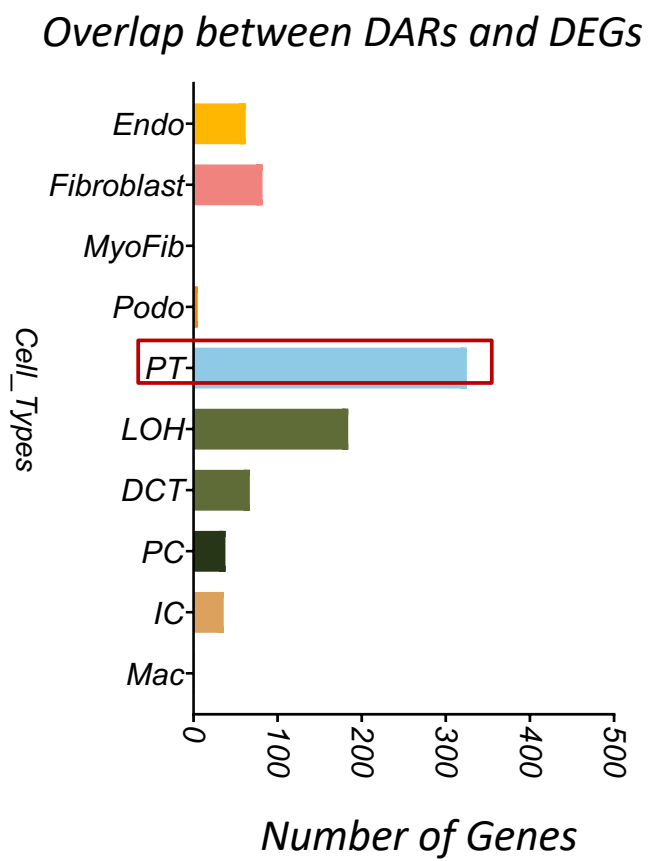

**Supplementary Fig. 18. Differentially accessible regions analysis in the DOCA rat model. (A)** The number of differentially accessible regions (DARs) between DOCA treated and control groups in all cell types after DOCA administration. **(B)** The number of overlapping genes identified by DARs and differentially expressed genes (DEGs) analysis. Endo; endothelial cells, MyoFib; myofibroblast, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, IPT; injured proximal tubule cells, Prolif\_Tubule; proliferative tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC; intercalated cells, Mac; macrophage.

## Endo

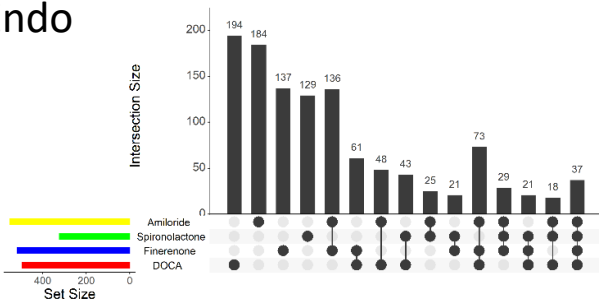

## Fibroblast

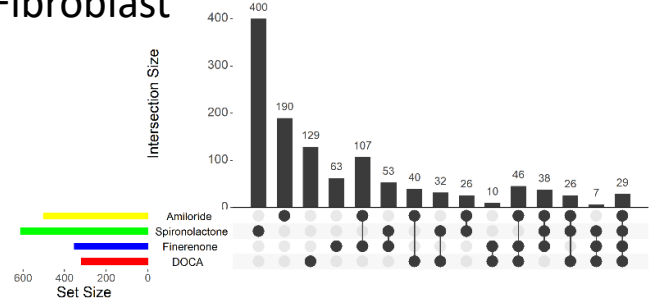

# MyoFib

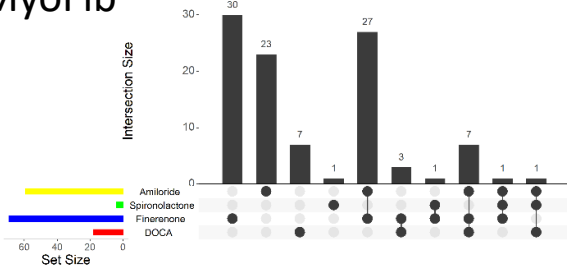

# Podo

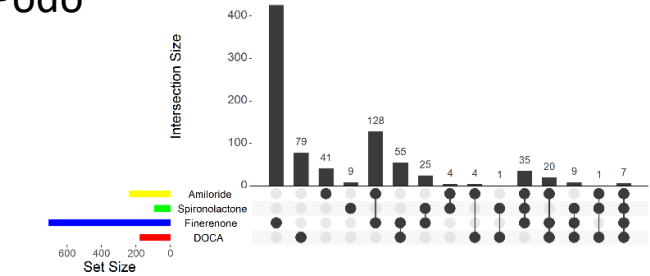

## PT

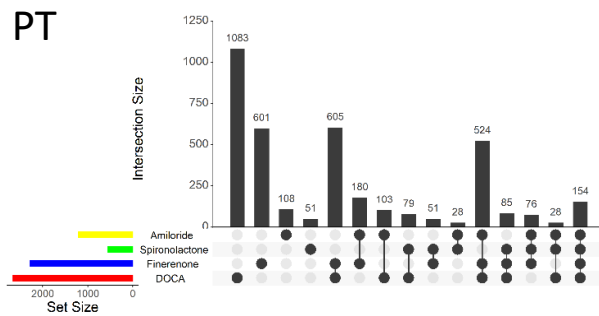

LOH

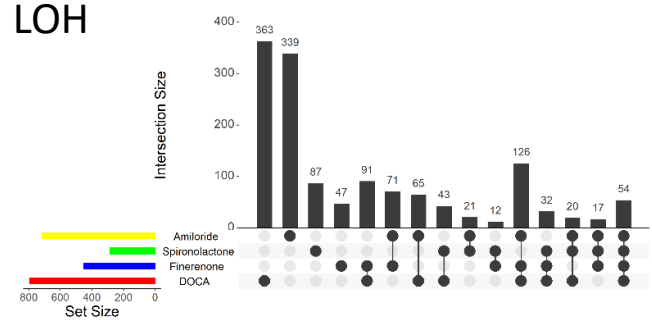

DCT

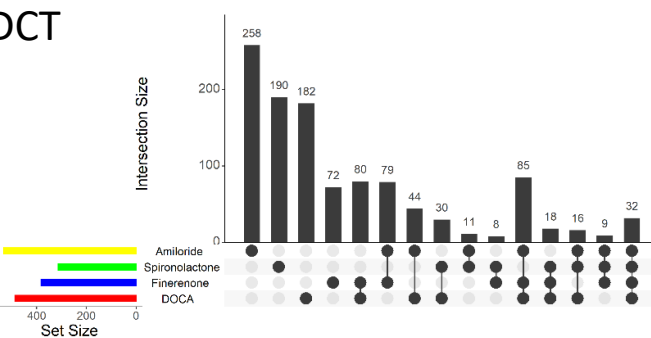

## PC

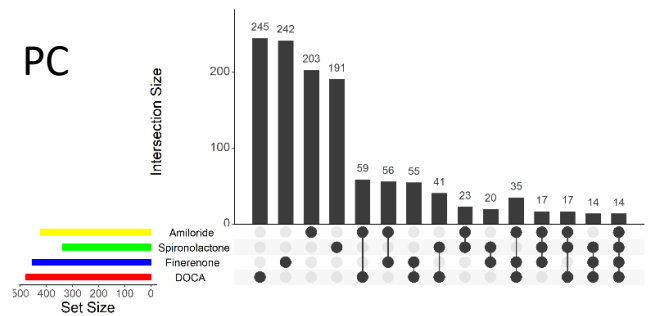

## IC\_A

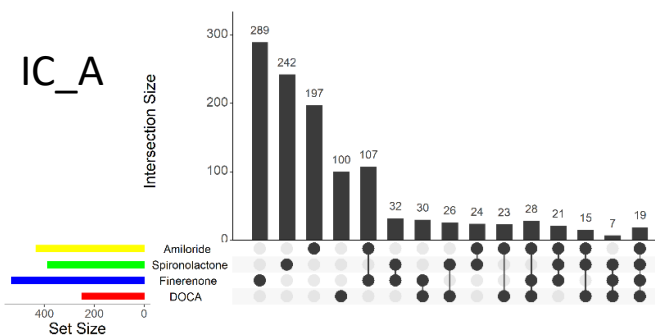

IC\_B

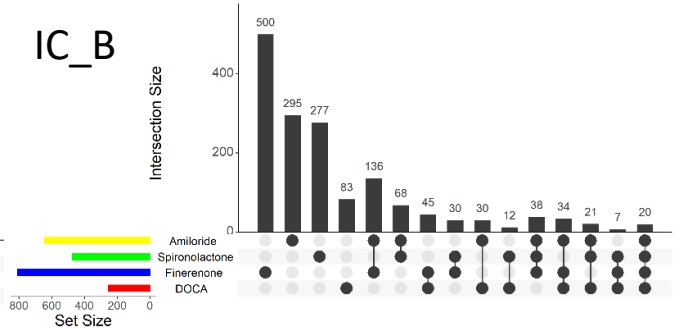

**Supplementary Fig. 19. Differentially expressed genes and their overlap in different groups in the snRNA-seq.** UpSet plot of the DEGs between groups in each cell types in the snRNA-seq. For each plot, first the DEGs between DOCA and control were calculated, then the DEGs between treatment groups and DOCA were compared.

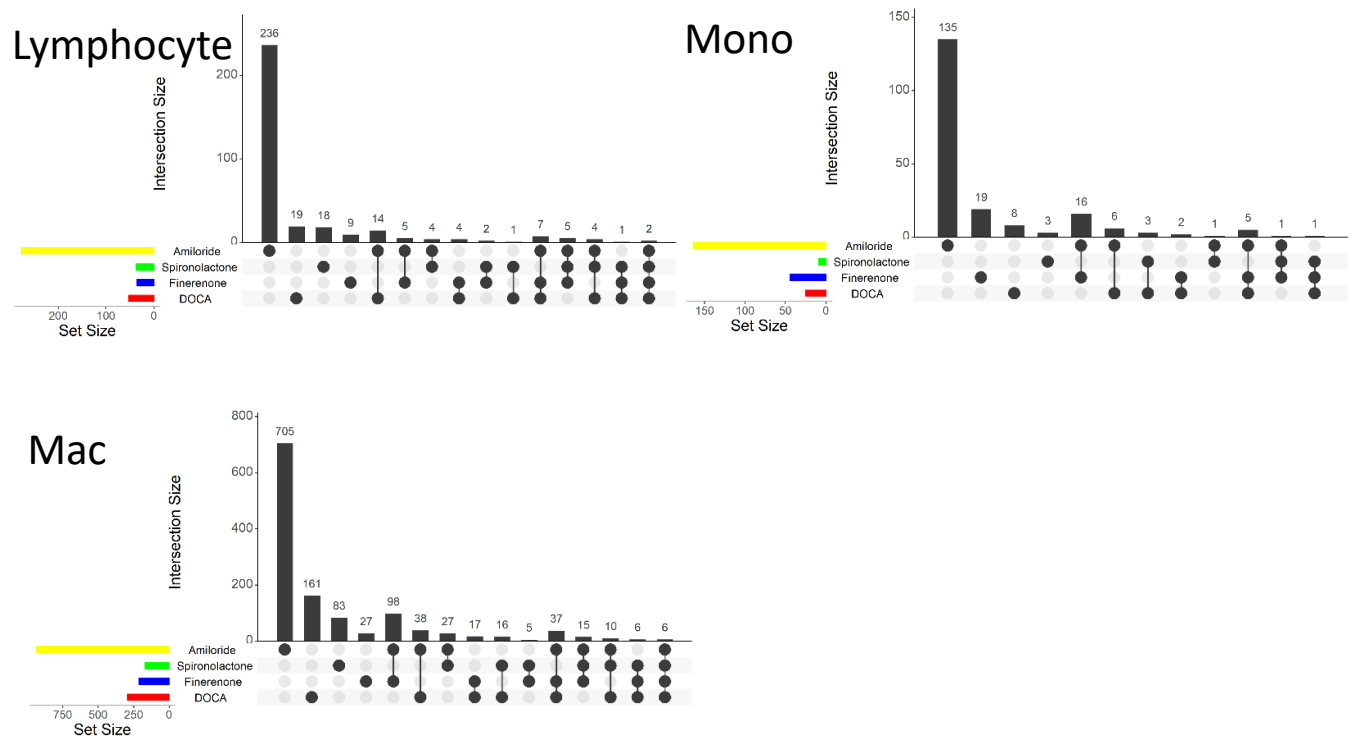

**Supplementary Fig. 20. Differentially expressed genes and their overlaps in immune cells** UpSet plots of DEGs between groups in immune cells in snRNA-seq. For each plot, first the DEGs between DOCA and control were calculated, then, the DEGs between treatment groups and DOCA were compared.

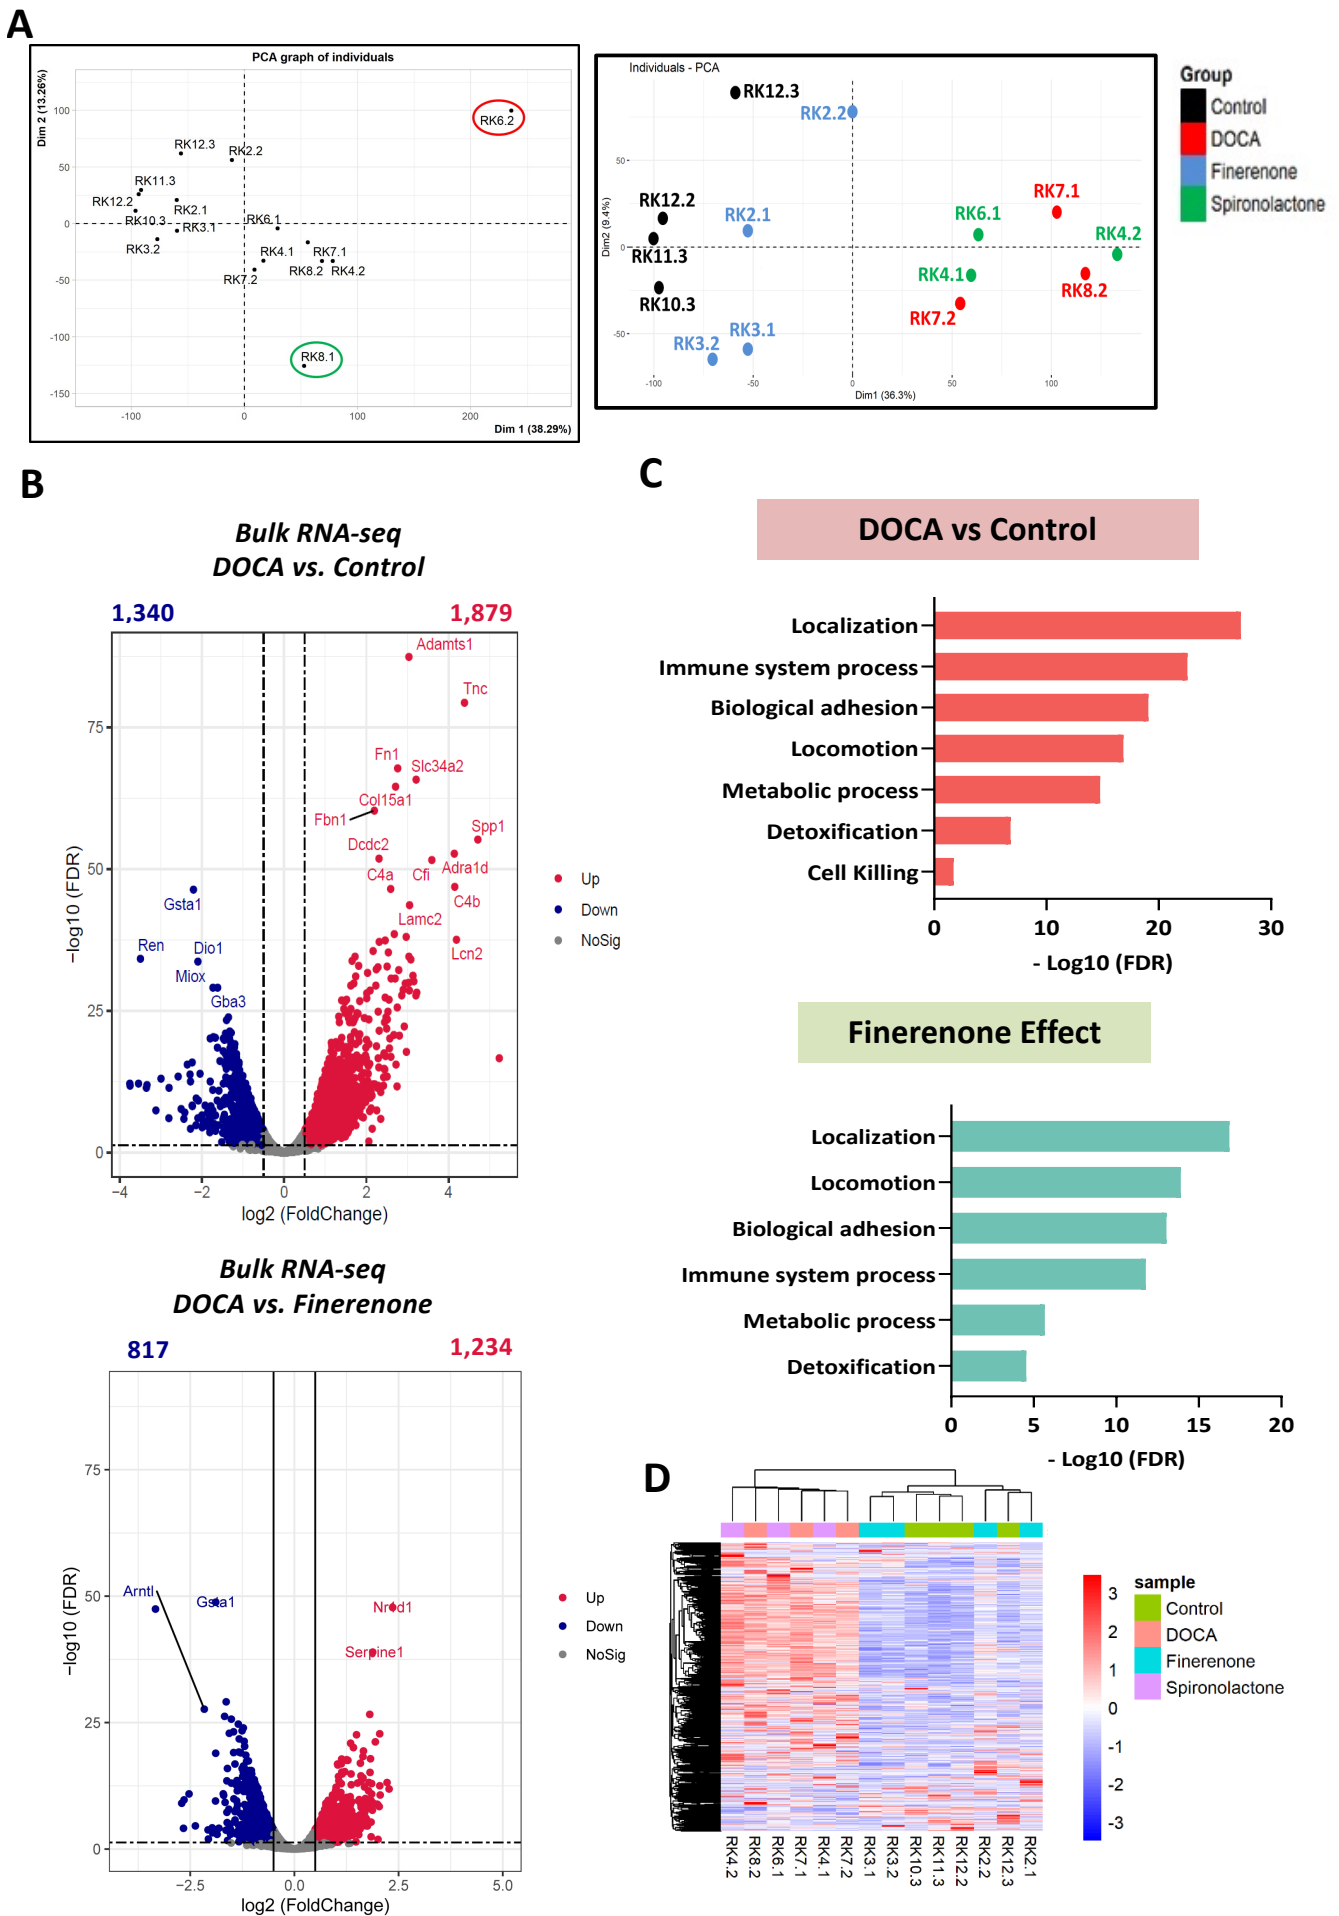

**Supplementary Fig. 21. Bulk RNA-seq analysis of rat models. (A)** PCA plot of different samples. Two outliers (one DOCA treated and one spironolactone) were identified. The right panel represents the PCA after removing the outliers. **(B)** Volcano plot of differentially expressed genes in bulk RNA-seq between DOCA treated vs. control and finerenone-treated groups. The red and blue numbers indicate the number of up-regulated and down-regulated genes. **(C)** Biological pathway analysis of the top 1000 DEGs between DOCA treated vs. control groups (upper panel) and the same analysis of genes affected by finerenone (lower panel) using DAVID. **(D)** Hierarchical clustering of the studied samples based on all genes in bulk RNA-seq. The plot shows that the finerenone-treated and control groups clustered together, while DOCA clustered with the spironolactone group.

A

## Cell type enrichment of bulk RNA-seq DEGs in snRNA-seq and snATAC-seq

snRNA-seq

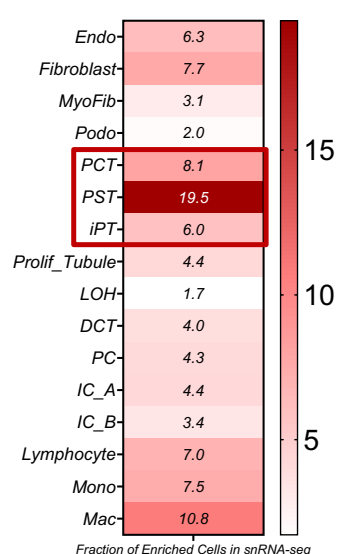

sn-ATAC-seq

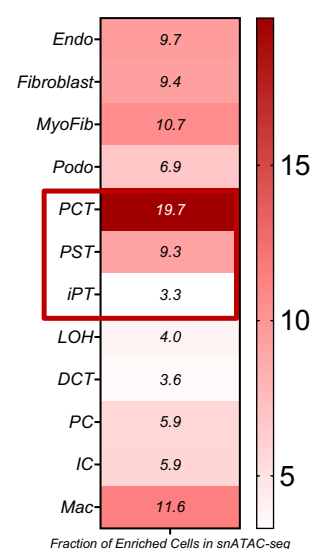

B

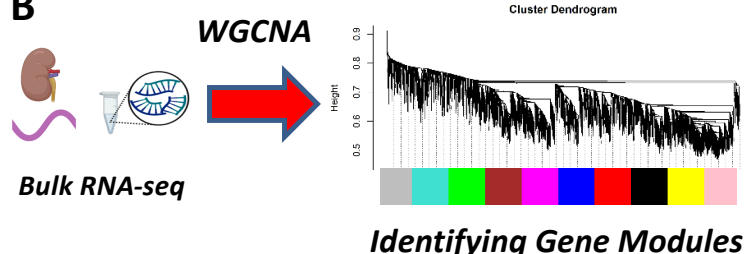

Cell Type Enrichment of Modules' Genes using snRNA/ATAC-seq

Module-Phenotype Correlation

C

### Module-Phenotype Correlation

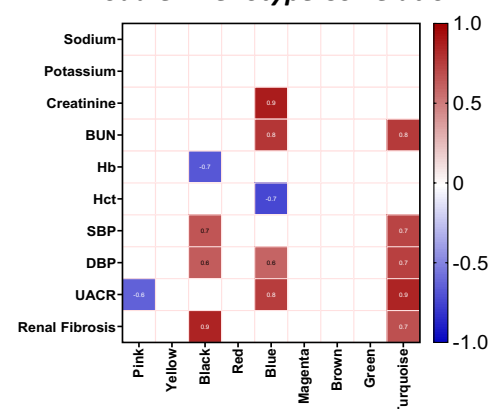

D

### Cell-Type Enrichment of Modules

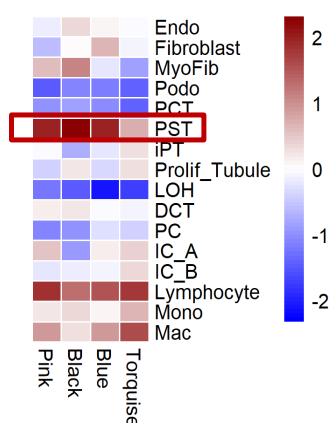

### GO Analysis of Genes in Modules

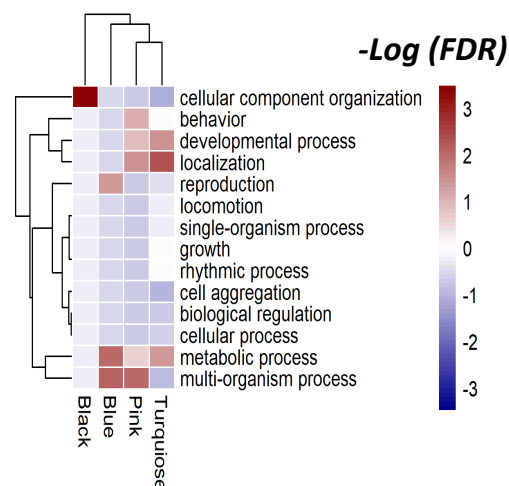

**Supplementary Fig. 22. Cell type enrichment of bulk RNA-seq DEGs in the snRNA-seq data.** (A) Cell type enrichment of bulk RNA-seq DEGs between DOCA and control in the snRNA-seq and snATAC-seq. For this analysis, the DEGs list of DOCA and control was compared to gene expression in snRNA-seq and snATAC-seq and the gene with highest value in one cell type was considered as the specific for that cell type. The results are shown as the fractions of specific genes in each cell type. (B) WGCNA of the bulk RNA-seq to identify phenotype specific modules and their specific cell types. (C) Heatmap of correlations between different modules and phenotypes. (D) Heatmap of the enrichment of significant modules obtained from bulk RNA-seq in identified cell types. For this analysis, the genes in each module were compared with the average expression of snRNA-seq data, and the gene with the highest expression was considered specific for that cell type. PST was enriched for all modules (left panel). The right panel shows the biological pathways enriched in each module using DAVID. Endo; endothelial cells, MyoFib; myofibroblast, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, iPT; injured proximal tubule cells, Prolif\_Tubule; proliferative tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC; intercalated cells, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells, Mono; monocyte, Macro; macrophage.

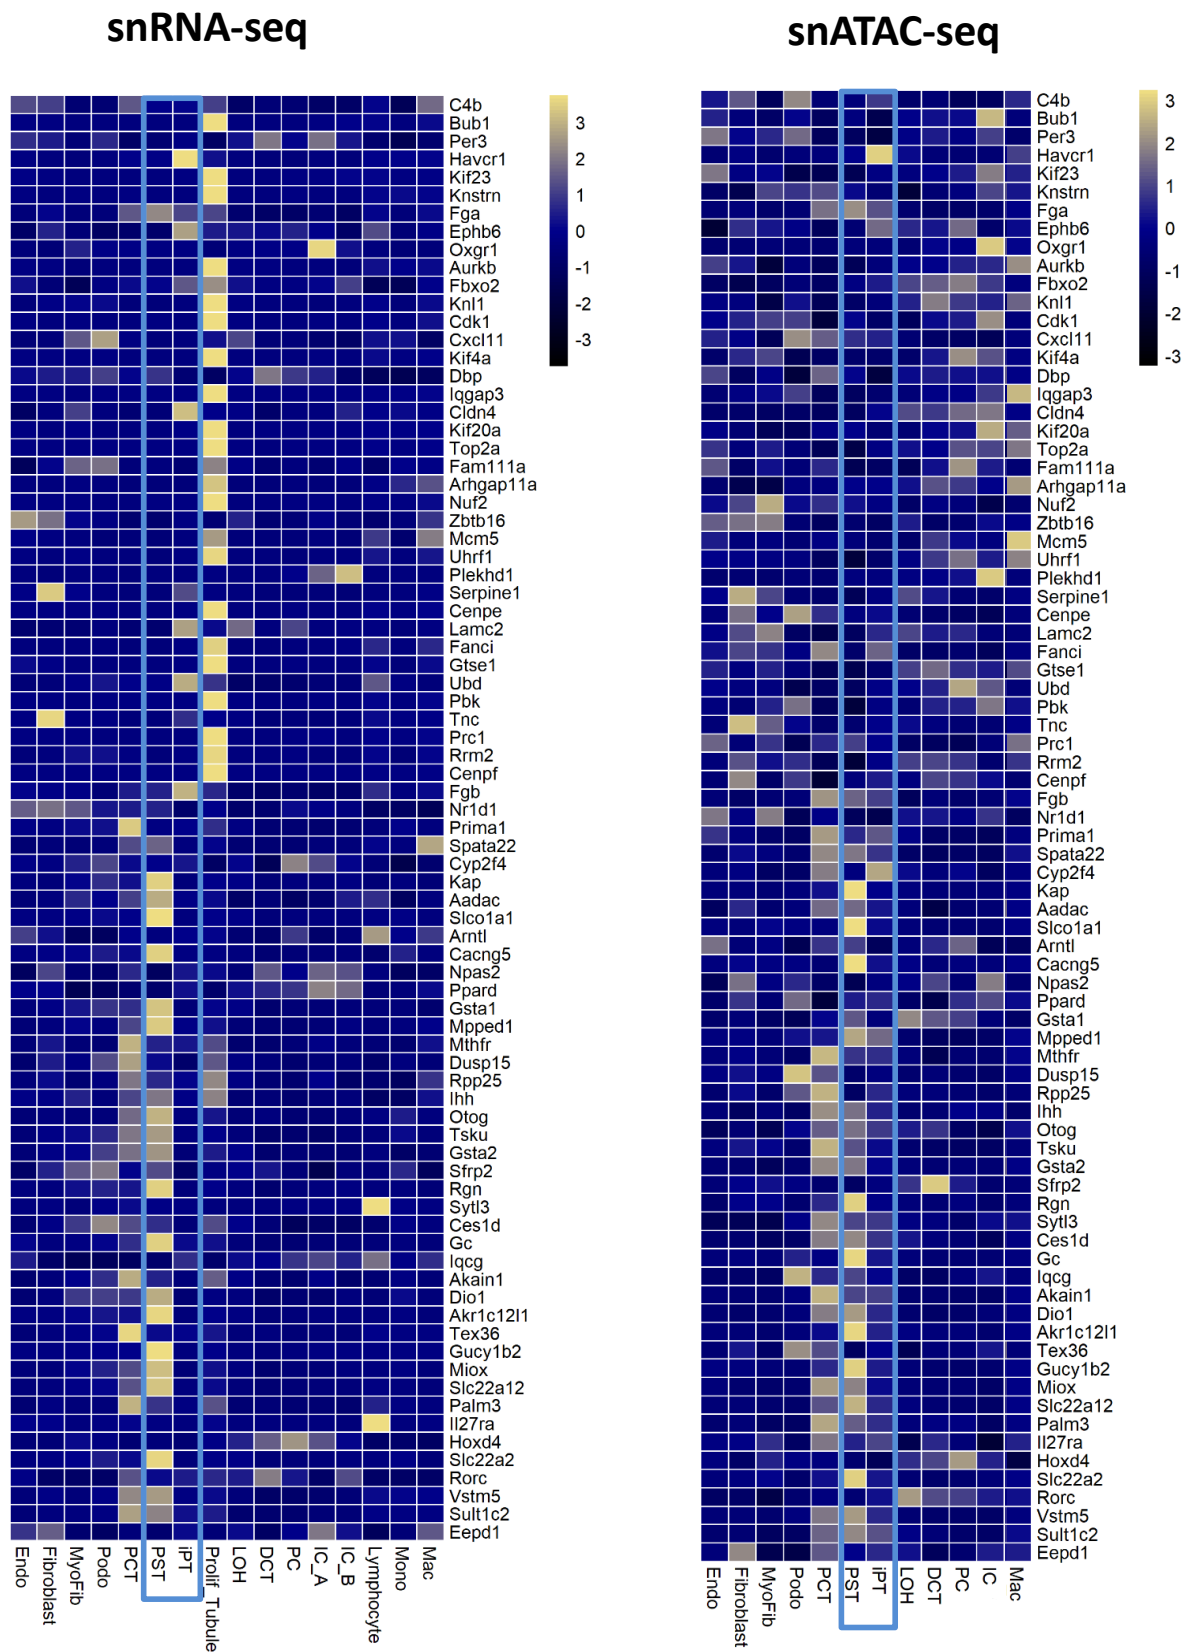

**Supplementary Fig. 23. Enrichment of finerenone affected genes in snRNA-seq and snATAC-seq data.** The analysis shows the up- and down-regulated genes by finerenone in bulk RNA-seq datasets enriched in PST, IPT, using the snRNA-seq and snATAC-seq datasets. Endo; endothelial cells, MyoFib; myofibroblast, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, IPT; injured proximal tubule cells, Prolif\_Tubule; proliferative tubule, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC; intercalated cells, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells, Mono; monocyte, Mac; macrophage.

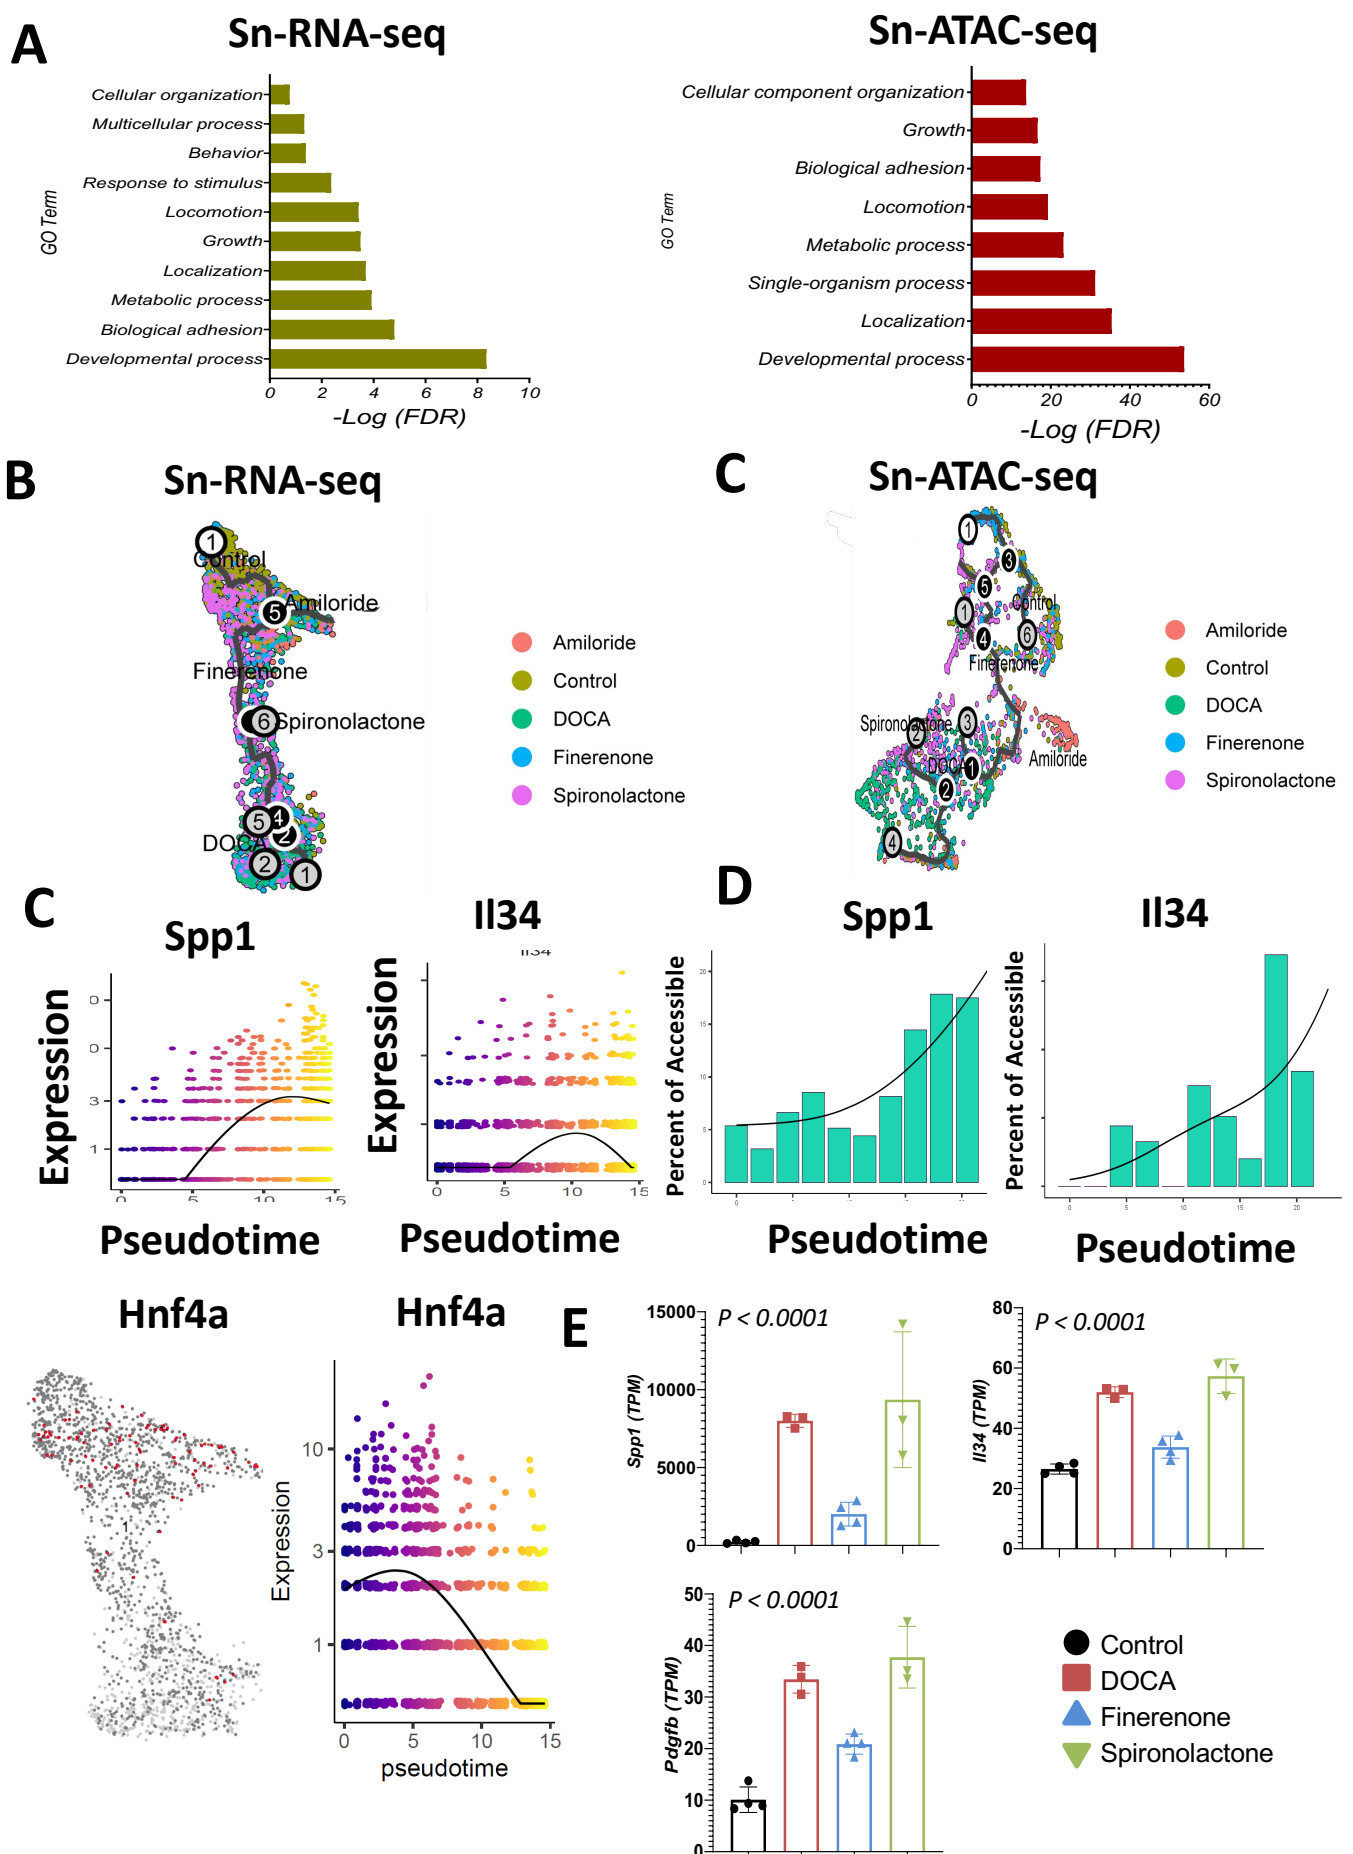

**Supplementary Fig. 24. Trajectory analysis of PST and injured\_PT sub-clusters in snRNA-seq and snATAC-seq datasets. (A)** Biological pathway enrichment of the top driver genes of iPT differentiation using DAVID in snRNA-seq (left panel) and snATAC-seq (right panel). **(B)** UMAP of the trajectory of PST and iPT colored by their origins in snRNA-seq (left panel) and snATAC-seq (right panel) by different experimental groups along the trajectory. **(C)** Pseudotime plots of *Spp1*, *Il34*, and *Hnf4a* along the trajectory and feature plots of *Hnf4a* expression along the trajectory. **(D)** Percentage of chromatin accessibility regions of *Spp1*, *Il34* along the trajectory pathway (lower panel). **(E)** Expression of *Spp1*, *Il34*, and *Pdgfrb* in bulk RNA-seq in different groups. PST; proximal straight tubule, injured\_PT; injured proximal tubule cells, DOCA; deoxycorticosterone acetate.

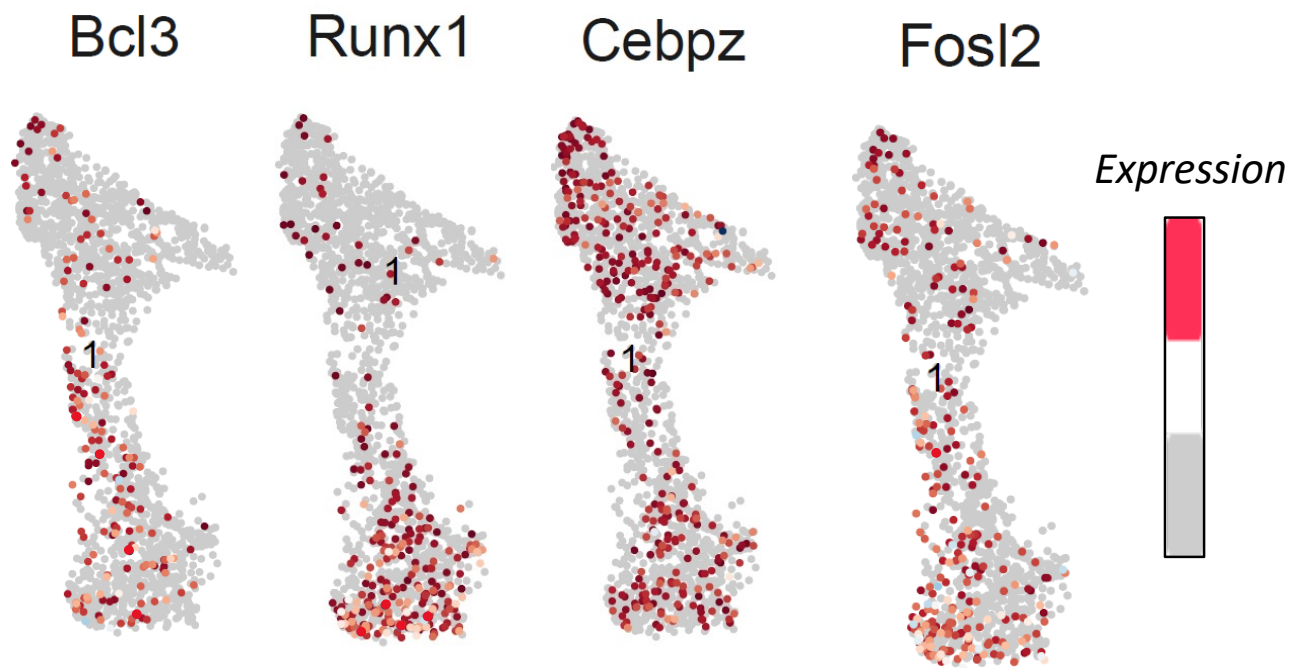

**Supplementary Fig. 25.** Feature plot of driver transcription factors for *Spp1*, *Il34*, and *Pdgfb* along the trajectory identified by SCENIC analysis. Red color shows the expression, gray represents no expression.

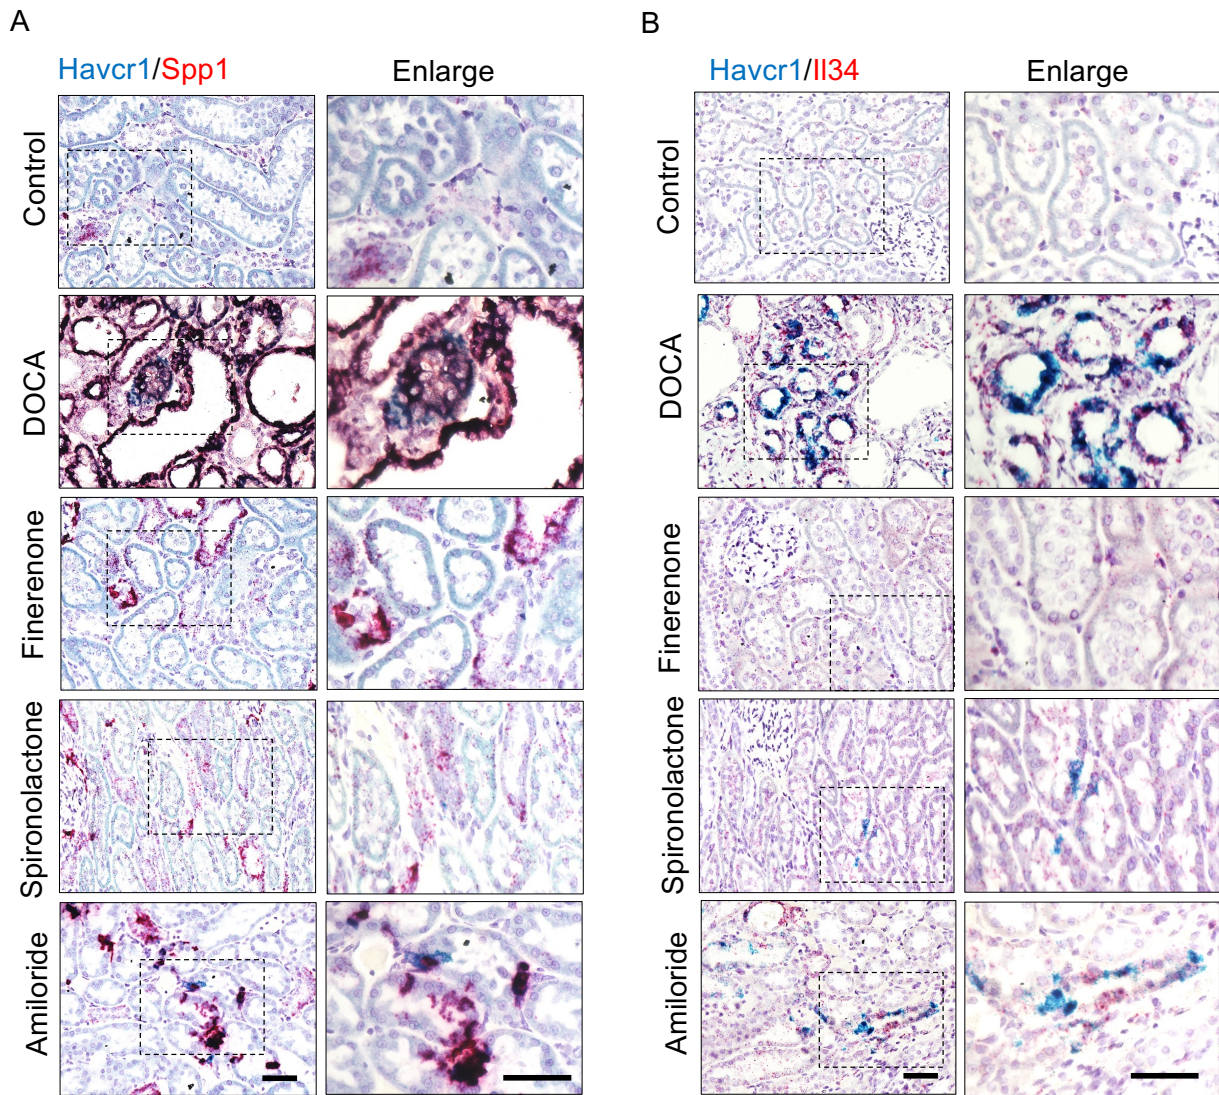

**Supplementary Fig. 26. Expression patterns of *Spp1* and *Il34* in control and DOCA groups.** Representative in situ hybridization images of *Spp1* (red), *Il34* (red), and *Havcr1* (blue) in the kidney of control and DOCA groups. Scale bar = 50  $\mu$ m.

## ***Spatial Transcriptomics Data of CKD Sample***

*Glass Slide*

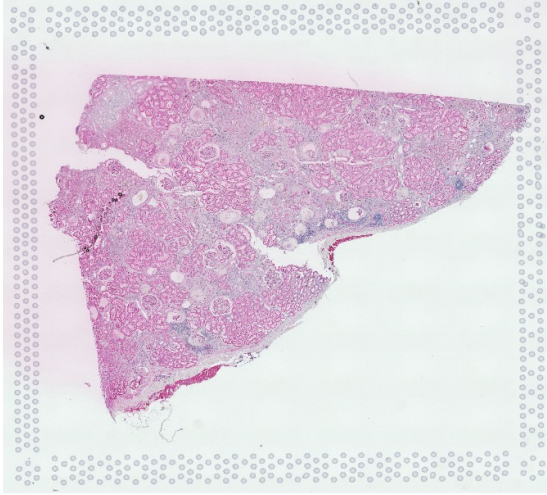

*ECM Score*

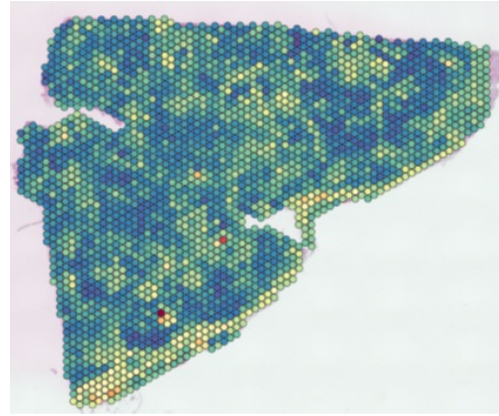

*HAVCR1*

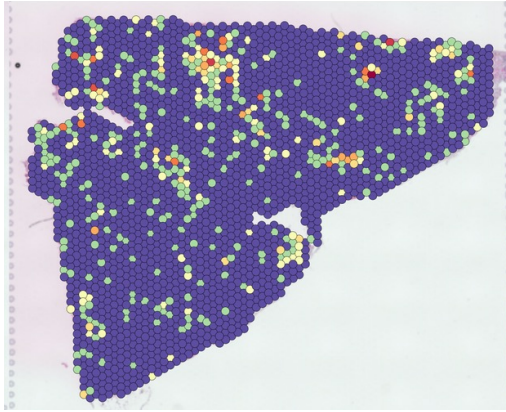

*VCAM1*

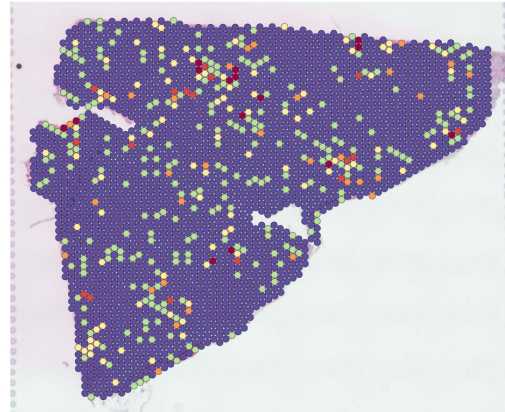

*IL34*

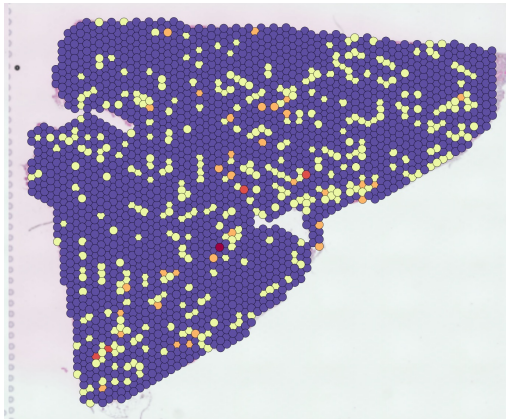

*SPP1*

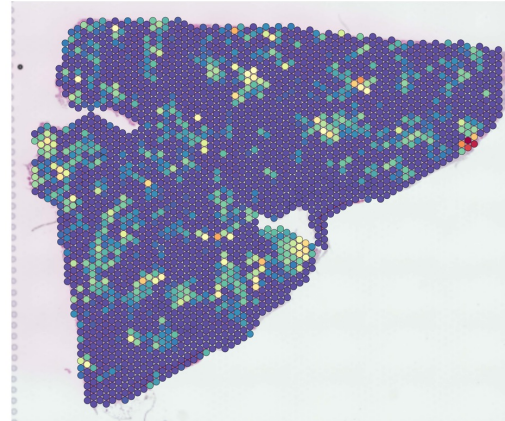

*Expression* 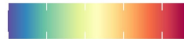

**Supplementary Fig. 27. Co-expression of *HAVCR1*, *VCAM1*, *SPP1*, and *IL34* as the markers of injured PT cells in regions with a high extracellular matrix production score in the spatial transcriptomics of a human CKD sample. The ECM score is calculated based on the expression of extracellular matrix production genes. The image is 10X magnification.**

# Outgoing communication Patterns of Secreting Cells in Different Groups

## DOCA

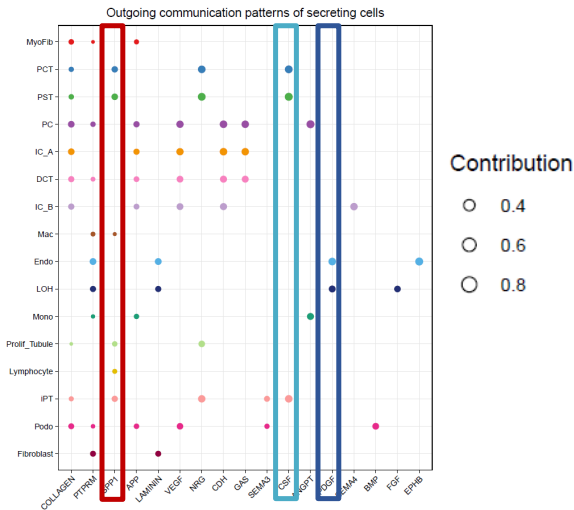

## Finerenone

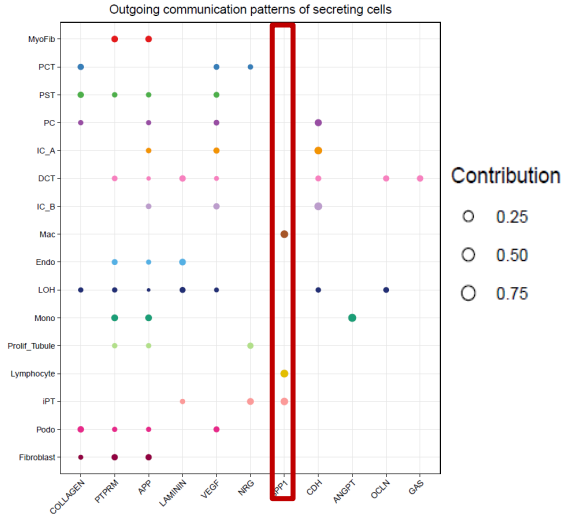

## Spironolactone

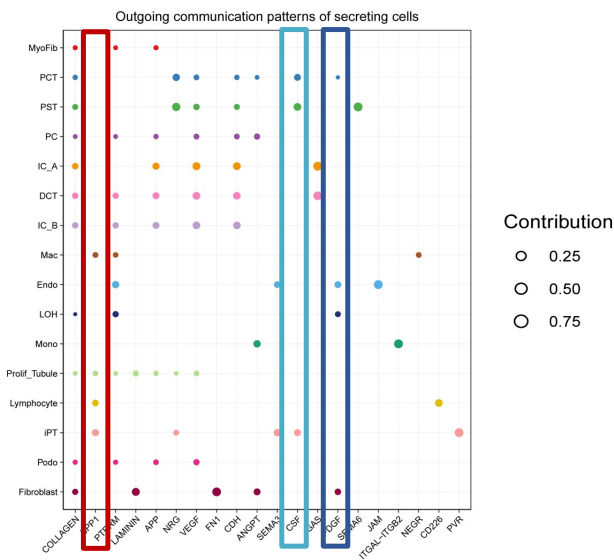

## Amiloride

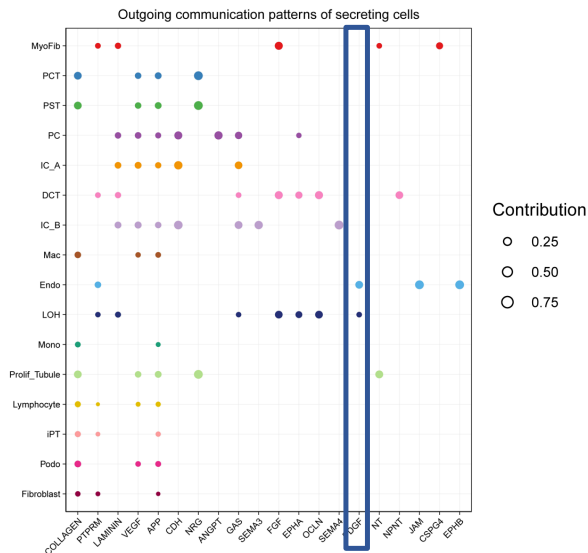

  *Spp1*

  *Csrf*

  *Pdgrf*

**Supplementary Fig. 28. Outgoing communication Patterns of Secreting Cells in Different Groups.** Bubble plot of the number of interactions in different experimental groups for different ligand-receptor interactions. Each dot shows the number of interactions at different ligand-receptors in different cell types.

Endo; endothelial cells, MyoFib; myofibroblast, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, IPT; injured proximal tubule cells, Prolif\_Tubule; proliferative tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells, Mono; monocyte, Mac; macrophage.

## Cell Types Contribution of Outgoing and Incoming Signals in Different Groups

### Control

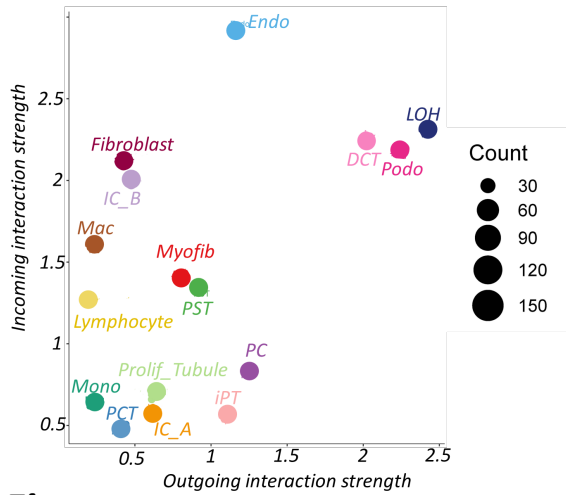

### DOCA

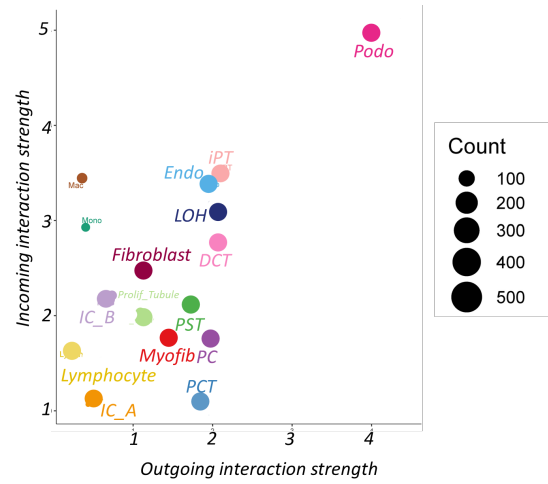

### Finerenone

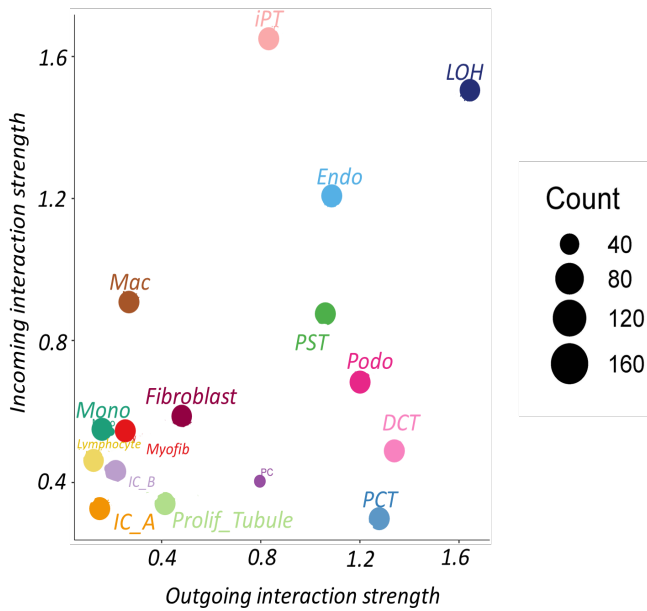

### Spironolactone

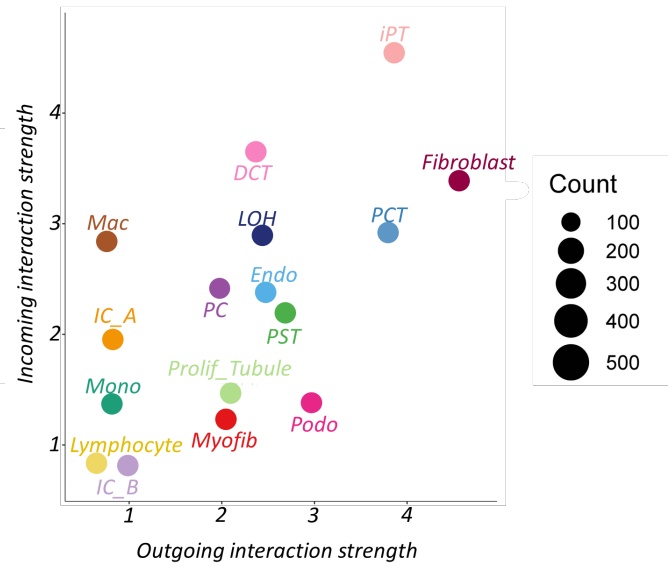

### Amiloride

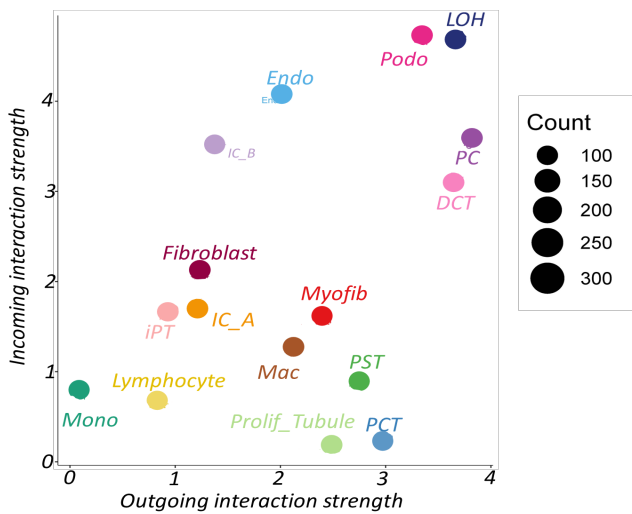

**Supplementary Fig. 29.** The plot of the outgoing and incoming interaction strength of the ligand-receptor interactions in different experimental groups. X-axis shows the strength of cell in producing the ligands and y-axis indicates the cells with enriched receptors of the ligands. Endo; endothelial cells, MyoFib; myofibroblast, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, IPT; injured proximal tubule cells, Prolif\_Tubule; proliferative tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule, PC; principal cells of collecting ducts, IC; intercalated cells, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells, Mono; monocyte, Mac; macrophage.

**A**

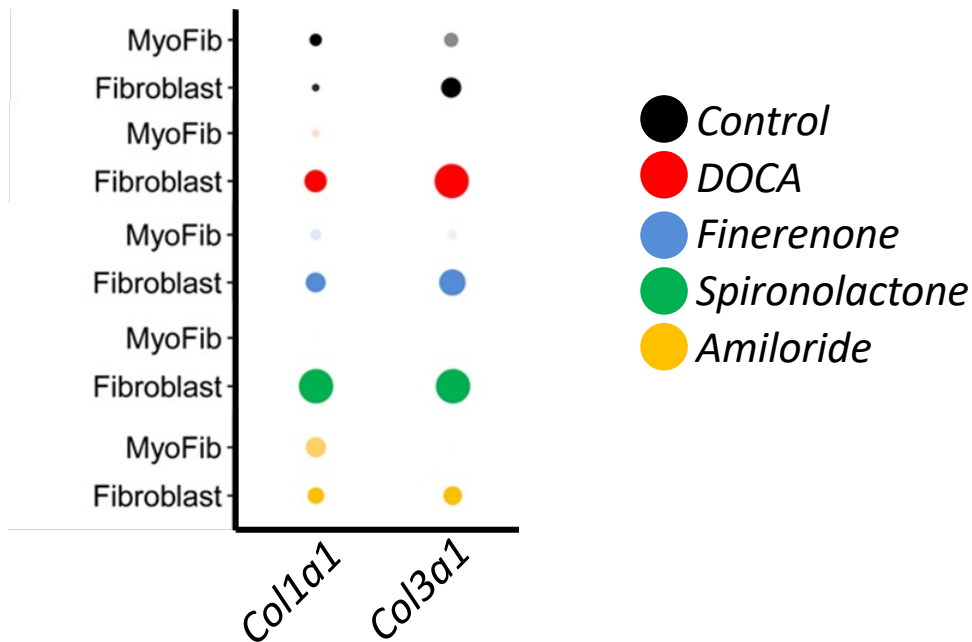

**B**

### ECM Production Score in Different Cell Types

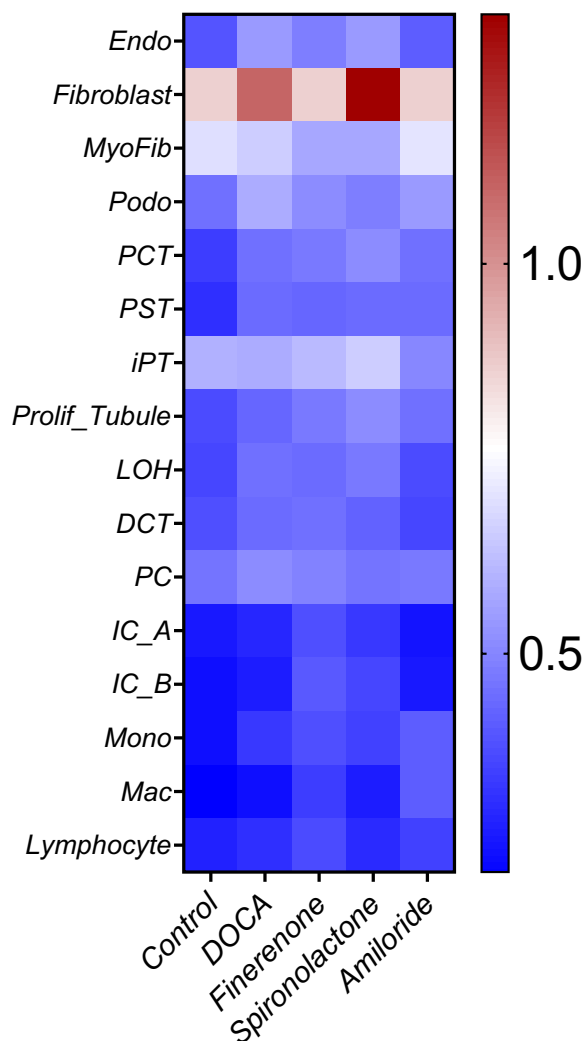

**Supplementary Fig. 30. Expressions of extracellular matrix genes in the DOCA rat nephropathy model. (A)** Bubble dot plot of expressions of *Col1a1* and *Col3a1* in different experimental groups in fibroblasts and myofibroblasts **(B)** Heatmap of extracellular matrix production scores in different cell types and groups. The data is shown as average of the expression of 158 genes responsible for ECM production. The heatmap shows the z score of average expression. Endo; endothelial cells, MyoFib; myofibroblast, Podo; podocyte, PCT; proximal convoluted tubule, PST; proximal straight tubule, iPT; injured proximal tubule cells, Prolif\_Tubule; proliferative tubule cells, LOH; loop of Henle, DCT; distal convoluted tubule; PC; principal cells of collecting ducts, IC\_A; Type A intercalated cells, IC\_B; Type B intercalated cells, Mono; monocyte, Mac; macrophage.

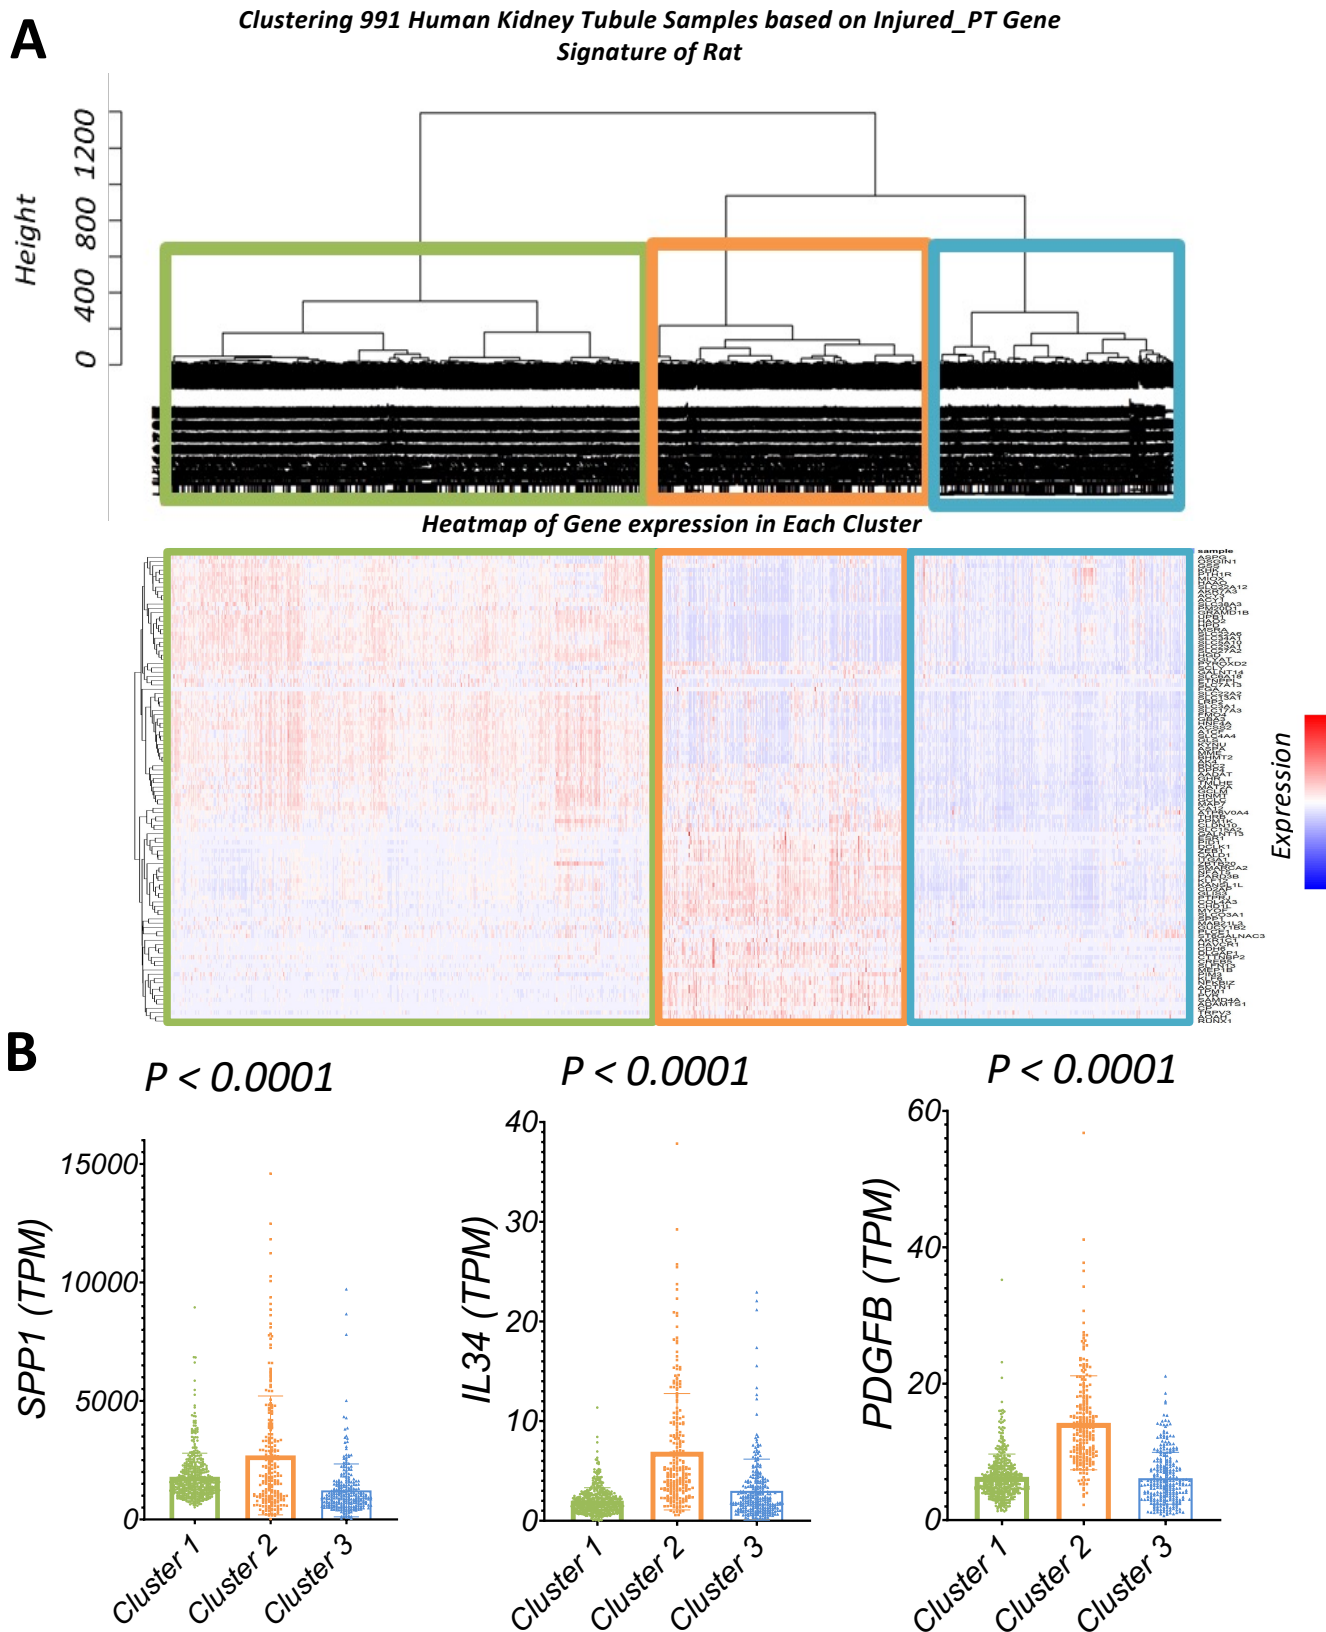

**Supplementary Fig. 31. Clustering 991 human kidney microdissected tubules based on the PT gene signature in rats. (A)** Heatmap of the gene expression patterns in three distinct clusters of 991 human kidney tubule samples. The heatmap indicates the z score of expression of each gene in each sample. **(B)** Gene expression pattern of *SPP1*, *IL34*, and *PDGFB* in three obtained clusters in human kidney tubule samples. P values were calculated using One-way ANOVA test. Bars indicate SD.

How the deposited data were processed for this re-analysis (not part of the article)

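The deposited snRNA-Seq annotation was used, with 310282 nuclei from 22 libraries of rat kidney in 5 treatments. The authors aligned the reads to the rat genome with Cell Ranger, counting introns, and removed ambient RNA with SoupX and doublets with DoubletFinder. They then merged the samples in Seurat, filtered the nuclei by their number of genes and mitochondrial percentage, corrected for batch with Harmony, clustered the nuclei and named the clusters from marker genes. The deposited UMAP coordinates are a score with no unit. The library, treatment and cell type of each nucleus are names given by the authors. RNA counts, genes per nucleus, mitochondrial percentages, cluster numbers and gene values were not analysed here.

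Nuclei were counted per treatment and cell type with Python 3.11.15 and pandas 2.3.3. Each share is given in percent with an exact (Clopper-Pearson) 95% confidence interval from scipy 1.17.1. These intervals cover counting error only. Nuclei of one library are not independent replicates, so the intervals are far narrower than the spread between libraries, and libraries of 759 to 48403 nuclei enter a pooled share with unequal weight. For this reason the range and the equal-weight mean over libraries, and for some shares the median, are given beside the pooled shares of a treatment. The plan made before the data were examined had the mean over samples as its main value and the pooled share as the alternative, and these are exchanged here.

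The exact permutation tests between treatments that were planned before the data were examined, with 1 value per sample at 6 weeks or, failing that, with all samples of a treatment, are not reported. The names of the libraries are not those of the samples, and none was matched to a sample or a time point. The annotation does give the treatment of each library, and the tests were computed once on libraries, after the shares had been seen, but they are left out, whatever their outcome, because they take as replicates libraries that were not matched to samples. Accordingly, no SD, p-value or replicate number is given for a share, and differences between treatments are only described. The planned correlation of the iPT share with fibrosis was not computed because the paper's fibrosis values were not linked to libraries. The cell types described are iPT, PST, PCT and PC, which were chosen before the data were examined. The types given as examples of shares that varied between libraries and the largest and smallest types were named after their values were seen. So were the types whose control and DOCA libraries did not overlap.

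Mixing of libraries on the UMAP was measured with scikit-learn 1.9.0 as the share of the 30 nearest neighbors that came from the same library, for 20000 nuclei drawn with a fixed seed. The code was tested on simulated points that were fully mixed or fully separate. The numbers of differentially expressed genes printed in Figure 4C were compared with the numbers of nuclei by Spearman correlation across 13 cell types, with 100000 permutations and a two-sided p. The alternatives tried were equal weight per library, another denominator, leaving out the Multiome libraries, leaving out each library in turn, other numbers of neighbors and other counts of nuclei. After the data were seen, libraries with and without an Old or New tag in their names were also separated, and libraries with more nuclei than the 30000 cells stated as loaded were left out.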

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

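The alternatives were set before the data were examined, except the separation of libraries by name tag and the removal of the largest libraries, which were chosen after seeing the data. All differences are in percentage points, between means over libraries where equal weight is stated and otherwise between pooled shares, and no test of them is reported.

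The iPT share was higher in DOCA than in control under every alternative run. The difference was 3.75, and it became 3.43 with equal weight per library, 7.28 among proximal tubule nuclei, 2.52 without the Multiome libraries and 4.22 in libraries with untagged names. Leaving out each library in turn gave 2.29 to 5.20. The lowest value came without the DOCA library of 15167 nuclei. That library is the DOCA Multiome library, so this value and the one without the Multiome libraries both leave it out.

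The lower iPT share under finerenone than under DOCA, -3.82, depended on which libraries were counted. It was -1.65 with equal weight per library, -9.72 among proximal tubule nuclei, -2.76 without the Multiome libraries and -4.44 in libraries with tagged names. In the untagged libraries it was reversed to 0.60, and without the 2 libraries of more than 30000 nuclei it was 0.0479. Leaving out each library in turn gave -5.26 to -1.71. The value nearest 0 came without the finerenone library of 48403 nuclei, and without the DOCA library of 15167 nuclei it was -2.36.

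For spironolactone against DOCA the difference was -2.90. It was -0.779 with equal weight per library, -4.17 among proximal tubule nuclei, -1.74 without the Multiome libraries and -4.04 in tagged libraries. In untagged libraries it was reversed to 0.261. Leaving out each library in turn gave -4.35 to -0.925. The value nearest 0 came without the spironolactone library of 33683 nuclei, and without the DOCA library of 15167 nuclei it was -1.44.

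For amiloride against DOCA the difference was -4.49. It was -4.13 with equal weight per library, -9.59 among proximal tubule nuclei and -3.57 without the Multiome libraries. Leaving out each library in turn gave -5.94 to -3.03. No amiloride library has an untagged name. Both are tagged New, with iPT shares of 3.30% and 4.43%, beside 4.64% in the only DOCA library with that tag.

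The lower PST share in DOCA than in control, -1.94, kept its direction under every alternative run, with -2.99 to -1.24 over libraries left out. The lowest of these came without the control library of 14747 nuclei and the one nearest 0 without the DOCA library of 15167 nuclei. The lower PC share under finerenone than under DOCA, -3.89, kept its direction but not its size. It was -2.45 with equal weight per library, -0.56 in untagged libraries and -5.48 in tagged ones, with -4.75 to -2.60 over libraries left out. The higher PST share under finerenone than under DOCA, 23.1, also kept its direction but was 13.5 with equal weight per library, 5.92 in untagged libraries, and 1.26 without the finerenone library of 48403 nuclei.

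The differences in PCT and PC between DOCA and control had no stable direction. The PCT difference was -1.09 and reversed to 4.62 with equal weight per library, 5.14 without the Multiome libraries and 7.98 in untagged libraries, and leaving out each library gave -3.21 to 3.17. The PC difference was 0.00459 and reversed to -1.14, -1.68 and -2.72 under the same 3 alternatives, and leaving out each library gave -1.29 to 0.867. For spironolactone against DOCA the PCT difference of -7.38 reversed to 0.724 in untagged libraries, with -11.6 to 1.56 over libraries left out. For finerenone against DOCA the PCT difference of -2.83 had a range of -8.69 to 3.94 over libraries left out. The cause of these reversals was not tested.

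The share of neighbors from the same library was 20.0% with 10 neighbors, 19.9% with 100 and 20.1% within cell types. Spearman's rho between the numbers of differentially expressed genes and nuclei was 0.95 over control and DOCA nuclei, 0.94 over the smaller of these groups and 0.94 without PT cells.

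No paired analysis was possible because the numbers in the library names are not explained and no name was matched to a replicate. The permutation within batches and the logit scale belong to the tests that are not reported. The 3-week alternative, the minimum number of genes per nucleus and all alternatives for RNA counts and mitochondrial percentages were not run, since they need values not used here. At these numbers of nuclei, counting error is small beside the spread between libraries, which limits every comparison of treatments. Control and DOCA libraries did not overlap for proliferating tubule cells, with 0% to 0.495% and 0.936% to 1.71%. The same held narrowly for lymphocytes, with 0.242% to 0.631% and 0.639% to 2.24%. For all other cell types the libraries of these groups overlapped.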

Other observations

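The separation of libraries by name tag and the use of equal weight per library as a test of an explanation were chosen after the values they concern had been seen, while the equal weighting itself, the mixing within cell types and the comparison of differentially expressed genes with numbers of nuclei were planned, although what the last test would show was written after both sets of numbers had been seen.

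The pooled iPT share was lower under finerenone and spironolactone than under DOCA. A candidate explanation for part of the difference is the weight of the largest libraries. With equal weight per library, 43.2% of the pooled finerenone difference and 26.9% of the pooled spironolactone difference remained. Under finerenone the library of 48403 nuclei had an iPT share of 1.48% and a PST share of 63.8%, and under spironolactone the library of 33683 nuclei had an iPT share of 2.92% and an LOH share of 32.7%. In the libraries without a name tag the difference from DOCA was 0.60 percentage points for finerenone and 0.261 for spironolactone, and in the tagged ones it was -4.44 and -4.04. The pooled iPT shares of untagged and tagged libraries were 8.46% and 8.26% in DOCA and 4.23% and 4.72% in control. They were 9.06% and 3.81% under finerenone and 8.72% and 4.22% under spironolactone. The pooled shares of untagged and tagged libraries thus show no shift common to all these treatments. This split merges the Old and New tags, which were told apart after the shares were seen. The New libraries had the lowest iPT shares of the DOCA, finerenone and spironolactone groups. In DOCA the New library had 4.64%, and the tagged library with 11.4% carries Old. The New shares were 1.48% and 5.34% under finerenone and 2.92% under spironolactone. No control library carries New, and a shift in the New libraries stays open. A library batch, the 3-week samples and an effect of the drugs cannot be told apart here, because no library was matched to a batch or a time point. Each set also holds 2 or 3 libraries of each of these treatments and of DOCA. If the untagged libraries are the set of samples without a 3-week sample, their differences of 0.60 and 0.261 cannot come from 3-week samples. The names and kits allow this but do not settle it. A difference in the kidney region sampled also stays open and was not tested.

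Of the 22 libraries, 3 held more nuclei than the 30000 cells that the supplemental methods state were loaded, without saying whether this number is per library. Of these, 2 were finerenone libraries and the other a spironolactone library, and all 3 carry the New tag. No explanation was tested.

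On the UMAP, 49.3% of the neighbors of nuclei from the largest library came from that library, where 15.6% would be expected from its size. Within cell types the values were 49.4% and 35.4%, the widest gap in percentage points among the 22 libraries. As a ratio of observed to expected share, however, its within-type value of 1.40 was the lowest of the 22 libraries, and the highest was 2.84. Whether this library stood apart within cell types thus depended on the measure. No biological explanation was tested.

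The number of differentially expressed genes between DOCA and control that Figure 4C prints for a cell type ranked almost as the number of nuclei of that type did. Spearman's rho was 0.95 across 13 cell types (permutation test, two-sided, p = 2e-05, the smallest that 100000 permutations can give), and cell types are not independent replicates. Without the PT cells rho was 0.94. The paper's test took nuclei as replicates, so the number of nuclei may set how many genes pass its threshold. A larger response in the more abundant types stays open, since gene values were not analysed here and the types were not compared at equal numbers of nuclei.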
